# Single-Cell Transcriptome Profiles of Foxl1-Lineage Cells Along the Intestinal Crypt–Villus Axis

**DOI:** 10.1016/j.jcmgh.2026.101849

**Published:** 2026-07-16

**Authors:** Amal Gharbi, Noa Corem, Sharona Elgavish, Inbar Plachkes, Abrar Jamous, Marco Canella, Moriya Shmuel, Hadar Horowitz, Jianmei Tan, Hongqian Chen, Bing Su, Mahmud Abu-Gazala, Noam Shussman, Michal Shoshkes-Carmel

**Keywords:** Foxl1, Functional Zonation, Mesenchyme, Signaling Gradients, Stem Cells, Stem Cell Niche

## Abstract

**Background & Aims:**

Intestinal epithelial cells rely on a complex array of stromal signals to determine their fate and function along the crypt–villus axis, but the precise cellular sources and combinations of signals at each position remain poorly defined.

**Methods:**

We generated an atlas of Foxl1-lineage cells along the crypt–villus axis using single-cell RNA sequencing integrated with in situ hybridization, immunofluorescence, and reporter mouse models.

**Results:**

We identify 4 spatially distinct Foxl1-lineage subepithelial populations: crypt, villus–base, villus–mid and villus–tip, that segregate into 2 related pairs. Crypt and villus–mid Foxl1-lineage cells share a low platelet-derived growth factor receptor α transcriptional program enriched for canonical Wnts and R-spondins, consistent with regenerative signaling functions. In contrast, villus–base and villus–tip Foxl1-lineage cells are platelet-derived growth factor receptor α–high and express noncanonical Wnt5a and bone morphogenetic protein ligands. Crypt Foxl1-lineage cells are additionally enriched for extracellular matrix proteins and complement components, whereas villus–base Foxl1-lineage cells express contractility-associated genes, suggesting a role in villus architecture. Villus–mid Foxl1-lineage cells display signatures of immune regulation and inflammation, whereas villus–tip Foxl1-lineage cells are specialized for regulation of ribonucleoprotein complexes and nutrient sensing.

**Conclusions:**

This atlas provides a foundational resource for understanding how diverse stromal populations coordinate signaling niches and influence intestinal epithelial homeostasis.

**Summary**

Foxl1-lineage cells form a subepithelial network that supports intestinal stem cells. Using single-cell RNA sequencing and in situ mapping, we identify 4 transcriptionally and spatially distinct Foxl1-lineage subtypes with specialized signaling, matrix, and immune programs that together shape regional epithelial niches.

**What You Need to Know**

**Background**

Foxl1-lineage cells form a subepithelial network along the intestinal crypt–villus axis that is essential for stem cell function. However, the diversity of these cells and their potential region-specific roles along the crypt–villus axis have remained largely unexplored.

**Impact**

We identify 4 Foxl1-lineage subtypes, each with a distinct gene signature and signaling profile. These findings point to new candidate mechanisms for intestinal tissue maintenance, immune regulation, and local epithelial–mesenchymal signaling.

**Future Directions**

Functional studies, including subtype-specific ablation, targeted genetic manipulations, and live imaging, will determine how individual Foxl1-lineage subtypes contribute to intestinal regeneration, stem cell support, epithelial renewal, immune signaling, and tissue repair.

The small intestine is lined by a single layer of epithelial cells organized into repeating crypt–villus units. This structured arrangement is crucial for protecting stem and progenitor cells in the crypt from the harsh conditions of the intestinal lumen, maximizing nutrient absorption, and maintaining a robust, continuous barrier against physical stress and invading pathogens.

Along the crypt–villus axis, specific epithelial cell types and functions are restricted to defined locations. Remarkably, this intricate pattern is preserved despite the intestine’s rapid and continuous renewal. Stem and progenitor cells at the crypt divide continuously to produce new cells, which then migrate upward along the villus and are eventually shed at the tip. As a result, the epithelial layer is in perpetual motion, yet the overall spatial organization remains stable. This stability is achieved because stromal signals along the crypt–villus axis repeatedly instruct epithelial cells to adopt specific roles as they migrate toward the villus tip.

Among intestinal stromal cells, Foxl1-lineage cells have been used to mark a subepithelial telocyte population, a mesenchymal cell type notable for its exceptionally long cellular projections known as telopodes.^1^, ^2^, ^3^, ^4^, ^5^, ^6^ Intestinal telocytes form an interconnected subepithelial network implicated in maintaining the stem cell pool and directing enterocyte differentiation.^6^, ^7^, ^8^, ^9^, ^10^ Telocytes are recognized for compartmentalizing signaling molecules along the crypt–villus axis.^7^^,^^8^ However, their molecular diversity necessitates single-cell resolution for full characterization. Despite advances in characterizing stromal cells,^8^^,^^11^, ^12^, ^13^, ^14^, ^15^ the low expression of Foxl1 and the molecular heterogeneity of Foxl1-lineage cells have limited their comprehensive analysis using conventional single-cell approaches.

To overcome these challenges, we employed a Foxl1Cre-driven reporter mouse model combined with single-cell RNA sequencing (scRNA-seq) and single-molecule RNA fluorescence in situ hybridization (smFISH) to enrich, visualize, and molecularly profile Foxl1-lineage cells in situ. We identify distinct subepithelial Foxl1-lineage subtypes with defined expression patterns along the crypt–villus axis, providing a framework for how stromal cells may contribute to intestinal epithelial cell fate decisions.

## Results

### Foxl1-Lineage Cells Form a Conserved Subepithelial Network From Crypt Base to Villus Tip

Previous work showed that platelet-derived growth factor receptor α (PDGFRα)+ Foxl1-lineage cells form a continuous subepithelial network in mouse intestine,^7^^,^^8^ but it was unclear whether this organization is conserved in humans. To address this, we analyzed fresh tissue from normal margines of colectomies and intestinal resections, clearing both large and small intestine and staining for PDGFRα (Figure 1*A* and *B*). In the colon, PDGFRα+ cells formed a continuous network closely apposed to crypts (Figure 1*A*), whereas in the small intestine, the network extended along the entire crypt–villus axis (Figure 1*B*). This pattern mirrored that in mice, suggesting a conserved organization across species. In addition to their intimate association with the epithelium, PDGFRα+ cells contacted CD45+ immune cells (Figure 1*A*) and α smooth muscle actin (αSMA)+ myofibroblasts in the crypt region, whereas villus myofibroblasts localized to the villus core (Figure 1*B*).

**Figure 1:**
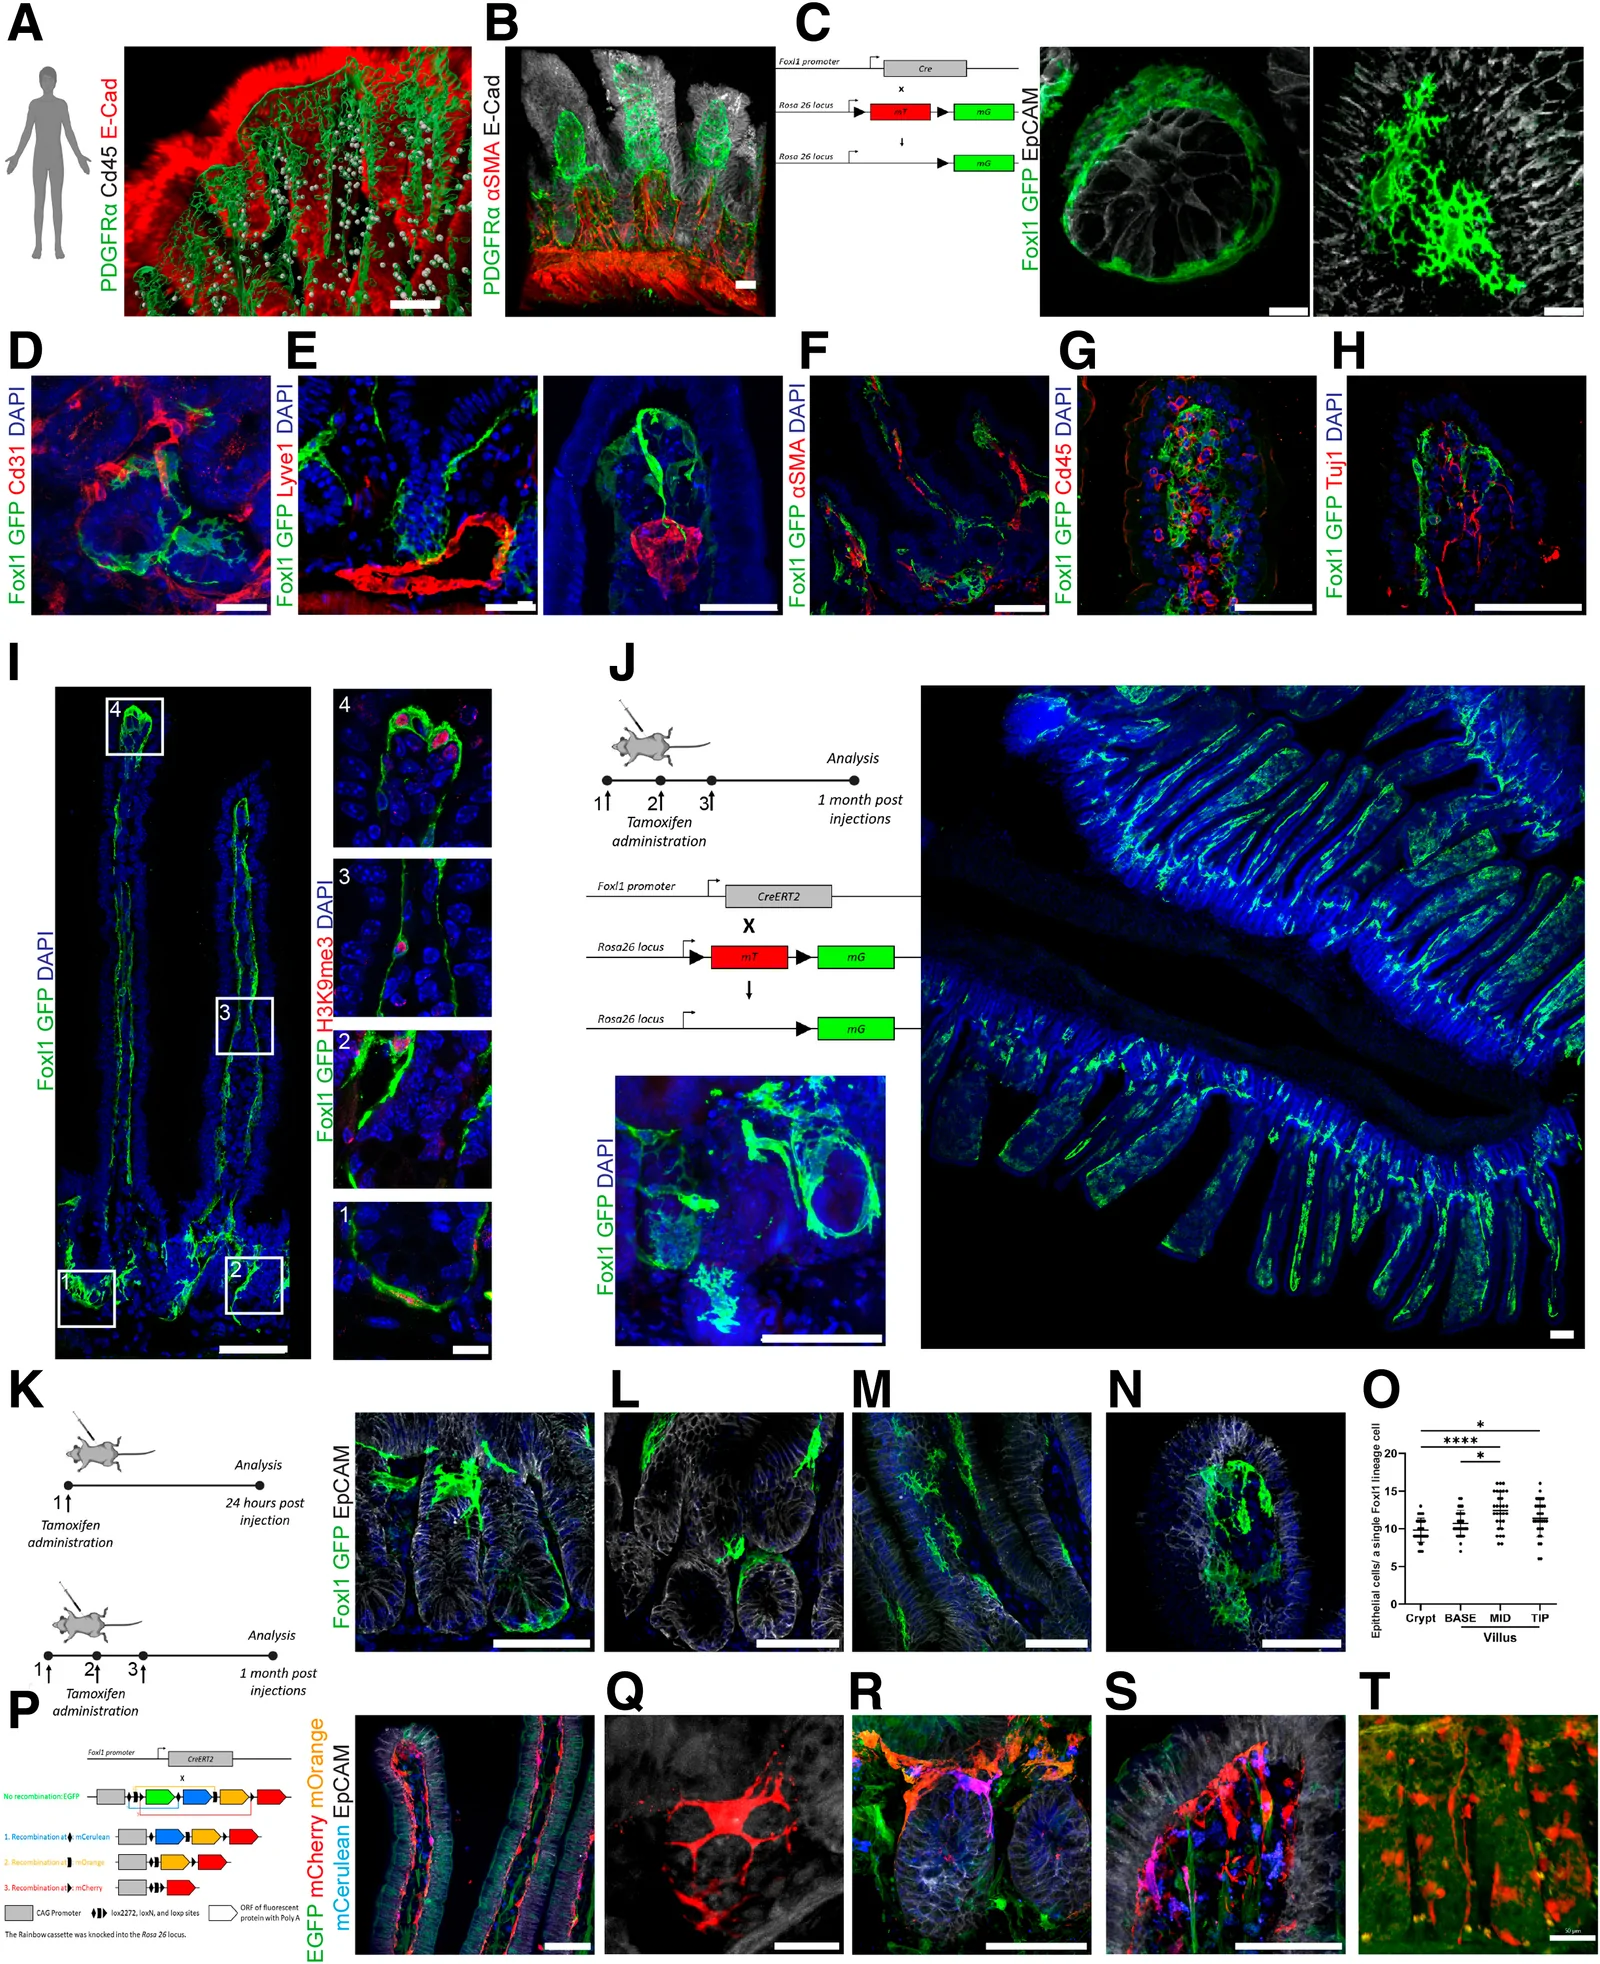
**Foxl1-lineage cells form a conserved subepithelial network from crypt base to villus tip.** (*A* and *B*) Whole-mount immunofluorescence of cleared human colon (*A*) and small intestine (*B*). Panel (*A*) shows a 3D volume reconstruction generated in IMARIS, and panel (*B*) shows a z-stack projection. PDGFRα expression highlights a continuous subepithelial network along colonic crypts and the crypt–villus axis of the small intestine. E-cadherin marks the epithelium, CD45 labels immune cells, and αSMA marks myofibroblasts, illustrating close spatial relationships between subepithelial PDGFRα+ cells, epithelial cells, immune cells, and myofibroblasts. (*C–I*) Schematic of membrane-bound GFP expression in Foxl1-lineage cells (Foxl1Cre; Rosa-mTmG). Immunofluorescence for GFP on 30-μm jejunum sections reveal subepithelial Foxl1-lineage cells as thin, flat cells in the crypt region (*C*, *left*) and thick, stellate cells in the villus region (*C*, *right*). High-resolution imaging shows GFP+ Foxl1-lineage cells in close proximity to blood vessels (CD31; *D*), lymphatic vessels (Lyve1; *E*, *left image crypt region, right image villus tip region*), myofibroblasts (αSMA; *F*), immune cells (CD45l; *G*), and neurons (Tuj1; *H*). Immunofluorescence for H3K9me3 demonstrates relatively high heterochromatin content in Foxl1-lineage nuclei along the crypt-villus axis (*I*). (*J*) Experimental design: tamoxifen induction in Foxl1CreERT2; Rosa-mTmG mice drives membrane-bound GFP expression in Foxl1-lineage cells. Immunofluorescence of 100-μm Foxl1CreERT2; Rosa-mTmG jejunal sections shows GFP+ Foxl1-lineage cells forming a subepithelial network along the crypt–villus axis. A zoomed view of the crypt region highlights the thin, flat morphology of Foxl1-lineage cells, similar to that observed in the Foxl1Cre; Rosa-mTmG model. (*K–N*) Schematic illustrating that a single tamoxifen induction labels Foxl1-lineage cells inefficiently in Foxl1CreERT2; Rosa-mTmG mice. Immunofluorescence for GFP reveals individually labeled Foxl1-lineage cells at the crypt–villus axis. (*O*) Quantification of epithelial cell contacts made by single Foxl1-lineage cells at defined positions along the crypt–villus axis, measured in 30-μm sections under inefficient Foxl1CreERT2; Rosa-mTmG and efficient Foxl1CreERT2; Rosa-Rainbow induction (n = 3 mice per group, <10 axes per bar; ∗∗∗∗*P* < .0001, unpaired 2-tailed *t* test). (*P–T*) Schematic of tamoxifen-induced expression of membrane-bound multispectral Rainbow fluorescence in Foxl1-lineage cells (Foxl1CreERT2; Rosa-Rainbow mice). Immunofluorescence of jejunal sections stained for red fluorescent protein (RFP) visualizes single Foxl1-lineage cells along the villus (*P*), crypt (*Q* and *R*), and villus tip (*S*). Whole-mount immunofluorescence of Foxl1CreERT2; Rosa-Rainbow colon stained for RFP highlights single Foxl1-lineage cells along colonic crypts (*T*). Scale bar, 50 μm. DAPI, 4′,6-diamidino-2-phenylindole.

To characterize the subepithelial network of Foxl1-lineage cells in mice in more detail, we used the Foxl1Cre line^16^ crossed to the Rosa-mTmG reporter.^17^ Foxl1-lineage cells associated with the crypt appeared flat and thin with extremely slender, short processes, whereas Foxl1-lineage cells along the villus exhibited a thick stellate morphology with multiple branched extensions (Figure 1*C* and Supplementary Videos 1–3), consistent with prior descriptions of a “pericryptal mesenchymal syncytium.”^18^ Foxl1-lineage cells maintained close associations with CD31+ blood vessels, Lyve1+ lymphatic vessels, αSMA+ myofibroblasts, CD45+ immune cells, and Tuj1+ neurons (Figure 1*D–H*), underscoring their potential role in coordinating epithelial, vascular, stromal, immune, and neuronal compartments. In line with electron microscopy studies on telocytes, Foxl1-lineage cell nuclei showed relatively high heterochromatin content, as indicated by H3K9me3 staining (Figure 1*I*).

We next analyzed an independent inducible Foxl1CreERT2; Rosa-mTmG mouse model.^19^ Given that mouse jejunal epithelial crypts are approximately 70 to 90 μm deep,^20^ we imaged 100-μm longitudinal sections. Three tamoxifen injections yielded robust membrane-tagged green fluorescent protein (GFP) labeling across the subepithelial network (Figure 1*J*), in contrast to the sparse recombination reported for Foxl1CreERT2; Rosa-YFP.^21^ This highlights the value of membrane-tagged reporters and thick sections for efficient visualization of Foxl1-lineage cells. To resolve individual cell architecture, we either applied a single low-dose tamoxifen induction (Figure 1*K–N*; Supplementary Videos 1 and 2) or used Foxl1CreERT2; Rosa-Rainbow^22^ mice with efficient induction to obtain multispectral labeling (Figure 1*P–T*; Supplementary Video 3). Individual Foxl1-lineage cells formed a thin layer at the epithelial base along the crypt–villus axis and adopted an orthogonal orientation at the villus tip (Figure 1*N* and *S*). Each Foxl1-lineage cell contacted on average ∼10 epithelial cells in the jejunum (Figure 1*O*; Methods), although precise counts are limited by their extremely fine, oriented processes. These features suggest that Foxl1-lineage cells may partition the crypt–villus axis into epithelial segments that help position local signaling domains; testing this hypothesis will require future functional studies.

Similar Foxl1-lineage cell morphologies were observed in mouse colon (Figure 1*T*), where cells exhibited small, flat bodies or elongated processes extending up to one-third of the crypt length. Together, these structural analyses reveal an intricate, conserved subepithelial Foxl1-lineage cell network that is well-positioned to coordinate complex signaling along the intestine.

### Single-Cell Transcriptomics Distinguishes Four Subepithelial Foxl1-Lineage Subtypes

To assess whether Foxl1, a transcription factor important for Foxl1-lineage cell function and a marker for subepithelial telocytes,^23^, ^24^, ^25^, ^26^ is uniformly expressed along the crypt–villus axis, we used a dual approach: Foxl1Cre^16^; Rosa-mTmG reporter mice and smFISH to quantify Foxl1 transcripts (Figure 2*A*). This analysis revealed that villus Foxl1-lineage cells have higher Foxl1 transcript abundance than those in the crypt (Figure 2*B*).

**Figure 2:**
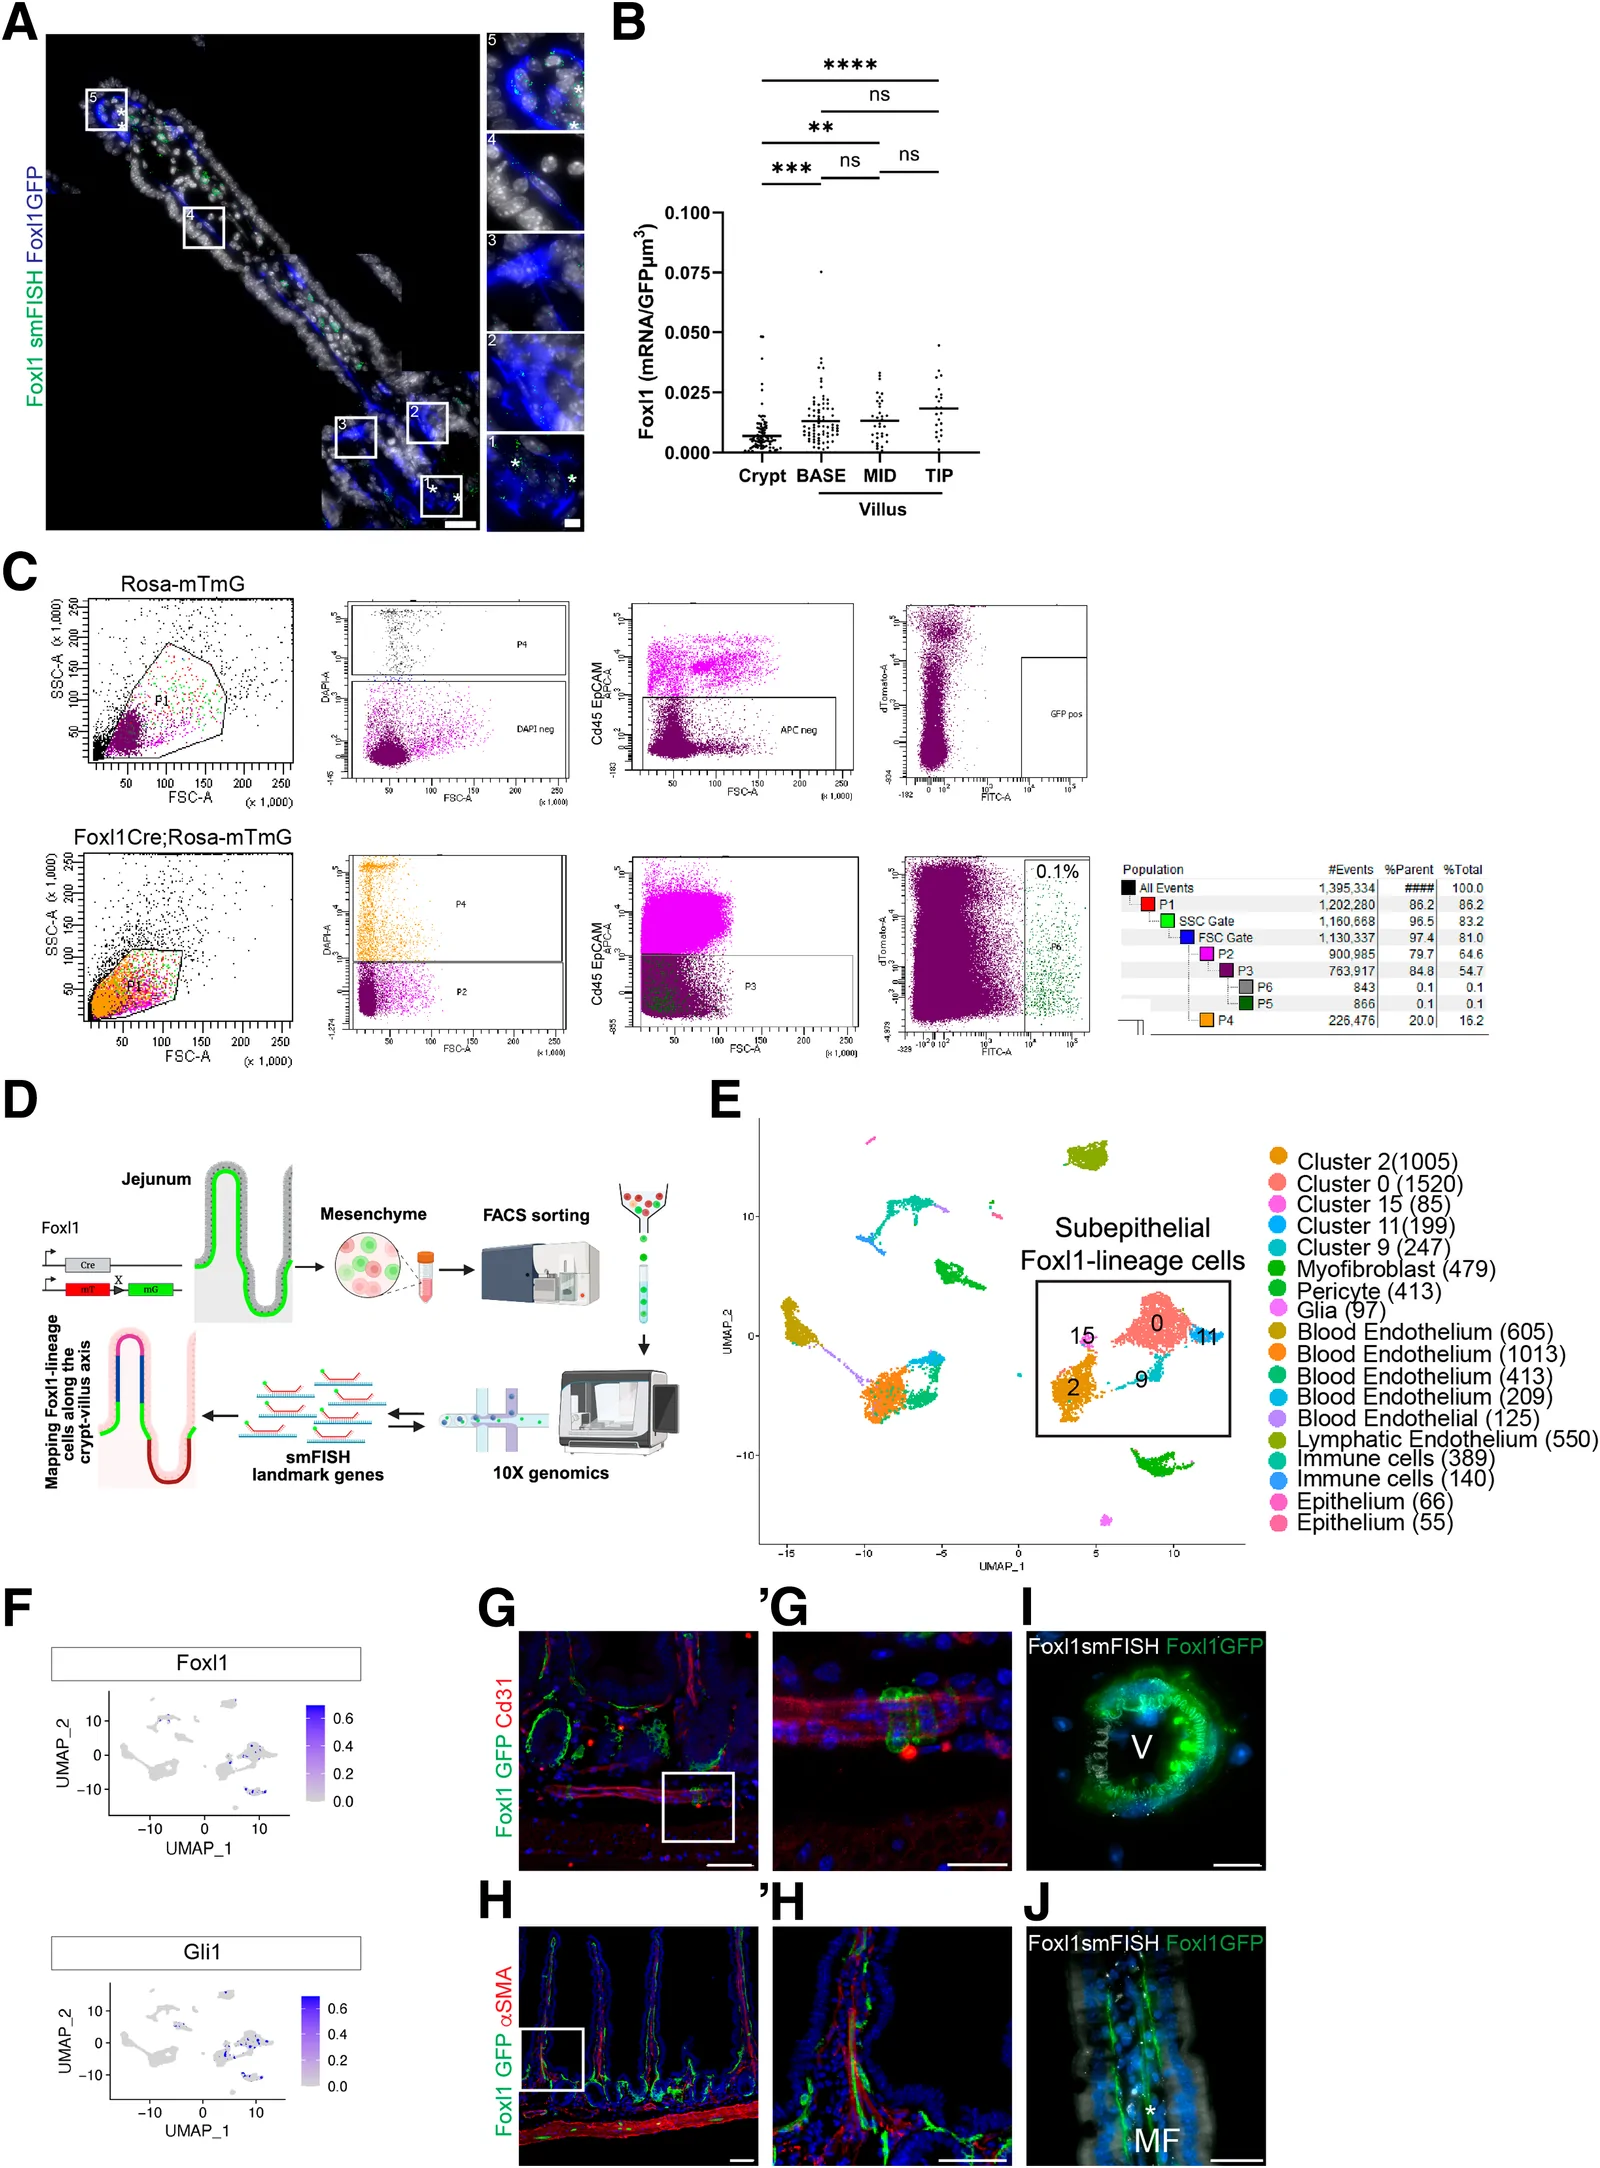
**Single-cell transcriptomics distinguishes 4subepithelial Foxl1-lineage subtypes.** (*A*) smFISH imaging of mouse jejunum sections from Foxl1Cre; Rosa-mTmG mice, hybridized for Foxl1 (*green dots*), demonstrates Foxl1 messenger RNA (mRNA) expression in GFP+ Foxl1-lineage cells (*blue*) positioned at the crypt, villus–base, villus–mid, and villus–tip. Scale bar, 10μm. (*B*) Quantification of Foxl1 mRNA concentrations in Foxl1-lineage cells along the crypt-villus axis by smFISH, revealing spatial variation (n = 3 mice per group; <10 crypt–villus axes per bar; ∗∗∗∗*P* < .0001; unpaired 2-tailed *t* test). (*C*) FACS plots from a representative Foxl1Cre; Rosa-mTmG mouse (7 mice analyzed) illustrating the gating strategy used to isolate GFP+ Foxl1-lineage cells. Jejunal tissue from Rosa-mTmG (GFP− control) and Foxl1Cre; Rosa-mTmG (GFP+) mice was dissociated, and 4′,6-diamidino-2-phenylindole (DAPI)-live singlets were gated. CD45+ immune cells and EpCAM+ epithelial cells were excluded, and in Foxl1Cre; Rosa-mTmG samples approximately 0.1% of total cells were GFP+ and sorted for downstream analysis. (*D*) Schematic illustrating the strategy used to generate a topologic map integrating single Foxl1-lineage cell transcriptional profiles with spatial position along the crypt−villus axis. Foxl1Cre; Rosa-mTmG mice were used for tissue dissociation, FACS isolation of GFP+ Foxl1-lineage cells, and smFISH mapping of cluster landmark genes. (*E*) UMAP projection of scRNA-seq data generated from GFP+ sorted jejunal cells (Foxl1Cre; Rosa-mTmG mice). A total of 7610 cells pooled from 7 mice were categorized into 18 clusters. (*F*) UMAP plots depict Foxl1 and Gli1 expression profiles across the 18 distinct clusters. (*G* and *H*) Immunofluorescence in Foxl1Cre; Rosa-mTmG mouse jejunum sections stained for Cd31 (*G*) and αSMA (*H*) reveals sparse GFP labeling in pericytes and myofibroblasts (MFs) alongside subepithelial Foxl1-lineage cells. (*I* and *J*) smFISH images of Foxl1Cre; Rosa-mTmG mouse jejunum, hybridized for Foxl1 (*white dots*), show Foxl1 mRNA in GFP+ (*green*) pericytes (*I*) surrounding large vessels (Vs) beneath the muscularis mucosa, and in MFs within the villus core (*J*; *asterisk* marks GFP-labeled MFs. Scale bar, 50 μm.

To explore Foxl1-lineage cell heterogeneity, we performed scRNA-seq on jejunal tissue, leveraging the region’s well-characterized epithelial landscape along the villus axis.^27^ Mesenchymal cells from the jejunum of 7 mice were dissociated into single-cell suspensions, and Foxl1-lineage cells were enriched by fluorescence-activated cell sorting (FACS) GFP+ cells from Foxl1Cre; Rosa-mTmG mice, using Rosa-mTmG^17^ littermates (GFP−) as controls (Figure 2*C*). GFP+ cells from all 7 mice were sequenced using the 10X Genomics platform (Figure 2*D*), and the resulting datasets were integrated for joint analysis.

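Single-cell RNA-seq counts were available for 7 libraries labeled as GFP+ cells from the jejunum of Foxl1Cre; Rosa-mTmG mice, in which Cre driven by Foxl1 regulatory sequence switches a membrane-bound tdTomato to a membrane-bound GFP in Foxl1-expressing cells and their progeny. The libraries, named GFP, M1, N1, GFPF10, GFPF24, MAY25M and MAY25N, are all of the same condition, and each is treated as a replicate. No library of GFP− control cells is among them. Each holds the UMI counts of every barcode before any cell was chosen, for mouse genes and for a transgene named EYFP, a variant of GFP. Total UMIs ran from 2135670 in GFPF24 to 25058142 in MAY25N. EYFP UMIs numbered 7657 in GFP, 15008 in GFPF10, 8579 in GFPF24, 51100 in MAY25M and 112625 in MAY25N, but 1 in M1 and 3 in N1.
The filter that the paper states, on mitochondrial transcripts, genes and UMIs per barcode, kept 8549 of 9660 barcodes with more than 200 genes. The paper reports 7610 cells, so the cells used here are not the same set. Library MAY25N gave 4747 of these cells, MAY25M 1336, M1 871, GFPF10 671, GFPF24 348, GFP 292 and N1 284. Without MAY25N, 3802 cells remained. Median depth was 3213 to 5342 UMIs and 1641 to 2545 genes per cell. SCTransform, anchor integration and graph clustering with the stated settings gave 17 clusters, against 18 in the paper. Each was named from lists of marker genes that, apart from Pdgfra, hold none of the landmark genes of the paper. The marker lists, 34 gene lists, the comparisons and the rule for naming genes were set before the data were examined.
Counts were summed over the cells of each library and cluster with at least 5 cells, and clusters were compared with edgeR's quasi-likelihood test with library as a block. Each subepithelial cluster was set against the mean of the other 3. Counts of libraries in a direction use whichever of these clusters a library holds. Levels are CPM, UMI counts scaled to a common total after TMM scaling, given as the mean ± SD over libraries, and levels over all cell classes were scaled apart from those over the 4 subepithelial clusters. Adjusted p values are Benjamini-Hochberg values over the genes tested. Because the clusters were formed from the same counts, differences between them are partly built in, and the p values do not account for this.

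**Figure D1:**
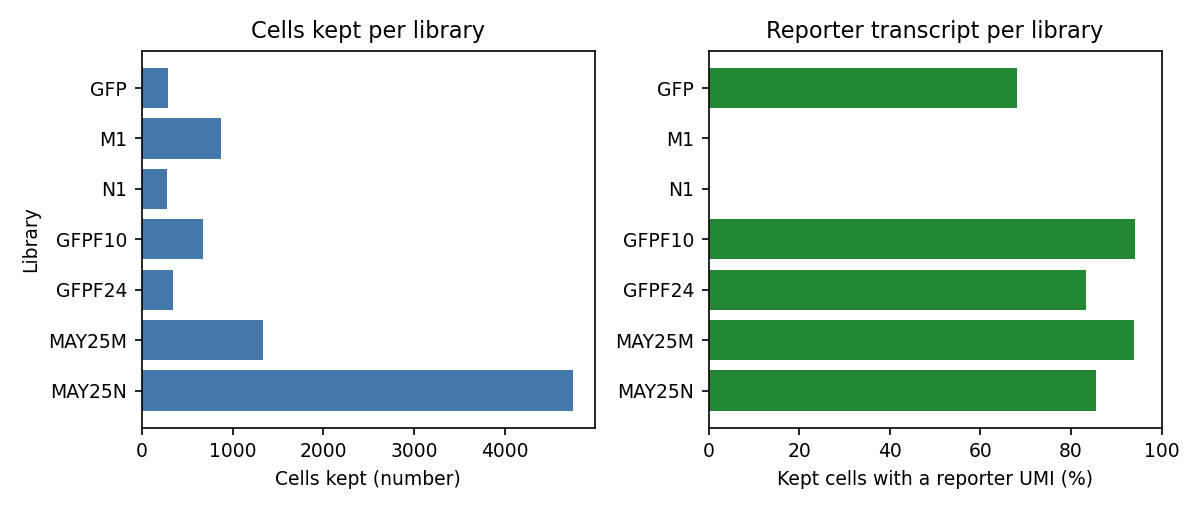
Cells kept in each library (left) and percent of those cells with at least 1 EYFP UMI (right), with 1 bar per library. M1 and N1 hold 871 and 284 cells, and 0 of them has an EYFP UMI.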

This strategy enriched Foxl1-lineage cells but did not yield a perfectly exclusive mesenchymal population. 

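Fibroblasts, myofibroblasts and pericytes, told apart by collagen, contractile and pericyte genes, made up 70.1% of the cells of library MAY25M, 67.1% of GFP, 52.3% of MAY25N, 39.7% of GFPF24, 38.7% of N1, 36.3% of M1 and 26.2% of GFPF10. Blood endothelial cells made up 19.8% ± 10.8 (SD, n = 7 libraries) of a library and lymphatic endothelial cells 6.34% ± 4.88. Immune clusters made up 9.32% ± 12.7, the epithelial cluster, which also held immune cells, 7.63% ± 6.07 and enteric glia 2.02% ± 2.31. A further 7.73% ± 4.62 lay in 2 clusters with medians of 1050.5 and 932 UMIs per cell. Their highest marker list was that of blood endothelium, but they were left without a name for their low UMI counts and because no marker was among their top 10 genes. Of their 879 cells, 70.9% had 2 or more UMIs of endothelial markers, against 2.67% of the villus-base-like fibroblasts. These markers belong to the blood endothelium list, so that share is partly built in. The share of the immune clusters differed most between libraries, from 0.7% in N1 to 35.1% in GFPF24.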

Prior PDGFRα+ sorting experiments, in which >80% of sequenced cells were epithelial or immune and only 329 bona fide stromal cells were recovered,^8^ illustrate the difficulty of isolating intestinal mesenchyme with high purity. In the present study, we therefore excluded epithelial cell adhesion molecules (EpCAM)+ and Cd45+ epithelial and immune cells from the GFP+ gate, generating a dataset largely depleted of these lineages. 

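EpCAM is encoded by Epcam (an epithelial adhesion gene) and Cd45, a phosphatase of leukocytes, by Ptprc. The epithelial cluster held 331 cells and carried Fabp1, a fatty acid binding gene of enterocytes, at 13842 ± 13652 (SD, n = 7) CPM. An Epcam UMI was found in 28.1% of its cells (95% confidence interval 23.3 to 33.3) and a Ptprc UMI in 27.8%. The cluster is mixed. At a resolution of 0.8, 196 of its cells formed an immune cluster with C1qa and Lyz2 among its top 10 genes, and 135 stayed epithelial. The lymphocyte-like cluster, named for genes such as Cd3e and Gzma, held 360 cells, of which 68.3% had a Ptprc UMI (95% confidence interval 63.2 to 73.1). A Cd3e UMI was found in 12.2% of its cells, so that gene marks a part of the cluster and does not show that all are T cells. A further 56 plasma cell-like cells carried Jchain and Igkc. Of these, 39.3% had an Epcam UMI (9.09% thinned to 1500 UMIs per cell) and 23.2% a Ptprc UMI (3.64% thinned), and Defa24 and hemoglobin genes were among the top 10 genes, so this cluster is not of lymphoid transcripts alone. Crypt-like fibroblasts, which should lack both genes, had an Epcam UMI in 0.77% and a Ptprc UMI in 0.1% of cells, at a median of 6623 UMIs against 1189 in the epithelial cluster and 4186 in lymphocyte-like cells. Cells with fewer than 1500 UMIs, 187 of the 331 in the epithelial cluster, were left out of the thinned shares. With the rest thinned to 1500 UMIs, Epcam was found in 24.3% of the epithelial cluster and 0.31% of crypt-like cells. Ptprc was found in 42.9% of lymphocyte-like and 0% of crypt-like cells. Across libraries, the epithelial cluster ran from 1.45% to 17.5%. Epcam, Fabp1, Ptprc and Cd3e were among the markers that named these classes, so their shares and levels describe the classes and do not test them.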

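Cd31, an adhesion molecule of endothelial cells, is encoded by Pecam1. Its level was 1409 ± 146 (SD, n = 7) CPM in the 1882 blood endothelial cells and 495 ± 126 (SD, n = 6) CPM in the 591 lymphatic endothelial cells. In the latter, the hyaluronan receptor gene Lyve1 reached 3167 ± 554 (SD, n = 6) CPM and the transcription factor gene Prox1 665 ± 174 (SD, n = 6) CPM. Pecam1 lay at 23.1 ± 17.4 (SD, n = 7) CPM in crypt-like and 26.9 ± 8.44 (SD, n = 7) CPM in villus-base-like fibroblasts, a gap far larger than the spread between libraries. Pecam1, Lyve1 and Prox1 were among the markers that named the endothelial classes, so their levels describe the classes and do not test them. Blood endothelial cells ran from 6.61% of GFPF24 to 35.6% of GFPF10. Few fibroblasts carried endothelial transcripts, and 3.97% of crypt-like and 3.48% of villus-tip-like cells had 2 or more UMIs of endothelial markers.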

Endothelial contamination remained and could be further reduced by Cd31 depletion as described by Bernier-Latmani.^28^

In total, this workflow yielded approximately 4000 mesenchymal cells for downstream analysis (Figure 2*E*). 

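Mesenchymal cells numbered 4356. Villus-base-like fibroblasts were the largest group with 1722 cells, followed by crypt-like fibroblasts with 1034, myofibroblasts with 560, pericytes with 437, fibroblasts of low ribosomal content with 312, villus-tip-like fibroblasts with 201 and villus-mid-like fibroblasts with 90. Library MAY25N gave 991 of the villus-base-like, 675 of the crypt-like, 80 of the villus-tip-like and 50 of the villus-mid-like cells. The order differed between libraries. Crypt-like cells outnumbered villus-base-like cells in GFP (42 against 36), M1 (146 against 66) and N1 (58 against 13). Library N1 held 0 villus-tip-like and 0 villus-mid-like cells, and GFPF10 0 villus-mid-like cells.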

Within the jejunal mesenchyme, we identified 3 major cell types: myofibroblasts, pericytes, and subepithelial Foxl1-lineage cells. 

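Myofibroblasts were marked by Myh11, the heavy chain of smooth muscle myosin, at 3884 ± 773 (SD, n = 7) CPM against 394 ± 381 (SD, n = 7) in pericytes and 213 ± 41.4 (SD, n = 7) in villus-base-like fibroblasts. Des, an intermediate filament of muscle, lay at 3216 ± 1029.9 (SD, n = 7) CPM in myofibroblasts. Pericytes were marked by the receptor gene Notch3, at 985 ± 239.9 (SD, n = 7) CPM against 3.28 ± 5.60 (SD, n = 7) in myofibroblasts, and by Rgs5, a regulator of G protein signaling, at 5146 ± 1911 (SD, n = 7) CPM. Rgs5 was also present in crypt-like fibroblasts, at 1291 ± 497 (SD, n = 7) CPM. Subepithelial fibroblasts were marked by the proteoglycan gene Dcn, at 18073 ± 5763 (SD, n = 7) CPM in crypt-like and 4937 ± 1069.6 (SD, n = 7) CPM in villus-base-like cells, against 1452 ± 755 (SD, n = 7) in myofibroblasts and 313 ± 163 (SD, n = 7) in pericytes. Averaged over the 7 libraries, crypt-like fibroblasts made up 11.2% ± 6.93 of cells, villus-base-like 15.7% ± 11.8, villus-tip-like 2.48% ± 2.28, villus-mid-like 0.95% ± 0.79, myofibroblasts 7.92% ± 8.10 and pericytes 5.52% ± 2.56. Myh11, Des, Notch3, Rgs5 and Dcn were among the markers that named these classes, so their levels describe the classes and do not test them.

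**Figure D2:**
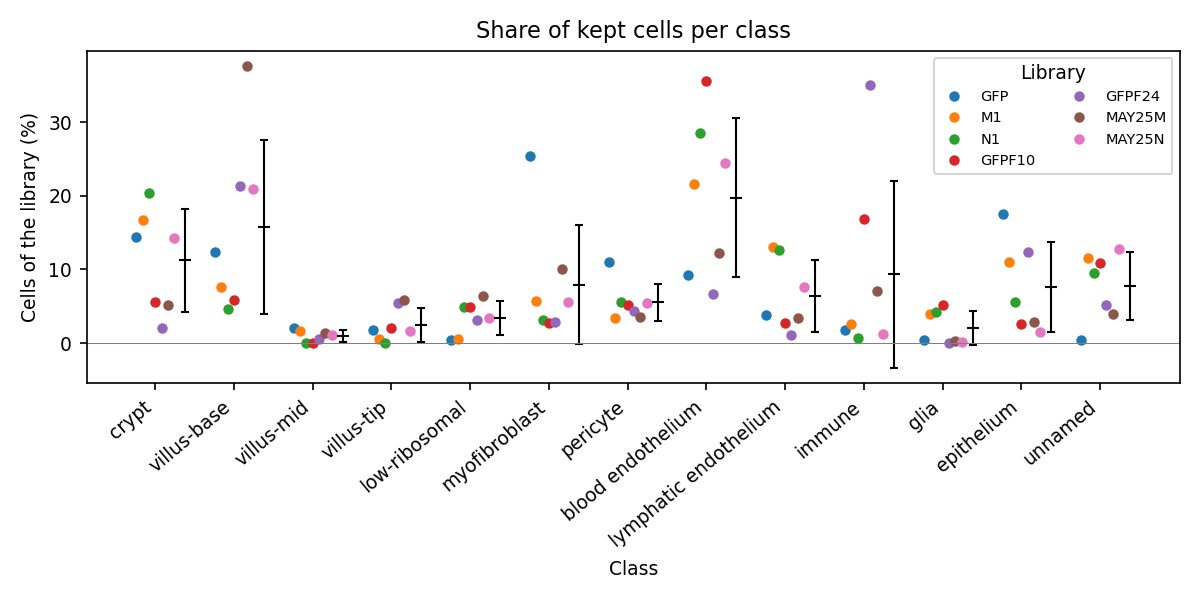
Percent of each library's cells in each cell class. Points are the 7 libraries, and lines and bars the mean and SD, with blood endothelium at 19.8% and villus-mid-like cells at 0.95%.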

Foxl1 and Gli1 transcripts, although generally low as expected for transcription factors, were enriched in mesenchymal populations relative to other lineages (Figure 2*F*), underscoring the value of mouse reporter models for reliable visualization of Foxl1-lineage cells. 

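Foxl1 encodes a forkhead transcription factor (ENSMUSG00000097084, chromosome 8 from 121127940 to 121130644 of GRCm38) and Gli1 a transcription factor of the Hedgehog pathway (ENSMUSG00000025407, chromosome 10 from 127329882 to 127341974 of GRCm38). Foxl1 was sparse. A UMI was found in 4.76% of villus-base-like (95% confidence interval 3.80 to 5.88), 9.45% of villus-tip-like, 14.4% of villus-mid-like and 1.35% of crypt-like cells. It was found in 11.6% of myofibroblasts and in 1.37% of pericytes. Blood endothelial cells, which should lack the gene, had a share of 0.11% at a median of 4288 UMIs, close to the 4276 of villus-base-like cells. Thinned to 1500 UMIs per cell, with shallower cells left out, the shares were 1.15% in villus-base-like, 1.52% in villus-tip-like, 6.58% in villus-mid-like and 0.1% in crypt-like cells. They were 3.54% in myofibroblasts, 0.56% in pericytes and 0% in blood endothelial cells. Lymphatic endothelial cells had a share of 1.35% (0.22% thinned), as large as that of crypt-like cells. Outside the mesenchyme, 10.3% of lymphocyte-like cells had a Foxl1 UMI (3.21% thinned), with 17.6% of 119 in GFPF24, 16.1% of 81 in MAY25M, 2.97% of 101 in GFPF10, and 0% of 44 in MAY25N and of 13 in M1.
Gli1 was found in 12.2% of crypt-like, 6.16% of villus-base-like, 4.98% of villus-tip-like and 19.6% of myofibroblasts (2.28%, 1.58%, 1.52% and 6.60% thinned), in 0% of blood endothelial cells and in 0.51% of lymphatic endothelial cells. With counts summed per library, Gli1 was higher in mesenchymal than in other named classes by a log2 fold change of 5.86 (standard error 0.48, adjusted p = 5.7e-06, edgeR, higher in 7 of 7 libraries), on 487 against 5 UMIs. For Foxl1 the log2 fold change was 1.26 (standard error 0.64, adjusted p = 0.14, higher in 5 of 7 libraries), on 238 against 53 UMIs, and did not pass. Of the 53 UMIs, 40 lay in the lymphocyte-like cluster. Without the immune clusters, a choice made after seeing the data, Foxl1 fell below the low-count filter and had no test. With no low-count filter its adjusted p fell below 0.05 (log2 fold change 1.36, adjusted p = 0.029), but p values without that filter may be too small. Over all 21 alternatives its adjusted p ran from 0.029 to 0.41. Among the 4 subepithelial clusters Foxl1 fell below the low-count filter and lay at 5.72 ± 7.76 CPM in crypt-like (lower in 6 of 7 libraries, exact sign-flip p = 0.031), 13.1 ± 9.16 in villus-base-like, 31.5 ± 43.2 in villus-mid-like and 22.6 ± 26.0 in villus-tip-like cells.

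**Figure D3:**
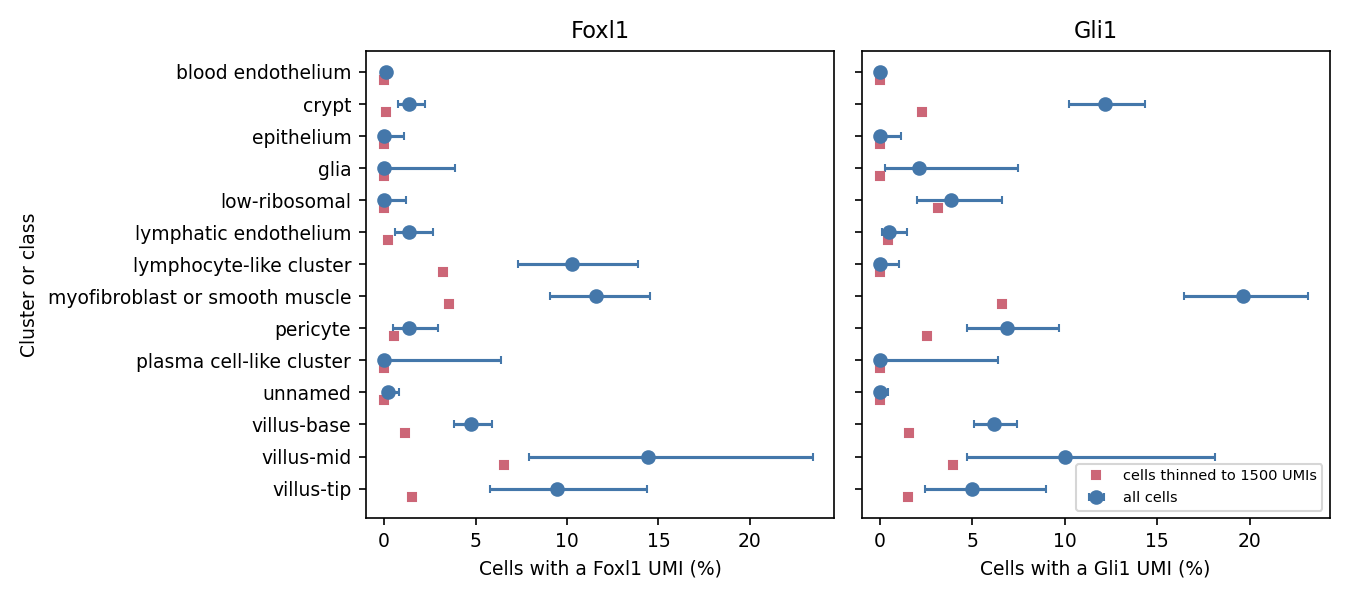
Percent of cells with at least 1 Foxl1 UMI (left) or Gli1 UMI (right) by cluster. Circles and bars give the share and its 95% confidence interval. Squares give the share with cells thinned to 1500 UMIs, leaving out cells with fewer.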

Sparse GFP labeling was also detected in pericytes associated with large vessels beneath the muscularis mucosae (Figure 2*G*) and in a subset of villus–base and mid–villus myofibroblasts (Figure 2*H*), both of which expressed Foxl1 (Figure 2*I* and *J*).

Unsupervised clustering revealed 5 distinct subepithelial clusters (Figure 2*E*). 

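The 5 subepithelial clusters shared Pdgfra, Col1a1, Dcn and other fibroblast genes. The crypt-like cluster (1034 cells) was named from Fbln1, Fmo2 and other matrix and complement genes, and the villus-base-like cluster (1722) from Ogn, Smoc2 and Col12a1. The villus-mid-like cluster (90) was named from Adgrf5, Unc5b and Lama5, and the villus-tip-like cluster (201) from stress genes such as Atf5 and Ddit3. These genes were read from the labels of Figure 6A and leave out the landmark genes tested here. The fifth cluster (312 cells) had no marker list of its own and was set apart by its share of ribosomal protein transcripts. Median depth was 6623 UMIs in crypt-like, 4276 in villus-base-like, 6802 in villus-mid-like and 7414 in villus-tip-like cells. Crypt-like and villus-base-like cells numbered at least 5 in each of the 7 libraries and villus-tip-like cells in 6. Villus-mid-like cells reached 5 in 4 libraries, with 50 in MAY25N, 18 in MAY25M, 14 in M1 and 6 in GFP. At a resolution of 0.2, without integration, or with the named genes left out of the clustering, the naming rule did not give all 4 clusters. With the integration features in alphabetical order, a choice made after seeing the data, 1072 cells were crypt-like, 1687 villus-base-like, 91 villus-mid-like and 199 villus-tip-like.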

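Ribosomal protein genes encode the protein subunits of the ribosome. In the 312 fibroblasts of the fifth subepithelial cluster, they took up 1.49% ± 0.21 (SD, n = 6 libraries) of UMIs, against 6.14% ± 1.05 in the other 4 clusters of the same libraries. The difference of -4.65 percentage points was larger than its spread (SD 1.07), and the share was lower in 6 of 6 libraries (exact sign-flip test, two-sided p = 0.031, the smallest that 6 libraries allow). The cluster was named for this share, so the test restates the naming rule and is not independent evidence. By cluster, the share was 7.22% in crypt-like, 6.10% in villus-base-like, 7.29% in villus-mid-like and 3.45% in villus-tip-like cells. A UMI of a given ribosomal protein gene was found, averaged over 78 genes, in 17.1% of cells of the fifth cluster and in 72.1% of crypt-like cells, at medians of 1531 and 6623 UMIs. Cells with fewer than 500 UMIs, 42 of them in the fifth cluster, were then left out. With the rest thinned to 500 UMIs, the shares were 6.23% in the fifth cluster, 28.8% in crypt-like, 26.5% in villus-base-like, 30.7% in villus-mid-like and 16.4% in villus-tip-like cells. This cluster was left out of the comparisons.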

One cluster (cluster 9) showed low ribosomal protein gene expression and a reduced fraction of ribosomal gene-positive cells, suggesting compromised cell viability^29^ (Supplementary Table 1); this group was excluded from subsequent analyses.

### Single-Cell Transcriptomics Reveal Molecular Features of Crypt-Associated Foxl1-Lineage Cells in the Intestinal Stem Cell Niche

Among the 4 subepithelial Foxl1-lineage clusters representing viable cells, PDGFRα expression segregated into 2 levels (Figure 3*A*): high in clusters 0 and 11, and low in clusters 2 and 15. 

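Pdgfra encodes the α receptor of platelet-derived growth factor (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215 of GRCm38). Scaled among the 4 clusters, its level was 3047 ± 145 (SD, n = 6) CPM in villus-tip-like and 2846 ± 622 (SD, n = 7) in villus-base-like cells, against 617 ± 282 (SD, n = 7) in crypt-like and 463 ± 186 (SD, n = 4) in villus-mid-like cells. Between crypt-like and villus-mid-like cells together and the other pair, the log2 fold change was -2.50 (standard error 0.14, adjusted p = 1.4e-14, lower in 7 of 7 libraries) from edgeR. Villus-mid-like sums exist in 4 of these libraries, and in the rest the direction is that of crypt-like cells alone. Against the other 3 clusters, the log2 fold change was 1.59 (standard error 0.13, adjusted p = 1.8e-10, higher in 7 of 7 libraries) in villus-base-like and 1.74 (standard error 0.14, adjusted p = 5.2e-11, higher in 6 of 6 libraries) in villus-tip-like cells. A Pdgfra UMI was found in 99.5% of villus-tip-like, 87.8% of villus-base-like, 77.7% of crypt-like and 65.6% of villus-mid-like cells (97.5%, 93.2%, 41.9% and 26.3% thinned to 1500 UMIs). Cells with fewer than 1500 UMIs, 328 of the 1722 villus-base-like cells, were left out of the thinned shares. In blood endothelial cells, which should lack it, the share was 4.14% (1.54% thinned), with median depths of 4288 UMIs there and 6623 in crypt-like cells. Pdgfra is itself 1 of the 8 genes that named the subepithelial clusters as a group, but not 1 of those that told them apart.

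**Figure D4:**
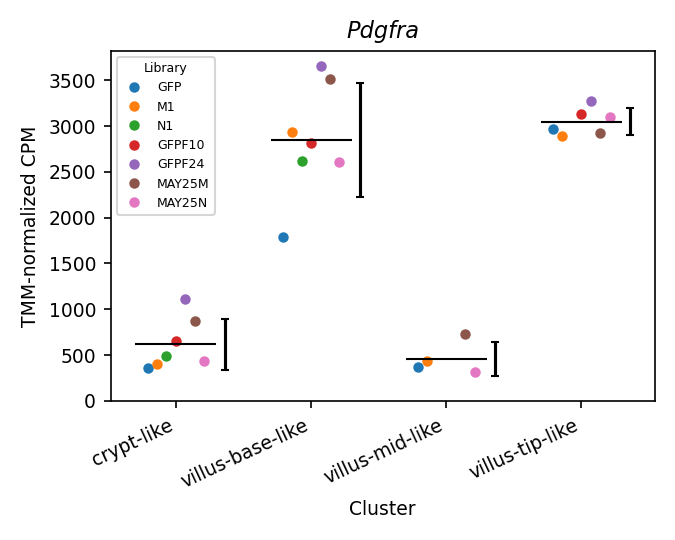
Pdgfra in CPM by cluster, with a point per library, a line at the mean and a bar for the SD. Villus-base-like and villus-tip-like sums lie above those of crypt-like and villus-mid-like cells.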

Immunostaining of jejunal sections from Foxl1Cre; Rosa-mTmG mice confirmed this heterogeneity at the protein level (Figure 3*B*): subepithelial Foxl1-lineage cells at the villus tip and base expressed high PDGFRα, whereas Foxl1-lineage cells in the villus–mid and crypt regions showed lower levels.

**Figure 3:**
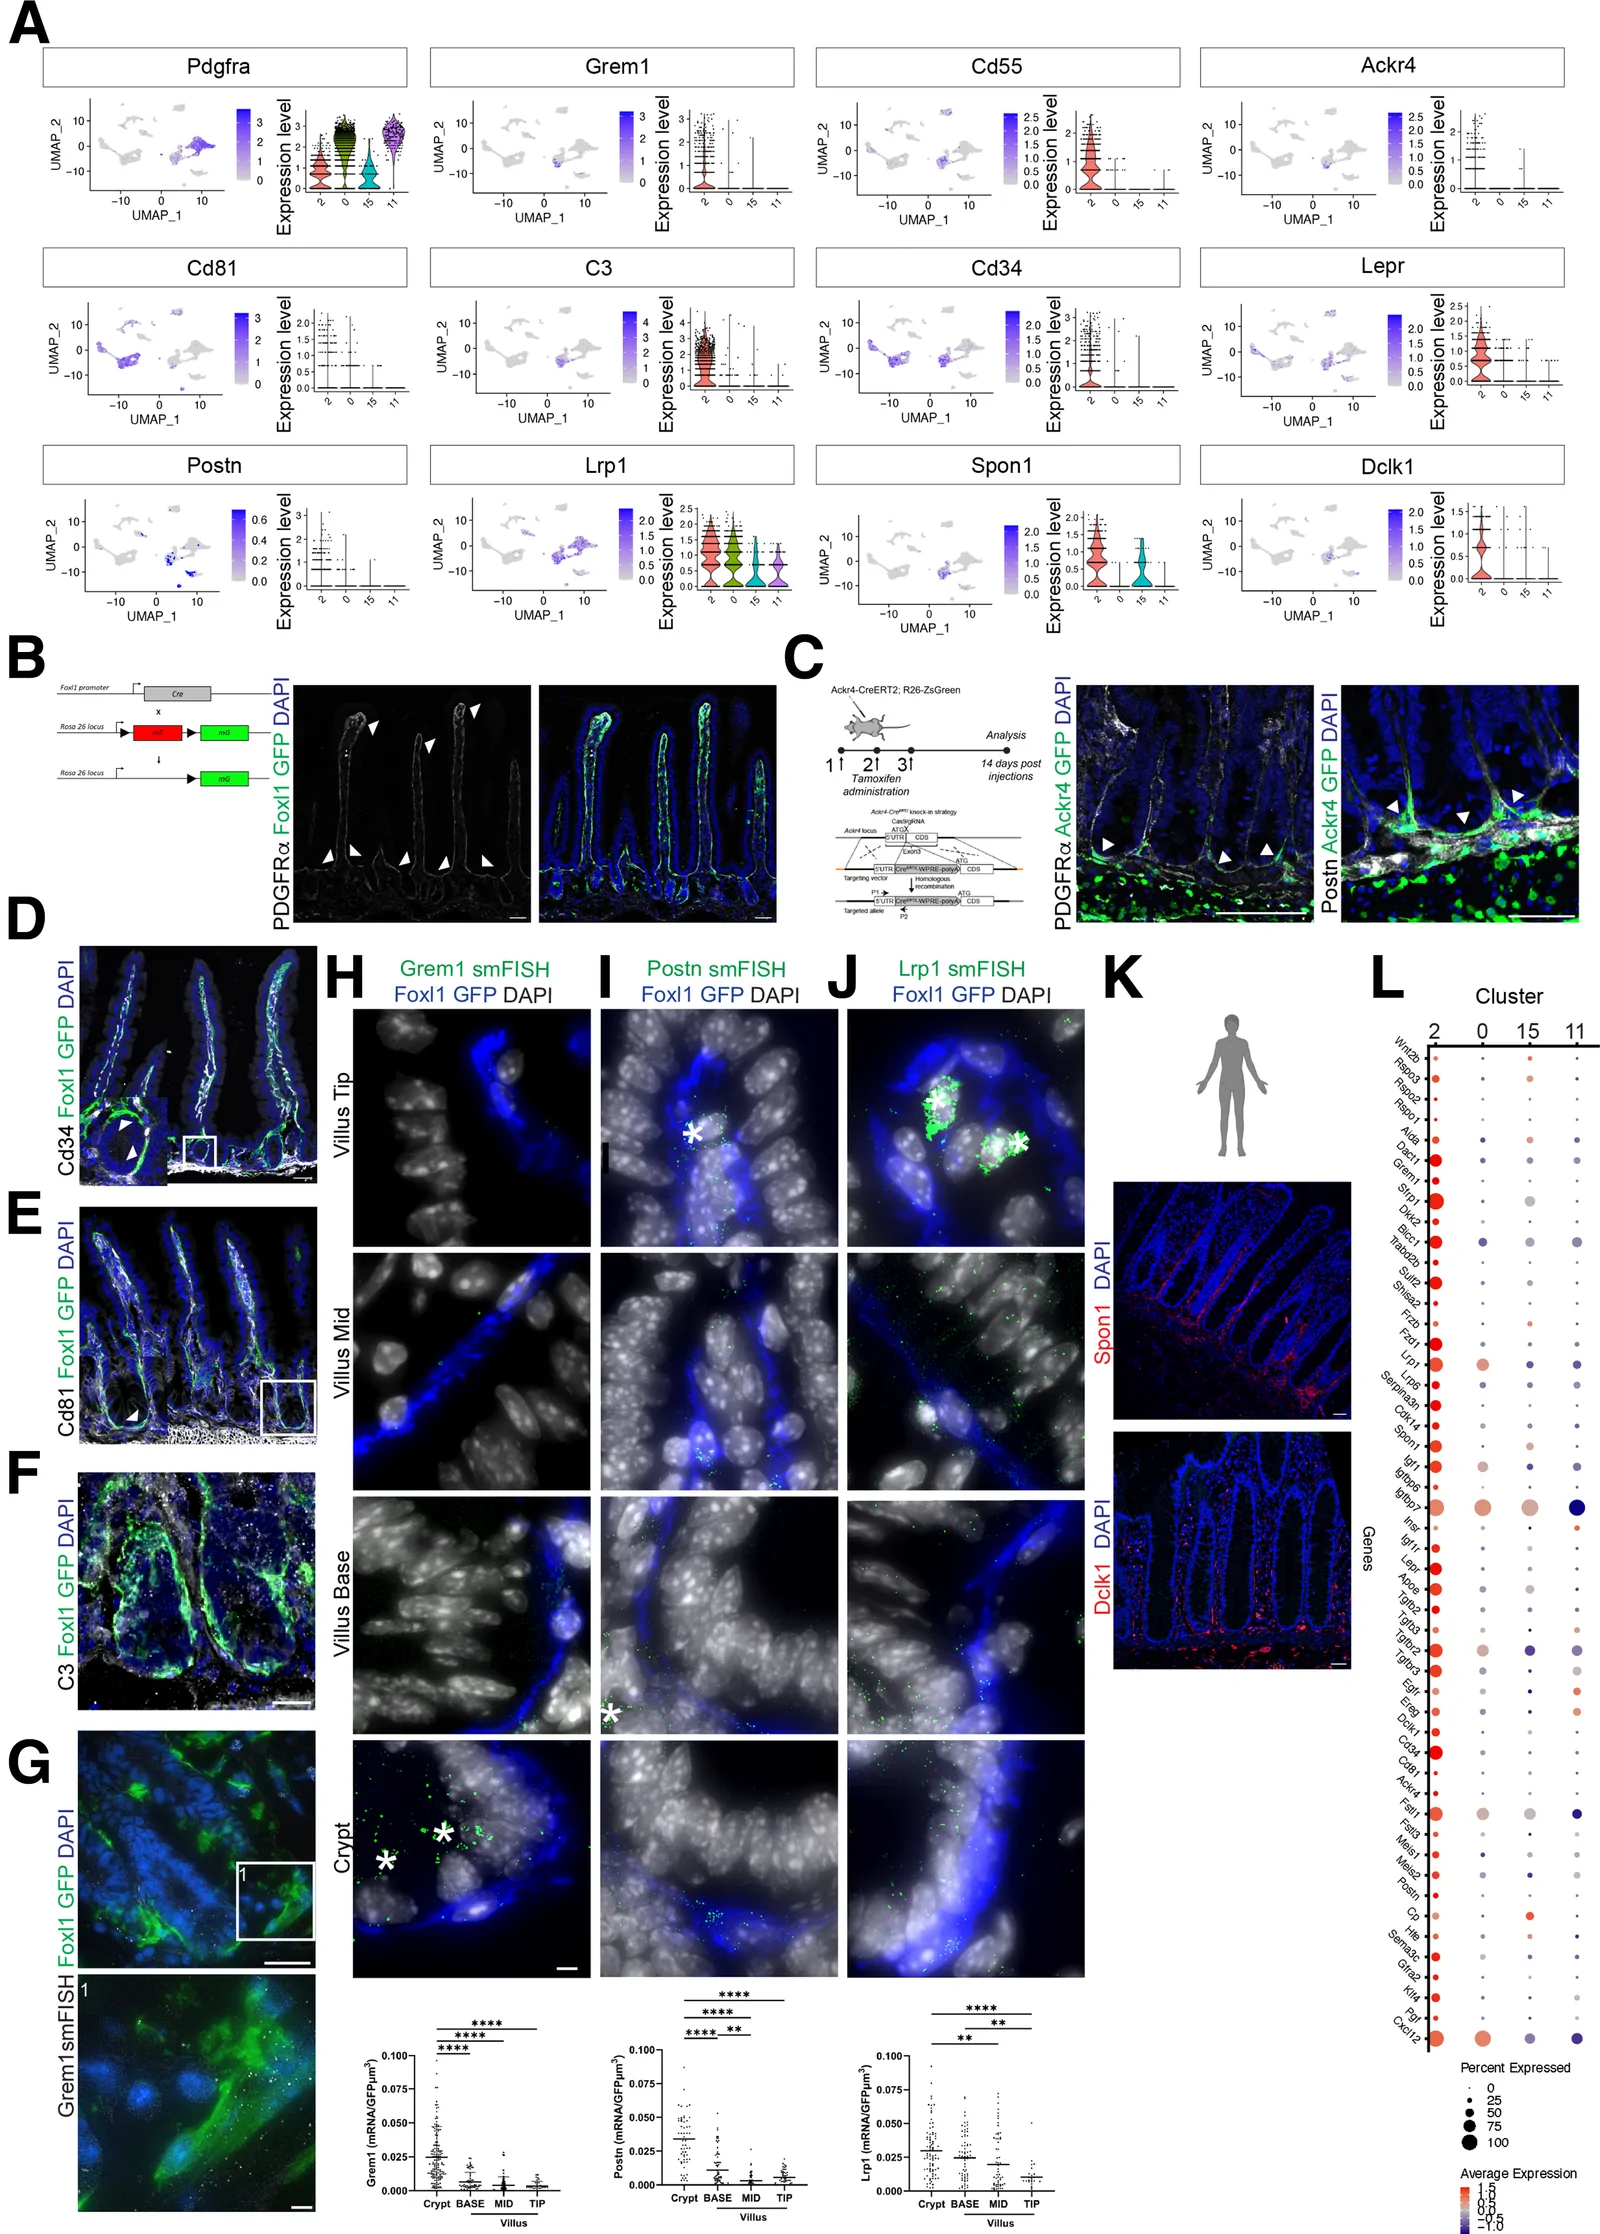
**Single-cell transcriptomics reveals molecular features of crypt-associated Foxl1-lineage cells in the intestinal stem cell niche.** (*A*) UMAP and violin plots display the expression patterns of landmark genes within the 18 clusters identified by scRNA-seq. (*B*) Immunofluorescence imaging of Foxl1Cre; Rosa-mTmG mouse jejunum sections stained for PDGFRα reveals 2 subepithelial Foxl1-lineage subpopulations: high PDGFRα expression at the villus tip and base, and low expression at the villus–mid region and crypt. (*C*) Schematic representation of the Ackr4CreERT2; Rosa26-ZsGreen mouse model, generated by CRISPR/Cas9 insertion of CreERT2 upstream of the Ackr4 ATG start codon. Immunofluorescence of jejunum sections from this reporter system, stained for GFP and PDGFRα or Postn, demonstrates localization of GFP+ trophocytes below the muscularis mucosa and GFP+PDGFRα+/Postn+ subepithelial cells at the crypt region (*arrowheads*). (*D–F*) Immunofluorescence analysis in Foxl1Cre; Rosa-mTmG mice stained for GFP and either CD34, Cd81, or C3 shows specific expression within crypt-associated Foxl1-lineage cells. (*G*) smFISH imaging of Foxl1Cre; Rosa-mTmG mouse jejunum hybridized for Grem1 highlights enriched Grem1 transcript patterns in GFP+ crypt-associated Foxl1-lineage cells. (*H–J*) smFISH images and quantification (n = 3 mice/group; <10 crypt–villus axes/bar; ∗∗∗∗*P* < .0001; unpaired 2-tailed *t* test) of Foxl1Cre; Rosa-mTmG mouse jejunum hybridized for Grem1, Postn, or Lrp1 (*green dots*), show specific enrichment of these transcripts in crypt-associated Foxl1-lineage cells (*blue*). *Asterisks* mark nonspecific autofluorescence from immune cells or Paneth cell granules. Scale bar, 10μm. (*K*) Immunofluorescence of human colon sections stained for Spon1 or Dclk1 demonstrates subepithelial crypt base localization. (*L*) Dot plot depicts stem cell niche factor expression in cluster 2 (crypt-associated Foxl1-lineage cells), with *dot size* denoting the percentage of Foxl1-lineage cells expressing each gene and *color* indicating expression levels within the cluster. Scale bar, 50μm; smFISH, 10μm. DAPI, 4′,6-diamidino-2-phenylindole.

On this basis, we divided the crypt–villus axis into 4 domains (crypt, villus–base, villus–mid, and villus–tip) and examined niche-associated markers. Cluster 2 was enriched for Grem1, Cd55, Ackr4, Cd81, and C3, genes previously linked to mesenchymal “trophocytes” beneath the muscularis mucosae,^11^^,^^12^ as well as Cd34 and Lepr, which have been associated with stem cell niche function^30^^,^^31^ (Figure 3*A*). These features initially raised the possibility that cluster 2 might include cells related to trophocytes.

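Grem1, an antagonist of BMP (ENSMUSG00000074934, chromosome 2 from 113746164 to 113758646 of GRCm38), was highest in crypt-like cells, at 344 ± 165 (SD, n = 7) CPM against 36.6 ± 89.2 (SD, n = 7) in villus-base-like cells. Against the mean of the other 3 clusters, the log2 fold change was 6.38 (standard error 0.76, adjusted p = 3.2e-07, higher in 7 of 7 libraries) from edgeR. The complement inhibitor gene Cd55 lay at 410.3 ± 107 CPM in crypt-like cells, with a log2 fold change of 6.01 (standard error 0.31, adjusted p = 1.1e-15, higher in 7 of 7 libraries). The complement component gene C3 gave 5.36 (standard error 0.65, adjusted p = 1.0e-07, higher in 7 of 7 libraries) and the tetraspanin gene Cd81 3.09 (standard error 0.55, adjusted p = 5.3e-05, higher in 7 of 7 libraries). Cd34, a sialomucin of progenitor cells (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279 of GRCm38), reached 726 ± 251 CPM in crypt-like and 80.4 ± 26.4 CPM in villus-base-like cells (log2 fold change 4.46, standard error 0.18, adjusted p = 6.2e-18, higher in 7 of 7 libraries), and Lepr, the receptor of leptin, gave 3.31 (standard error 0.20, adjusted p = 9.5e-14, higher in 7 of 7 libraries). Postn, a matrix protein, and Lrp1, an endocytic receptor, also rose, by 4.24 (adjusted p = 3.5e-08, higher in 6 of 7 libraries) and 1.33 (adjusted p = 8.5e-09, higher in 7 of 7 libraries). Library M1 holds down 2 of these values, which without it were 10.02 for Grem1 and 6.96 for Postn. For the chemokine scavenger gene Ackr4 the log2 fold change was 6.19 (adjusted p = 1.4e-12, higher in 6 of 7 libraries), while DESeq2 in place of edgeR gave 4.70 (adjusted p = 0.099, against 1.1e-63 to 0.099 over 19 other settings). Of the list of crypt landmarks that the study chose, 11 of the 11 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in crypt-like cells (camera adjusted p = 3.7e-24, and adjusted p = 0.0042 with an estimated correlation). The study picked these genes from the same cells, so the count is not independent evidence.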

To distinguish between these possibilities, we analyzed an Ackr4-CreERT2 reporter mouse. As reported, Ackr4+/GFP+ cells were abundant beneath the muscularis mucosae, consistent with trophocytes^11^^,^^12^ (Figure 3*C*). However, we also observed subepithelial GFP+ cells along the crypts that coexpressed PDGFRα and Postn (Figure 3*C*, *arrowhead*), consistent with crypt-associated Foxl1-lineage cells. Thus, markers such as Ackr4 can label both submuscularis trophocytes and crypt-associated Foxl1-lineage cells.

In Foxl1Cre; GFP-labeled jejunum, immunostaining for Cd34, Cd81, and C3 (Figure 3*D–F*), together with smFISH for Grem1, Postn and Lrp1 (Figure 3*G–J*), localized cluster 2 markers to Foxl1-lineage cells along the crypt epithelium. Grem1 transcripts were detected in GFP+ cells along the crypt, best appreciated along the subepithelial surface, with additional signal beneath the muscularis mucosa resembling the pattern described for trophocytes^11^ (Figure 3*G*). 

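Spon1 encodes the matrix protein spondin 1 (ENSMUSG00000038156, chromosome 7 from 113765998 to 114043370 of GRCm38) and Dclk1 a microtubule-associated kinase (ENSMUSG00000027797, chromosome 3 from 55242364 to 55539068 of GRCm38). In mouse crypt-like cells Spon1 lay at 356 ± 92.9 (SD, n = 7) CPM and Dclk1 at 176 ± 27.6 (SD, n = 7) CPM, against 3.33 ± 5.50 and 17.2 ± 28.5 in villus-base-like and 1.31 ± 3.22 and 0.789 ± 1.93 in villus-tip-like cells. Both rose in crypt-like cells, Spon1 by a log2 fold change of 5.15 (standard error 0.24, adjusted p = 8.6e-17, higher in 7 of 7 libraries) and Dclk1 by 3.96 (standard error 0.41, adjusted p = 4.8e-09, higher in 7 of 7 libraries) from edgeR. Spon1 was also carried by villus-mid-like cells, at 204 ± 35.4 CPM, so that it marks 2 clusters of mouse cells rather than crypt-like cells alone. Dclk1 lay at 89.2 ± 141 CPM in villus-mid-like cells, a spread between libraries wider than the mean. The libraries are of mouse jejunum, and no human cells were measured.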

In human colon, staining for Spon1 and Dclk1, both enriched in cluster 2, showed signal at the crypt base (Figure 3*K*), supporting the assignment of cluster 2 as a crypt-associated Foxl1-lineage population.

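Crypt-like cells carried a Wnt receptor gene and Wnt antagonist genes. The receptor gene Fzd1 lay at 435 ± 112 CPM there and rose by a log2 fold change of 3.42 (standard error 0.18, adjusted p = 1.7e-15, higher in 7 of 7 libraries) from edgeR, and the antagonist genes Frzb and Dkk2 gave 4.46 (adjusted p = 1.1e-09, higher in 7 of 7 libraries) and 5.34 (adjusted p = 5.9e-10, higher in 7 of 7 libraries). Frzb had 0 UMIs in villus-tip-like cells, at least 28.5-fold lower than in crypt-like cells. Dkk2 had 0 in villus-mid-like cells, at least 23.8-fold lower. The R-spondin genes Rspo1 and Rspo2, whose proteins amplify Wnt signals, were sparse, with 72 and 107 UMIs in crypt-like cells, 25 and 1 in villus-base-like and 0 in villus-mid-like and villus-tip-like cells. Rspo1 lay at 7.72 ± 10.1 CPM in crypt-like cells (higher in 4 of 7 libraries, exact sign-flip p = 0.19) and Rspo2 at 11.9 ± 11.0 (higher in 6 of 7 libraries, exact sign-flip p = 0.031). Across the list of Wnt and R-spondin components, 11 of the 17 genes measured were higher and 2 lower (the same counts adjusted over the list alone) in crypt-like cells (camera adjusted p = 5.5e-11, and adjusted p = 0.0042 with an estimated correlation), and 4 higher and 10 lower in villus-tip-like cells (camera adjusted p = 0.018, and adjusted p = 0.082 with an estimated correlation). Rspo1, Rspo2 and other genes below the low-count filter were not part of the edgeR comparison. An exact sign-flip test over libraries, not adjusted for the number of genes, is given for them. Fits without the filter are also given for some, but their p values may be too small because the variance estimate is then shared by all genes. Only the fold changes are therefore shown.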

Crypt-associated Foxl1-lineage cells were enriched for canonical stem cell niche factors, including Wnt and R-spondin pathway components, as well as IGF, EGF, TGFβ, and additional trophic factors (Figure 3*L*). They also expressed genes previously implicated in stem cell support and colorectal cancer stroma. Together, these transcriptomic and histologic data suggest how crypt-associated subepithelial Foxl1-lineage cells contribute to stem cell niche activity, in a manner consistent with prior mouse genetic studies in vivo.^7^^,^^9^^,^^11^^,^^30^, ^31^, ^32^

### Crypt-Associated Foxl1-Lineage Cell Transcriptomes Most Closely Resemble Stromal Cells Previously Identified as Trophocytes

To directly compare crypt-associated Foxl1-lineage cell transcriptomes with previously described trophocytes, we compared our single-cell dataset with the published trophocyte dataset (GEO: GSM4196131 and GSM4196132). Cells were filtered following McCarthy et al, retaining only those with <10% mitochondrial transcripts, >1500 detected genes, and genes expressed in at least 100 cells. After merging, scaling, and joint clustering using the top 50 principal components (resolution 0.4) and removing clusters expressing the hematopoietic marker Ptprc (CD45), we identified 14 clusters (Figure 4*A*). Six clusters from the McCarthy dataset showed high transcriptional similarity to our subepithelial Foxl1-lineage clusters, including the PDGFRα-low clusters Lo-1 and Lo-2 (clusters 3, 0, 1, 4,10) and the PDGFRα-high cluster annotated as telocytes (Figure 4*A*).

**Figure 4:**
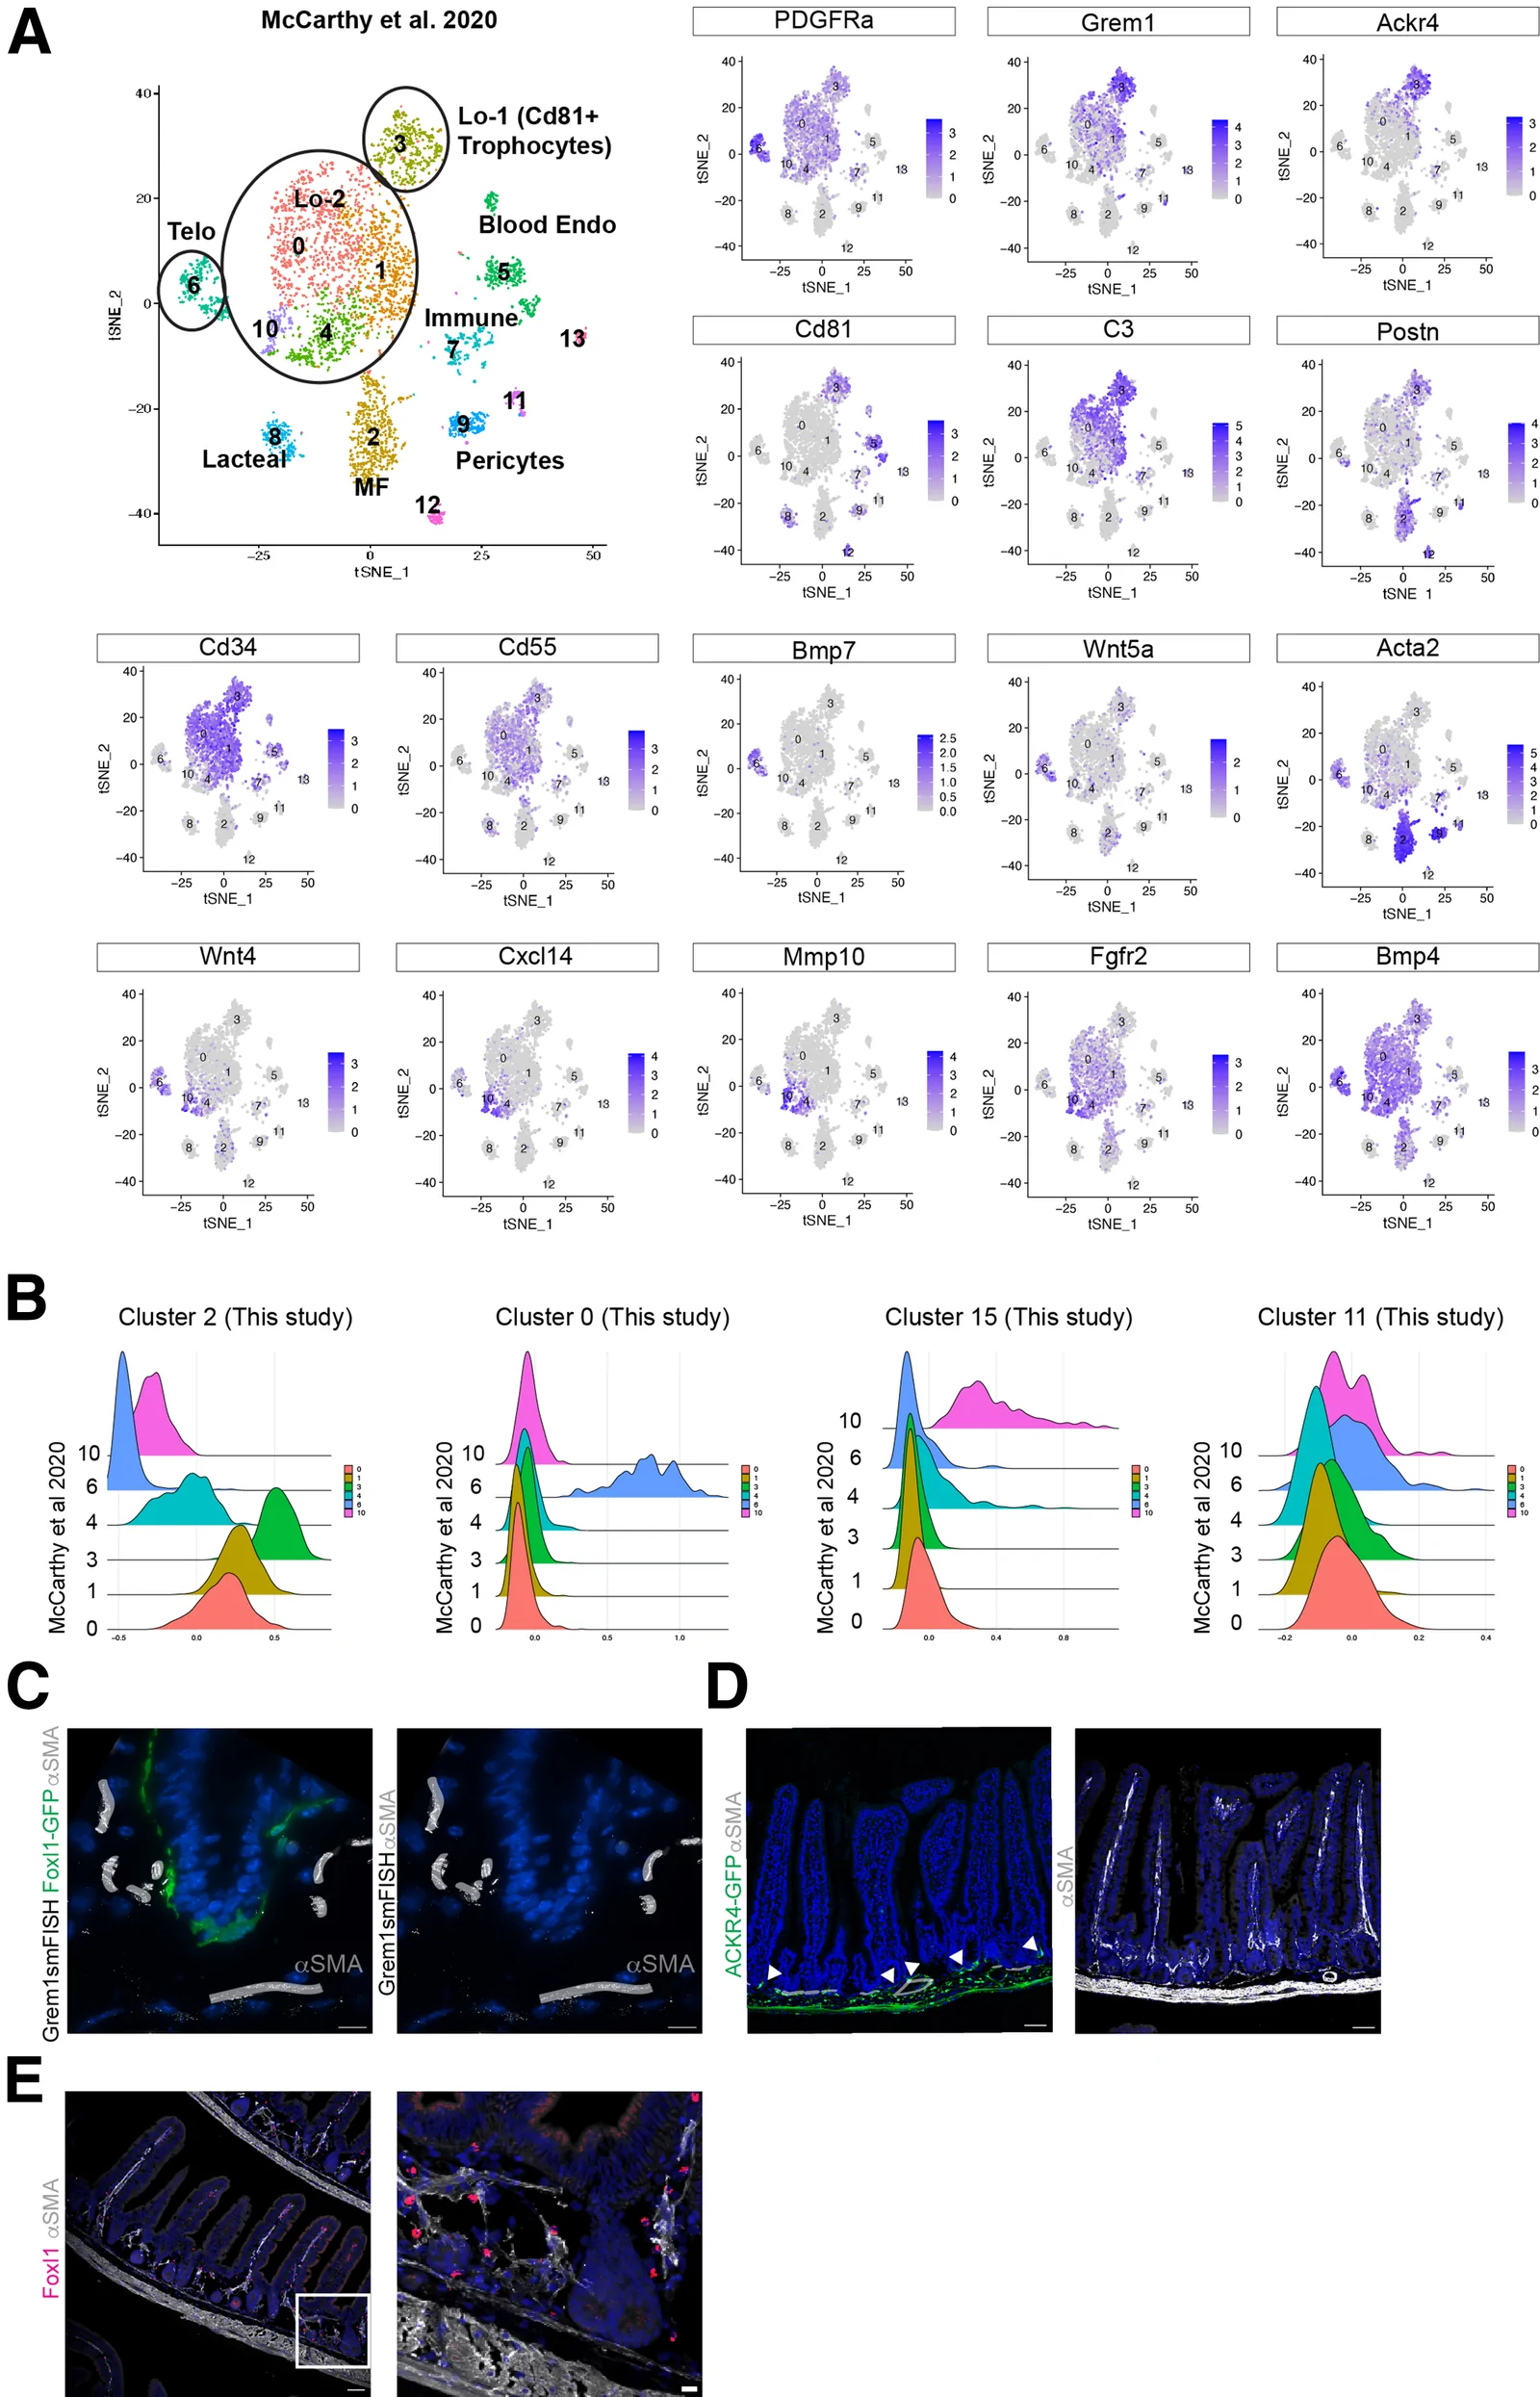
**Crypt-associated Foxl1-lineage cell transcriptomes most closely resemble stromal cells previously identified as trophocytes.** (*A*) t-Distributed stochastic neighbor embedding (tSNE) projection of scRNA-seq data from McCarthy et al (GEO: GSM4196131 and GSM4196132), processed using the published pipeline. Expression patterns of landmark genes are shown within the 14 clusters identified by scRNA-seq. (*B*) Ridge plot visualizations comparing 4 Foxl1-lineage clusters from this study with data from McCarthy et al indicate crypt-associated Foxl1-lineage cluster 2 align most closely with 3 PDGFRα low stromal clusters (clusters 3, 1, and 0) in the McCarthy dataset. Cluster 6 from the McCarthy dataset, previously annotated as telocytes, showed the strongest similarity with the Foxl1-lineage cluster 0 from this study, whereas cluster 15 matched most closely to McCarthy cluster 10 and also showed some similarity to cluster 4. (*C*) smFISH imaging of mouse jejunum sections from Foxl1Cre; Rosa-mTmG mice hybridized for Grem1 (*white dots*) and stained for αSMA (*gray outline*), illustrates how membrane GFP labeling enables visualization of Foxl1-lineage cells and assignment of transcripts to their cellular source. Grem1 mRNA is detected in GFP+ Foxl1-lineage cells at the crypt above the muscularis mucosa, as well as in cells located beneath the muscularis mucosa. (*D*) Immunofluorescence of mouse jejunum serial sections from Ackr4CreERT2; Rosa26-ZsGreen mice stained for αSMA (*gray outline*), shows GFP signal distribution primarily beneath the muscularis mucosa, whereas a small fraction is subepithelial above the muscularis mucosa that is consistent with Foxl1-lineage cells (*arrowhead*). (*E*) Immunofluorescence of mouse jejunum sections stained for Foxl1 (*red*) and αSMA (*white*) shows Foxl1+ nuclei (*red*) predominantly located above the muscularis mucosa. Scale bar, 50 μm.

We then calculated module scores for each of our 4 Foxl1-lineage clusters using Seurat’s AddModuleScore function and visualized these scores as RidgePlot (Figure 4*B*). Expression of key Foxl1-lineage markers in cluster 2: Grem1, Ackr4, Cd81, C3, Postn, Cd34, and Cd55 (Figure 4*A*), and the corresponding module scores (Figure 4*B*) aligned most closely with 3 PDGFRα-low stromal clusters (clusters 3, 1, and 0), encompassing both Cd81+ trophocytes (cluster 3) and Cd81− stromal cells^12^ (clusters 1 and 0). The McCarthy cluster annotated as telocytes (cluster 6), showed the strongest similarity to our Foxl1-lineage cluster 0, whereas our cluster 15 most closely matched McCarthy cluster 10, with additional similarity to cluster 4. We did not identify a clear counterpart for our cell cluster 11, and no cluster expressing Ackr4 and Grem1 segregated cleanly from Foxl1-lineage cells.

To examine the histologic relationship between trophocytes and crypt-associated Foxl1-lineage cells, we combined these transcriptomic comparisons with reporter lines and in situ labeling. Using Foxl1Cre; Rosa-mTmG mice together with smFISH for Grem1, Ackr4CreERT2; R26-ZsGreen mice, and Foxl1 immunostaining, each colabeled with αSMA to mark the muscularis mucosa, we found that Grem1 transcripts and Ackr4-GFP signal were present both above and beneath the αSMA+ muscularis mucosa. In contrast, Foxl1+ nuclei were largely restricted to the subepithelial compartment above the muscularis mucosa (Figure 4*C–E*). These observations support the scRNA-seq finding that Grem1 and Ackr4 are expressed in crypt-associated Foxl1-lineage cells and indicate that Grem1/Ackr4–based reporter lines label both submuscularis trophocytes and crypt-associated Foxl1-lineage cells, whereas Foxl1 reporters predominantly label subepithelial cells above the muscularis mucosa.

Notably, Foxl1 transcripts were not detected in the filtered McCarthy dataset, consistent with the absence of a clearly resolved Foxl1+ telocyte population in that study and emphasizing the value of genetically engineered, membrane-tagged reporters for visualizing subepithelial Foxl1-lineage cells and assigning transcripts to specific stromal compartments.

### Crypt and Villus–Mid Foxl1-Lineage Cells, and Villus–Base and Villus–Tip Foxl1-Lineage Cells, Are Transcriptionally Paired Despite Spatial Separation

Turning to villus Foxl1-lineage cells, we observed a distinct enrichment pattern localized to the villus–mid region, corresponding to cluster 15 (Figures 3*L* and 5*A*, *C*, *D*, and *G*). 

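The villus-mid-like cluster was set apart by genes nearly absent elsewhere. Itga8, an integrin subunit, lay at 563 ± 339.8 (SD, n = 4) CPM there against 4.78 ± 6.61 (SD, n = 7) in crypt-like cells and rose by a log2 fold change of 8.65 (standard error 0.33, adjusted p = 9.4e-16, higher in 4 of 4 libraries) from edgeR. The membrane protein gene Tmem178 gave 8.66 (adjusted p = 2.2e-14, higher in 4 of 4 libraries) and the purine receptor gene P2rx1 8.58 (adjusted p = 1.9e-14, higher in 4 of 4 libraries), and both had 0 UMIs in villus-tip-like cells, at least 209-fold and 258-fold lower than in villus-mid-like cells. The matrix protease gene Mmp10 reached 2379 ± 752 CPM and rose by 5.75 (adjusted p = 6.1e-15, higher in 4 of 4 libraries). In all, 1126 genes changed, 663 higher and 463 lower. Of the list of villus-mid landmarks that the study chose, 4 of the 4 genes measured were higher and 0 lower (the same counts adjusted over the list alone, camera adjusted p = 6.1e-04, and adjusted p = 0.074 with an estimated correlation), which is not independent evidence because the study chose them in these cells. The cluster holds 90 cells from 5 libraries, and 50 of them come from MAY25N. Without that library, 497 genes changed.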

Cluster 15 showed strong transcriptional similarity to crypt-associated Foxl1-lineage cells (cluster 2). In contrast, clusters 0 and 11 displayed a complementary pattern, with elevated expression of Bmp5 and the noncanonical Wnt5a (Figure 5*B* and *G*). This opposition extended to PDGFRα, the adhesion molecule Alcam, Spon1, and the lectin receptor Cd302 (Figures 3*A* and 5G): PDGFRα and Alcam were highest in villus–base and villus–tip Foxl1-lineage cells (clusters 0 and 11) and lower in crypt and villus–mid Foxl1-lineage cells (clusters 2 and 15), whereas Cd302 and Spon1 showed the inverse distribution.

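Whether villus-mid-like cells are closer to crypt-like or to villus-base-like cells over all genes could not be settled with 4 libraries. Pearson correlations of log2(CPM + 1) across genes, with the clusters of a library thinned to the same number of UMIs, averaged 0.597 ± 0.130 (SD, n = 4 libraries) with crypt-like and 0.579 ± 0.149 with villus-base-like cells. The mean difference of 0.018 favored crypt-like cells but was smaller than its spread (SD 0.027), with crypt-like cells closer in 2 of 4 libraries (exact sign-flip test, p = 0.5, where the smallest possible p is 0.125, so the test could not pass). In libraries GFP and M1 the correlation was higher with crypt-like cells, and in MAY25M and MAY25N with villus-base-like cells. The villus-mid-like sums held 70990 to 317669 UMIs. Villus-tip-like cells were closer to villus-base-like (0.581 ± 0.252) than to crypt-like cells (0.515 ± 0.245), in 6 of 6 libraries (difference 0.066, SD 0.017, exact sign-flip p = 0.031). Genes higher in both clusters of a pair were counted as well. Crypt-like and villus-mid-like cells shared 257 such genes, against 116.1 by chance, villus-base-like and villus-mid-like cells 55 against 75.3, and villus-base-like and villus-tip-like cells 235 against 183.9. Crypt-like cells shared 122 against 120.1 with villus-base-like and 34 against 283.6 with villus-tip-like cells. Villus-mid-like and villus-tip-like cells shared 8 against 177.7. The values by chance take the comparisons as independent. Each cluster is part of the mean that the others were set against, and any 2 clusters share the rest of that mean. The counts thus depend on each other and were not tested.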

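Bmp5, a BMP ligand (ENSMUSG00000032179, chromosome 9 from 75775364 to 75900310 of GRCm38), lay at 738 ± 173 (SD, n = 7) CPM in villus-base-like and 614 ± 163 (SD, n = 6) in villus-tip-like cells, against 110.3 ± 78.3 (SD, n = 7) in crypt-like and 184 ± 68.2 (SD, n = 4) in villus-mid-like cells. Wnt5a, a Wnt ligand that mostly signals without β-catenin (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527448 of GRCm38), lay at 349.7 ± 82.9 and 380.3 ± 139 CPM in the former 2 clusters and 69.2 ± 57.7 in crypt-like cells. In villus-mid-like cells it varied between libraries, at 266 ± 273 CPM. With edgeR, Bmp5 rose in villus-base-like cells by a log2 fold change of 1.73 (standard error 0.21, adjusted p = 2.2e-07, higher in 7 of 7 libraries) and in villus-tip-like cells by 1.29 (standard error 0.24, adjusted p = 6.6e-05, higher in 6 of 6 libraries). Wnt5a rose by 1.01 (standard error 0.23, adjusted p = 0.0015, higher in 7 of 7 libraries) and 1.26 (standard error 0.26, adjusted p = 1.9e-04, higher in 6 of 6 libraries). With crypt-like and villus-mid-like cells taken together against the other pair, the log2 fold change was -2.26 (standard error 0.23, adjusted p = 3.7e-09, lower in 7 of 7 libraries) for Bmp5 and -1.70 (standard error 0.24, adjusted p = 1.3e-06, lower in 7 of 7 libraries) for Wnt5a. Where a library has no villus-mid-like sum, the direction is that of crypt-like cells alone. For Wnt5a, the difference lies mainly in crypt-like cells, where the log2 fold change was -2.70 (adjusted p = 1.2e-08, lower in 7 of 7 libraries), and villus-mid-like cells alone did not differ (log2 fold change 0.43, adjusted p = 0.42, higher in 3 of 4 libraries), though without library M1 they did, at 0.70 (adjusted p = 0.048, against 0.048 to 0.89 over 20 other settings).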

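Alcam, an adhesion molecule of the immunoglobulin family (ENSMUSG00000022636, chromosome 16 from 52248996 to 52454074 of GRCm38), lay at 226 ± 53.7 (SD, n = 7) CPM in villus-base-like and 159.9 ± 54.6 (SD, n = 6) in villus-tip-like cells but at 7.10 ± 11.3 in crypt-like and 6.54 ± 13.1 in villus-mid-like cells, with 2 UMIs in the last. Between crypt-like and villus-mid-like cells together and the other pair, its log2 fold change was -5.58 (standard error 0.40, adjusted p = 2.9e-12, lower in 7 of 7 libraries) from edgeR. Cd302, a C-type lectin receptor (ENSMUSG00000060703, chromosome 2 from 60251993 to 60284488 of GRCm38), had the inverse pattern, at 723 ± 212 CPM in crypt-like and 719.6 ± 145 in villus-mid-like cells against 276 ± 33.5 in villus-base-like and 113 ± 49.2 in villus-tip-like cells (log2 fold change 2.11, standard error 0.14, adjusted p = 7.2e-13, higher in 7 of 7 libraries). Spon1 gave the largest change of these genes, 7.05 (standard error 0.31, adjusted p = 1.1e-16, higher in 7 of 7 libraries). In libraries without a villus-mid-like sum, these directions are those of crypt-like cells alone. Of the genes that the study named as high in crypt and villus-mid cells, 3 of the 3 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in that pair (camera adjusted p = 6.7e-11, and adjusted p = 0.01 with an estimated correlation). Of those named as high in villus-base and villus-tip cells, 0 of the 3 genes measured were higher and 3 lower (the same counts adjusted over the list alone, camera adjusted p = 9.6e-06, and adjusted p = 0.058 with an estimated correlation). Both lists come from the study's reading of the same cells and are not independent evidence.

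**Figure D5:**
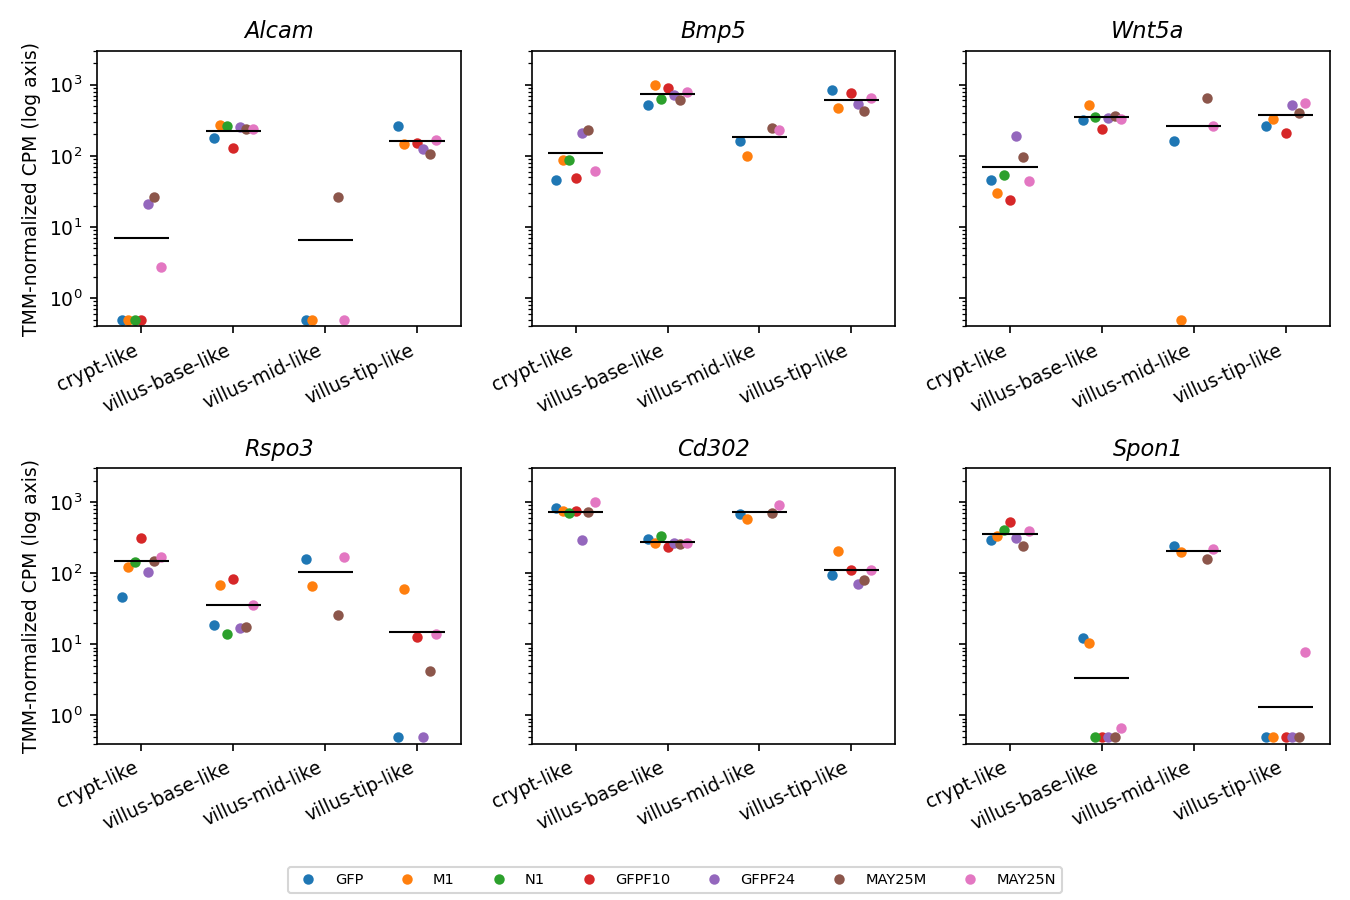
Levels in CPM of genes that the paper sets in opposing pairs, by cluster, with a point per library and a line at the mean, on a log axis where sums with 0 UMIs are drawn at the bottom. Alcam has 2 UMIs over all villus-mid-like cells.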

**Figure 5:**
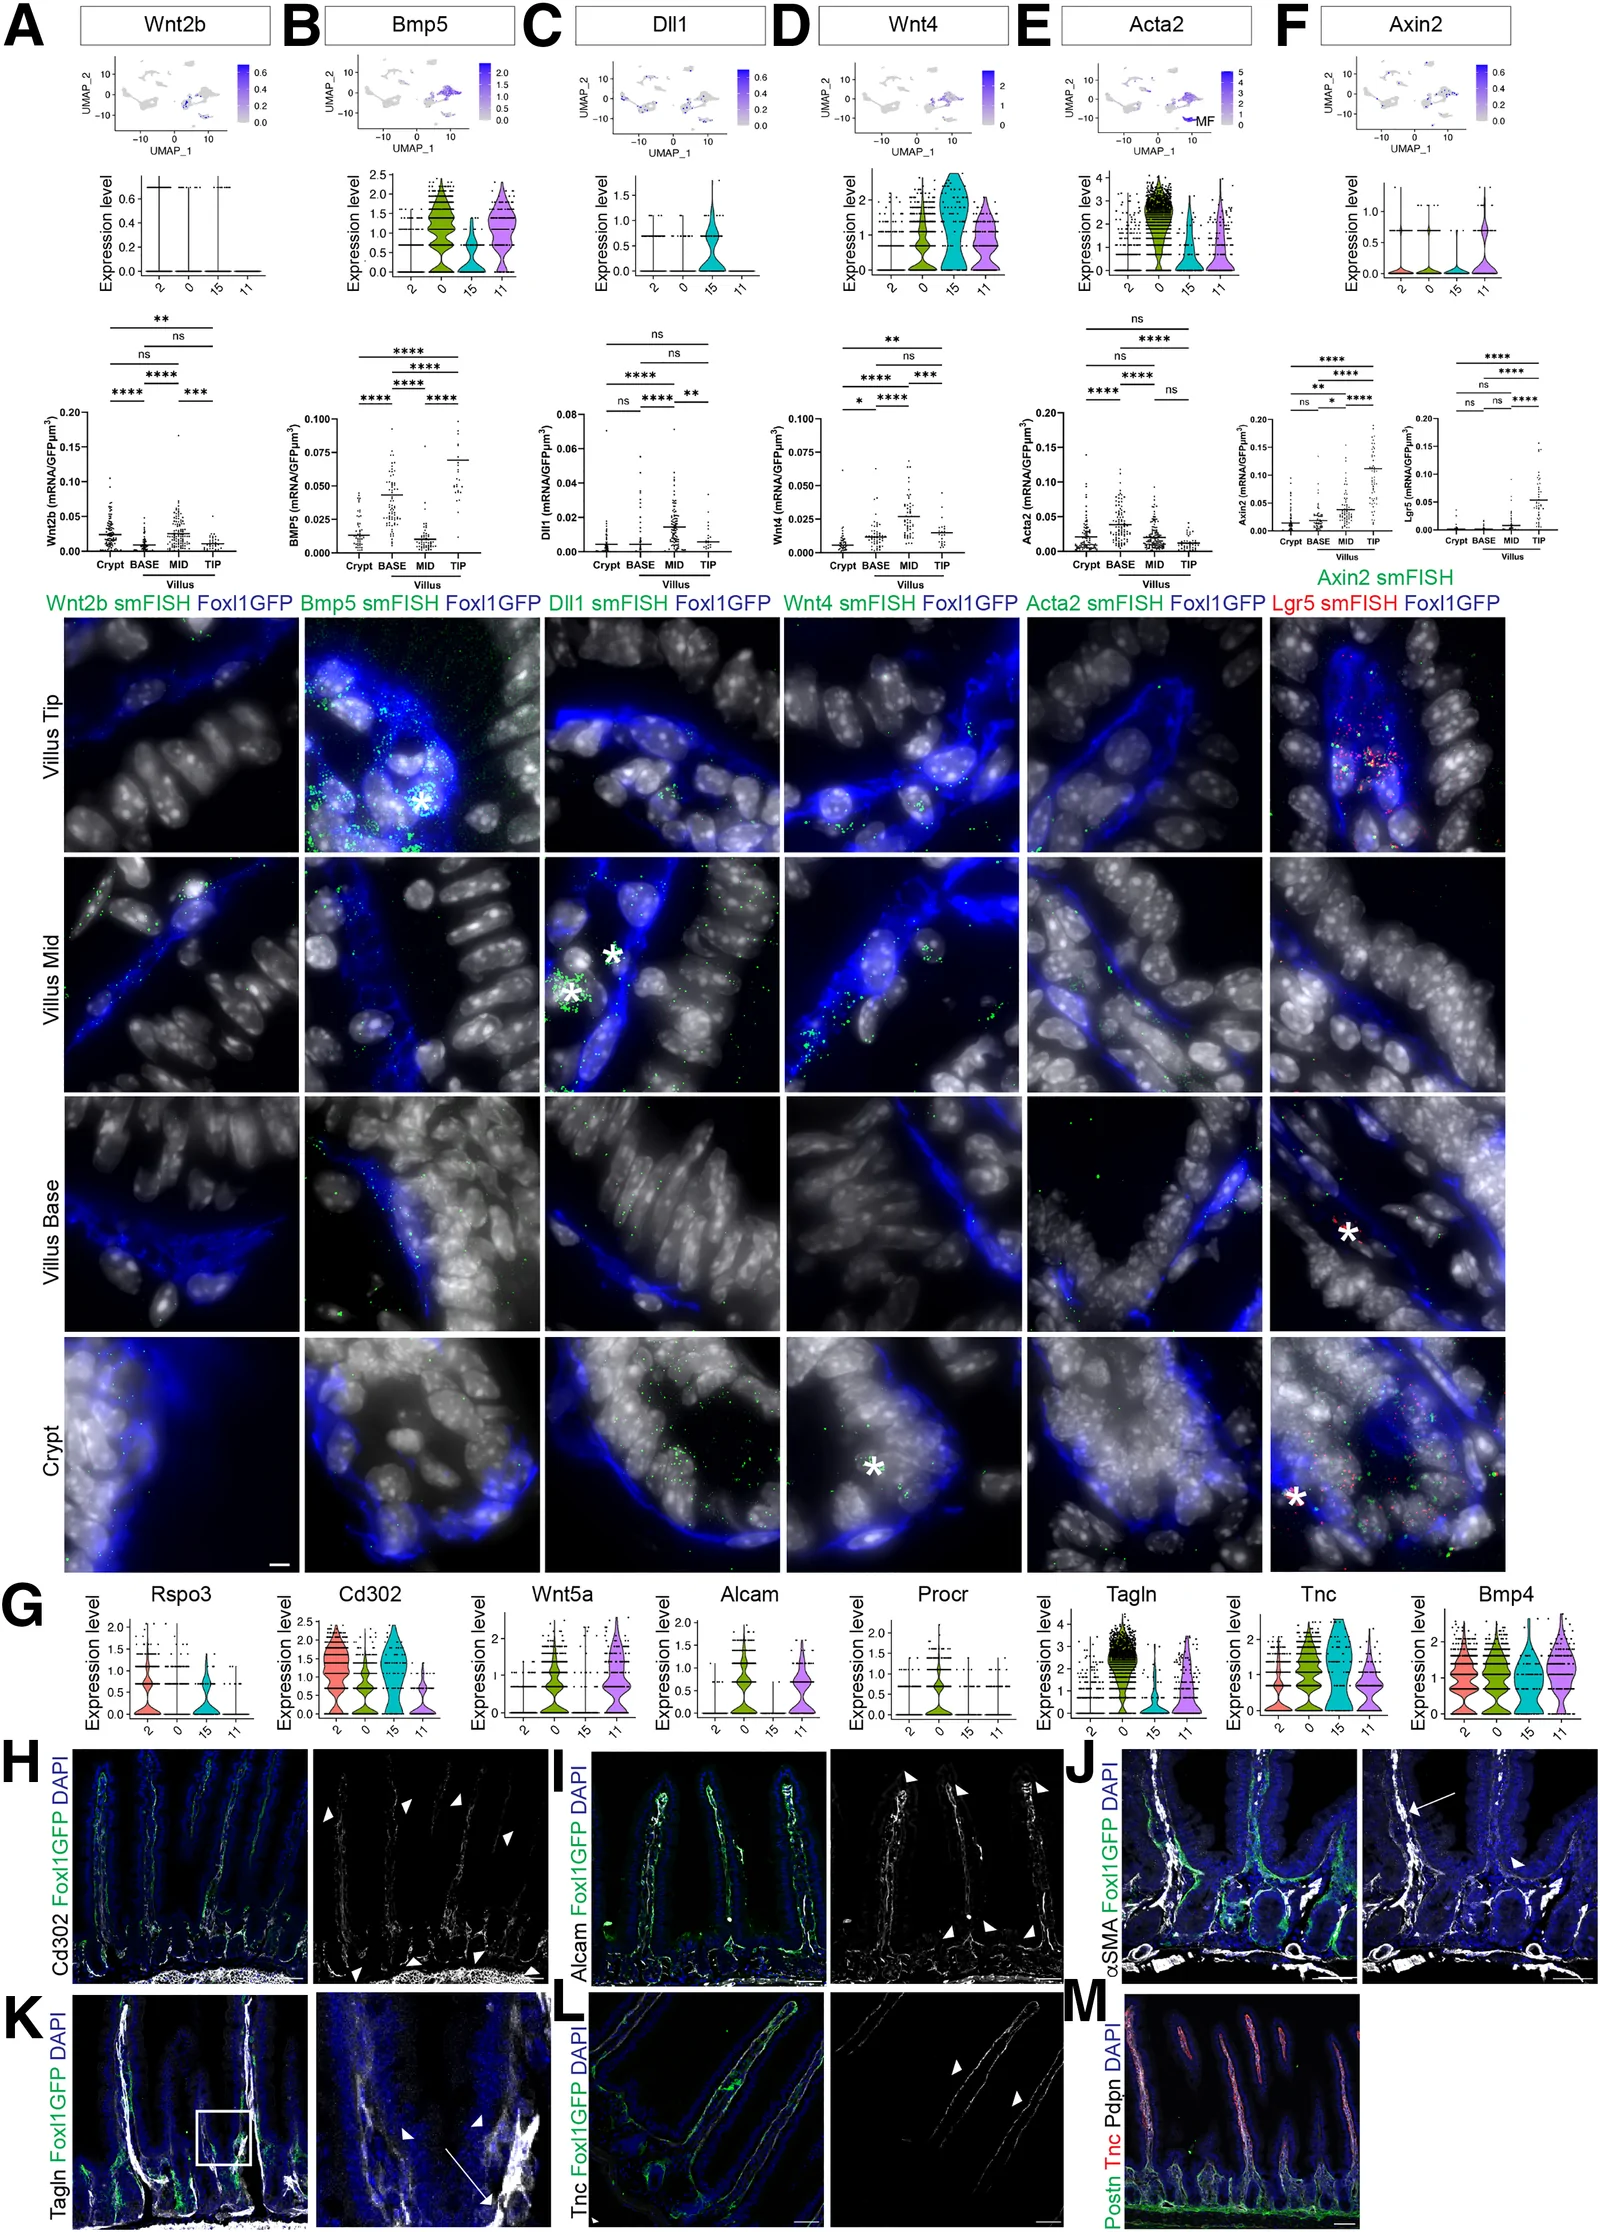
**Crypt and villus–mid Foxl1-lineage cells, and villus–base and villus–tip Foxl1-lineage cells, are transcriptionally paired despite spatial separation.** (*A–F*) UMAP projections, violin plots, and smFISH quantification/images reveal messenger RNA (mRNA) concentrations for landmark genes within GFP+ Foxl1-lineage cells (*blue*), located at the crypt, villus–base, villus–mid, and villus–tip. Genes visualized include Wnt2b (*A*), Bmp5 (*B*), Dll1 (*C*), Wnt4 (*D*), Acta2 (*E*), Axin2 (*green dots*), and Lgr5 (*red dots*) (*F*). Quantification shows significant variation between clusters along the axis (n = 3 mice/group; <10 axes/bar; ∗∗∗∗*P* < .0001; unpaired 2-tailed *t*-test). *Asterisks* denote non-specific autofluorescence from immune cells or Paneth cell granules. Scale bar, 10 μm. (*G*) Violin plots show landmark gene expression in Foxl1-lineage clusters, demonstrating complementary patterns: Wnt2b, Rspo3, and Cd302 are enriched in crypt and villus–mid Foxl1-lineage cells (clusters 2 and 15), whereas Bmp5, Wnt5a, and Alcam are enriched at the villus base and tip (clusters 0 and 11). (*H–M*) Immunofluorescence in mouse jejunum sections from Foxl1Cre; Rosa-mTmG (*H–L*) or C57Bl/6 (*M*) mice stained for marker combinations. Cd302 is enriched in Foxl1-lineage cells at the crypt and villus–mid regions (*H*), Alcam is enriched at villus–base and tip Foxl1-lineage cells (*I*), αSMA and Tagln are enriched at villus–base Foxl1-lineage cells (*J* and *K*), Tnc at villus–mid Foxl1-lineage cells (*L*), and Postn, Tnc, Pdpn at various regions (*M*). *Arrowheads* highlight expression in Foxl1-lineage cells; *arrows* indicate expression in myofibroblasts (MFs). Scale bar, 50μm; smFISH, 10μm. DAPI, 4′,6-diamidino-2-phenylindole.

Immunostaining of jejunal sections from Foxl1Cre; Rosa-mTmG mice corroborated these patterns. Cd302 was strongly expressed in crypt and villus–mid Foxl1-lineage cells (Figure 5*H*), whereas Alcam was predominantly expressed in villus–base and villus–tip Foxl1-lineage cells, with lower levels in the crypt and villus–mid regions (Figure 5*I*). smFISH further confirmed complementary Wnt and bone morphogenetic protein (BMP) expression: Wnt2b was enriched in crypt and villus–mid Foxl1-lineage cells, whereas Bmp5 was enriched in villus–base and villus–tip Foxl1-lineage cells (Figure 5*A* and *B*). Bmp4 was detected across all subepithelial Foxl1-lineage populations, with the highest levels at the villus tip (Figure 5*G*). Together, these data indicate 2 transcriptionally related Foxl1-lineage groups: crypt/villus–mid and villus–base/villus–tip, that form opposing signaling domains along the crypt–villus axis.

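Bmp4, a BMP ligand (ENSMUSG00000021835, chromosome 14 from 46383520 to 46390669 of GRCm38), was carried by all 4 clusters, at 733 ± 185 (SD, n = 7) CPM in crypt-like, 737 ± 203 (SD, n = 7) in villus-base-like, 661 ± 225 (SD, n = 4) in villus-mid-like and 761 ± 486 (SD, n = 6) in villus-tip-like cells. The villus-tip-like mean was the highest by a small margin, but its spread between libraries was the widest, and it was higher there than in the other 3 clusters in 2 of 6 libraries. The log2 fold change was 0.06 (standard error 0.14, adjusted p = 0.77, higher in 2 of 6 libraries) from edgeR in villus-tip-like cells and 0.09 (adjusted p = 0.68, higher in 4 of 7 libraries) in crypt-like, 0.08 (adjusted p = 0.74, higher in 4 of 7 libraries) in villus-base-like and -0.22 (adjusted p = 0.43, lower in 2 of 4 libraries) in villus-mid-like cells. Bmp4 was thus detected in all clusters, but a highest level at the villus tip did not pass in any of the 20 other settings (adjusted p from 0.33 to 1).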

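Rspo3, the main R-spondin of these cells (ENSMUSG00000019880, chromosome 10 from 29452416 to 29535867 of GRCm38), lay at 149.9 ± 82.2 (SD, n = 7) CPM in crypt-like and 105 ± 69.9 (SD, n = 4) in villus-mid-like cells against 36.0 ± 27.6 (SD, n = 7) in villus-base-like and 15.0 ± 22.4 (SD, n = 6) in villus-tip-like cells. Between the 2 pairs its log2 fold change was 2.98 (standard error 0.30, adjusted p = 2.1e-09, higher in 7 of 7 libraries) from edgeR. That count takes crypt-like cells alone where a library has no villus-mid-like sum. The paper reasons that Pdgfra, Bmp5, Wnt5a and Alcam are shared by villus-base and villus-tip cells, and Wnt2b, Rspo3, Spon1 and Cd302 by crypt and villus-mid cells, and it states that these are 2 related groups with opposing signals. For the genes measured, the opposing levels were found between the pairs. In villus-mid-like cells alone, Wnt5a did not differ, Wnt2b lay below the low-count filter, and the call for Rspo3 was lost without library MAY25N. Across the 6043 genes tested, 2170 differed between the pairs, 1128 higher and 1042 lower in crypt-like and villus-mid-like cells, or 1359 without library MAY25N. Over all genes, villus-tip-like cells correlated more with villus-base-like than with crypt-like cells, while 4 libraries could not settle the matter for villus-mid-like cells. Genes higher in both crypt-like and villus-mid-like cells numbered 257, against 116.1 if the comparisons were independent. The 2 comparisons share reference clusters, and each cluster is part of the other's reference, so this count decides neither way. The counts hold no position in the tissue, so the order of the clusters along the axis rests on the paper's imaging.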

Beyond Wnt2b and Rspo3, the villus-mid cluster (15) was also enriched for the Notch ligand Dll1, the Wnt ligand Wnt4, and the extracellular matrix protein tenascin-C (Tnc) (Figure 5*C*, *D*, and *G*). smFISH for Dll1 and Wnt4 localized these transcripts to the villus–mid region (Figure 5*C* and *D*), and immunostaining for Tnc confirmed the highest protein levels in the villus–mid (Figure 5*L*).

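Dll1, a Notch ligand (ENSMUSG00000014773, chromosome 17 from 15367354 to 15376872 of GRCm38), lay at 130.3 ± 86.4 (SD, n = 4) CPM in villus-mid-like cells (72 UMIs) against 24.2 ± 9.96 (SD, n = 7) in crypt-like (137 UMIs), 5.40 ± 5.09 (SD, n = 7) in villus-base-like and 1.33 ± 1.93 (SD, n = 6) in villus-tip-like cells. It fell below the low-count filter and was higher in 4 of 4 libraries, exact sign-flip p = 0.12, where 4 libraries allow no smaller p. Its log2 fold change with no filter was 4.67. Wnt4, a Wnt ligand of canonical or noncanonical action (ENSMUSG00000036856, chromosome 4 from 137277489 to 137299726 of GRCm38), lay at 1144 ± 779 CPM against 441 ± 148 in villus-base-like and 115 ± 121 in crypt-like cells, and rose in villus-mid-like cells by a log2 fold change of 2.23 (standard error 0.37, adjusted p = 4.6e-05, higher in 3 of 4 libraries) from edgeR. Tnc, which encodes tenascin-C (ENSMUSG00000028364, chromosome 4 from 63959785 to 64047015 of GRCm38), lay at 808 ± 384 CPM in villus-mid-like and 690.0 ± 138 in villus-base-like cells and rose by 1.21 (standard error 0.24, adjusted p = 4.4e-04, higher in 3 of 4 libraries). Without library MAY25N its log2 fold change was 0.88 (adjusted p = 0.058, against 3.3e-09 to 0.058 over 20 other settings). Tnc also rose in villus-base-like cells, by 0.69 (adjusted p = 0.008, higher in 7 of 7 libraries).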

Although Acta2 (αSMA) and Tagln were most strongly expressed in myofibroblasts, both genes were also detected in subepithelial Foxl1-lineage cells (Figure 5*E*, *J*, and *K*). 

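Acta2, which encodes smooth muscle actin (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590 of GRCm38), lay at 3059 ± 947 (SD, n = 7) CPM in villus-base-like cells against 414 ± 384 (SD, n = 7) in crypt-like, 460.1 ± 242 (SD, n = 6) in villus-tip-like and 517 ± 356 (SD, n = 4) in villus-mid-like cells. Tagln, an actin-binding protein of smooth muscle (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058 of GRCm38), lay at 3414 ± 848, 313 ± 359.7, 608 ± 322 and 447 ± 489.8 CPM in the same order. In villus-base-like cells the log2 fold change was 2.89 (standard error 0.27, adjusted p = 1.8e-09, higher in 7 of 7 libraries) for Acta2 and 3.13 (standard error 0.33, adjusted p = 2.0e-08, higher in 7 of 7 libraries) for Tagln, and in crypt-like cells -1.37 (standard error 0.31, adjusted p = 9.6e-04, lower in 7 of 7 libraries) and -2.09 (standard error 0.40, adjusted p = 1.1e-04, lower in 7 of 7 libraries), from edgeR. In villus-tip-like cells Tagln did not change (log2 fold change -0.11, adjusted p = 0.84, lower in 3 of 6 libraries), though with a Cell Ranger-style UMI minimum it rose, by 0.63 (adjusted p = 0.033, against 0.033 to 0.98 over 20 other settings). Myofibroblasts carried far more of both. Their log2 fold change over villus-base-like cells was 2.53 for Acta2 (standard error 0.14, adjusted p = 2.2e-11, higher in 7 of 7 libraries) and 2.21 for Tagln (standard error 0.10, adjusted p = 1.5e-12, higher in 7 of 7 libraries). Both genes are abundant, and stray transcripts from myofibroblasts were not removed from the counts.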

Expression was minimal in cluster 2 (crypt Foxl1-lineage cells) and highest in cluster 0 (villus–base Foxl1-lineage cells), albeit at levels well below those in myofibroblasts. smFISH for Acta2 (Figure 5*E*) and immunostaining for αSMA and Tagln (Figure 5*J* and *K*) support the assignment of cluster 0 to villus-base Foxl1-lineage cells. 

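Procr, the protein C receptor (ENSMUSG00000027611, chromosome 2 from 155751117 to 155755471 of GRCm38), lay at 155 ± 41.8 (SD, n = 7) CPM in villus-base-like cells against 35.5 ± 24.7 (SD, n = 7) in crypt-like and 83.2 ± 78.1 (SD, n = 6) in villus-tip-like cells. It rose in villus-base-like cells by a log2 fold change of 1.56 (standard error 0.19, adjusted p = 3.7e-07, higher in 7 of 7 libraries) from edgeR. Axin2, a target and brake of Wnt/β-catenin signaling (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783 of GRCm38), lay at 52.0 ± 28.0 (SD, n = 6) CPM in villus-tip-like cells (109 UMIs) against 22.0 ± 10.3 in crypt-like (100 UMIs), 22.9 ± 15.0 in villus-base-like and 21.4 ± 13.0 in villus-mid-like cells. It was below the low-count filter and higher in 6 of 6 libraries, exact sign-flip p = 0.031, with a log2 fold change of 1.40 with no filter. Lgr5, a receptor of R-spondins and a stem cell marker (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780 of GRCm38), had 1 UMI in villus-tip-like, 1 in crypt-like and 0 in villus-base-like cells, too few to compare. The sequencing neither shows nor excludes the Lgr5 signal of the in situ images.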

Cluster 0 was further marked by enrichment of the protein C receptor Procr (Figure 5*G*), whereas cluster 11 was characterized by high Axin2 expression (Figure 5*F*). smFISH for Axin2 and Lgr5 showed that villus–tip Foxl1-lineage cells exhibited the highest levels of both markers (Figure 5*F*).

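Landmarks of the villus base, such as Acta2, Tagln and Procr, were all higher in the villus-base-like cluster. Of this list, chosen by the study, 6 of the 6 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in villus-base-like cells (camera adjusted p = 7.8e-13, and adjusted p = 0.0058 with an estimated correlation). Of the landmarks of the villus tip above the low-count filter, such as Bmp5 and Wnt5a, 3 of the 5 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in villus-tip-like cells (camera adjusted p = 0.023, and adjusted p = 0.23 with an estimated correlation), and in villus-base-like cells 3 higher and 0 lower (camera adjusted p = 7.6e-05, and adjusted p = 0.052 with an estimated correlation). The lists were drawn from these same cells and are not independent evidence. Pdgfra helped to name the subepithelial clusters and was left out of the counts.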

Taken together, these analyses map cluster 2 to crypt Foxl1-lineage cells, cluster 0 to villus–base Foxl1-lineage cells, cluster 15 to villus–mid Foxl1-lineage cells, and cluster 11 to villus–tip Foxl1-lineage cells, and suggest that crypt/villus–mid and villus–base/villus–tip Foxl1-lineage cells form 2 transcriptionally related pairs that help establish regional signaling environments along the crypt–villus axis.

### Differential Gene Expression Analysis Suggests Distinct Functions of Foxl1-Lineage Cells Along the Crypt–Villus Axis

Having identified and spatially mapped 4 Foxl1-lineage populations along the crypt–villus axis, we next performed differential gene expression analysis across these clusters (Figure 6*A–F*). 

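Crypt-like cells had 1833 changed genes against the mean of the other 3 clusters, 1058 higher and 775 lower, among them Gda, Mgp and Sfrp1. Villus-base-like cells had 1070 (686 higher and 384 lower), led by Palmd and Rbp4. Villus-tip-like cells had 3000 (1620 higher and 1380 lower), the most of any cluster. Of the genes that met the rule for naming, Unc13c and Lmo7 rose most there and Cp and Serpina3g fell most. Library MAY25N weighs on the counts. Without it, 1144 genes changed in crypt-like, 609 in villus-base-like and 2118 in villus-tip-like cells. The test was the quasi-likelihood F-test of edgeR at an adjusted p below 0.05, on sums of 54232 to 4560628 UMIs for crypt-like, 78802 to 5010095 for villus-base-like and 30061 to 633139 for villus-tip-like cells. In counts simulated at the same depths and dispersions with known changes planted, a log2 change of 1 was found for 95.5% of genes in crypt-like, 92.4% in villus-base-like, 81.8% in villus-tip-like and 60.7% in villus-mid-like sums, while 7.30%, 8.80%, 6.60% and 5.20% of calls were false. These shares are of planted genes past the low-count filter. The simulation changed 200 genes in 1 cluster at a time and took the clusters as known, so it does not give the error rates of the calls above.

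**Figure D6:**
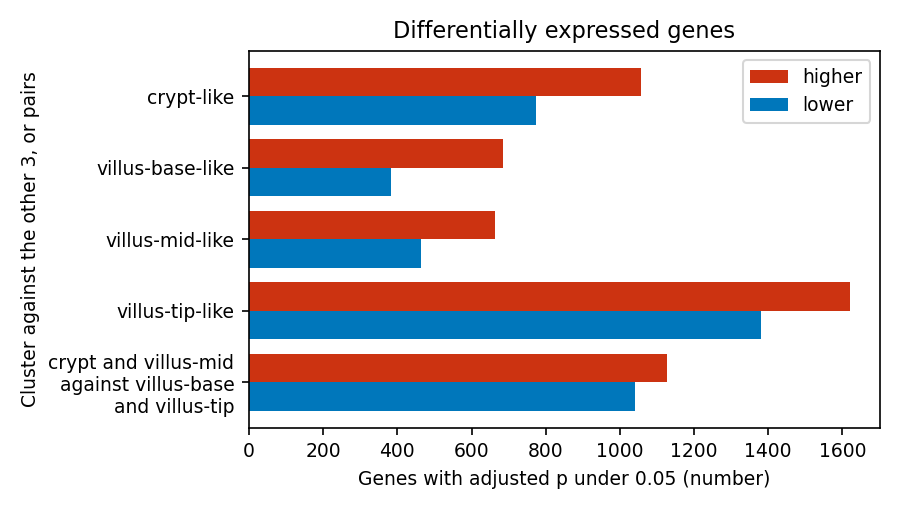
Genes higher and lower in each comparison at an adjusted p below 0.05, of 6043 tested. Villus-mid-like cells rest on 4 libraries and the other clusters on 6 or 7.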

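Mgp, an inhibitor of calcification and BMP signals, lay at 10151 ± 3477 CPM in crypt-like cells against 416 ± 199.9 in villus-base-like cells, and rose by a log2 fold change of 6.51 (standard error 0.25, adjusted p = 3.9e-18, higher in 7 of 7 libraries) from edgeR. The protease gene Mmp3 and the purine enzyme gene Gda rose by 7.28 (adjusted p = 1.9e-11, higher in 7 of 7 libraries) and 7.62 (adjusted p = 5.3e-10, higher in 7 of 7 libraries). Cd248, Mfap5, Adh1 and C1qtnf3 gave 6.09, 6.68, 6.20 and 6.11, each higher in 7 of 7 libraries. Villus-base-like cells were led by Palmd, a cell shape gene, at 5.34 (standard error 0.53, adjusted p = 1.7e-08, higher in 7 of 7 libraries), by the retinol carrier gene Rbp4 at 4.69 (adjusted p = 6.9e-11, higher in 7 of 7 libraries), the Wnt antagonist gene Wif1 at 4.52 (adjusted p = 6.8e-11, higher in 7 of 7 libraries), the activin subunit gene Inhbb at 3.87 (adjusted p = 5.8e-12, higher in 7 of 7 libraries) and the growth factor gene Fgf9 at 3.84 (adjusted p = 3.2e-11, higher in 7 of 7 libraries). Villus-tip-like cells were led by the synapse gene Unc13c at 5.12 (standard error 0.55, adjusted p = 2.5e-08, higher in 6 of 6 libraries), Lmo7 at 4.09 (adjusted p = 1.4e-05, higher in 6 of 6 libraries), the actin gene Cobl at 3.93 (adjusted p = 2.6e-11, higher in 6 of 6 libraries), the ephrin gene Efnb2 at 3.79 (adjusted p = 2.3e-12, higher in 6 of 6 libraries) and the cell cycle inhibitor gene Cdkn1a at 3.50 (adjusted p = 2.7e-10, higher in 6 of 6 libraries). Hspa12a and Fgf9 were shared with villus-base-like cells, at 3.93 and 3.75 in villus-tip-like cells. Palmd, Gria3, Hspa12a and Galnt15 had 0 UMIs in villus-mid-like cells and were at least 41.5-fold, 25.2-fold, 27.9-fold and 20.2-fold lower there than in the highest cluster. Serpina3g and Cp had 0 UMIs in villus-tip-like cells and were at least 180.0-fold and 95.9-fold lower.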

Heatmap visualization of the most variable transcripts revealed clear subtype-specific patterns (Figure 6*A*). As expected, crypt and villus Foxl1-lineage cells differed markedly, and additional differences were evident among the villus subtypes.

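Contractile genes such as Myl9 were raised as a list in villus-base-like cells, genes of fibrillar collagen and fiber assembly such as Eln in crypt-like cells and interferon genes such as Gbp2 in villus-mid-like cells, with either of the correlations between genes used in the test. Complement genes such as C3 in crypt-like cells and stress genes such as Asns in villus-tip-like cells passed with the preset correlation only (adjusted p = 0.066 and 0.086 with an estimated one). Crypt-like cells were named from other matrix and complement genes and villus-tip-like cells from other stress genes, so these rises are partly built in. Over 34 gene lists and 5 comparisons, 68 camera tests passed at an adjusted p below 0.05 with the preset correlation between genes of 0.01. With a correlation estimated for each list, 18 passed. Calls that hold only with the preset value are given with both p values.

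**Figure D7:**
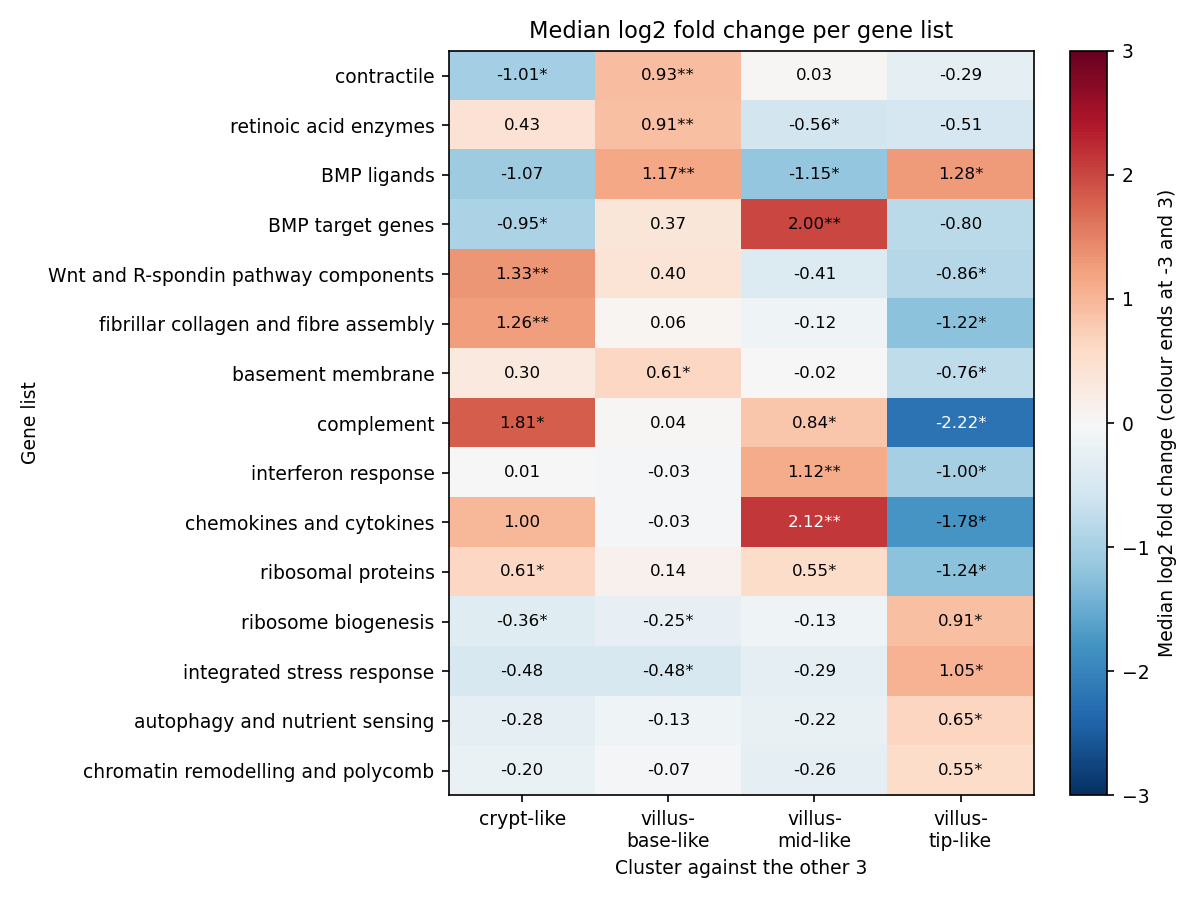
Median log2 fold change of each gene list in each comparison. 1 asterisk marks a camera test with an adjusted p below 0.05 at the preset correlation, and 2 asterisks one that also passed with an estimated correlation.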

**Figure 6:**
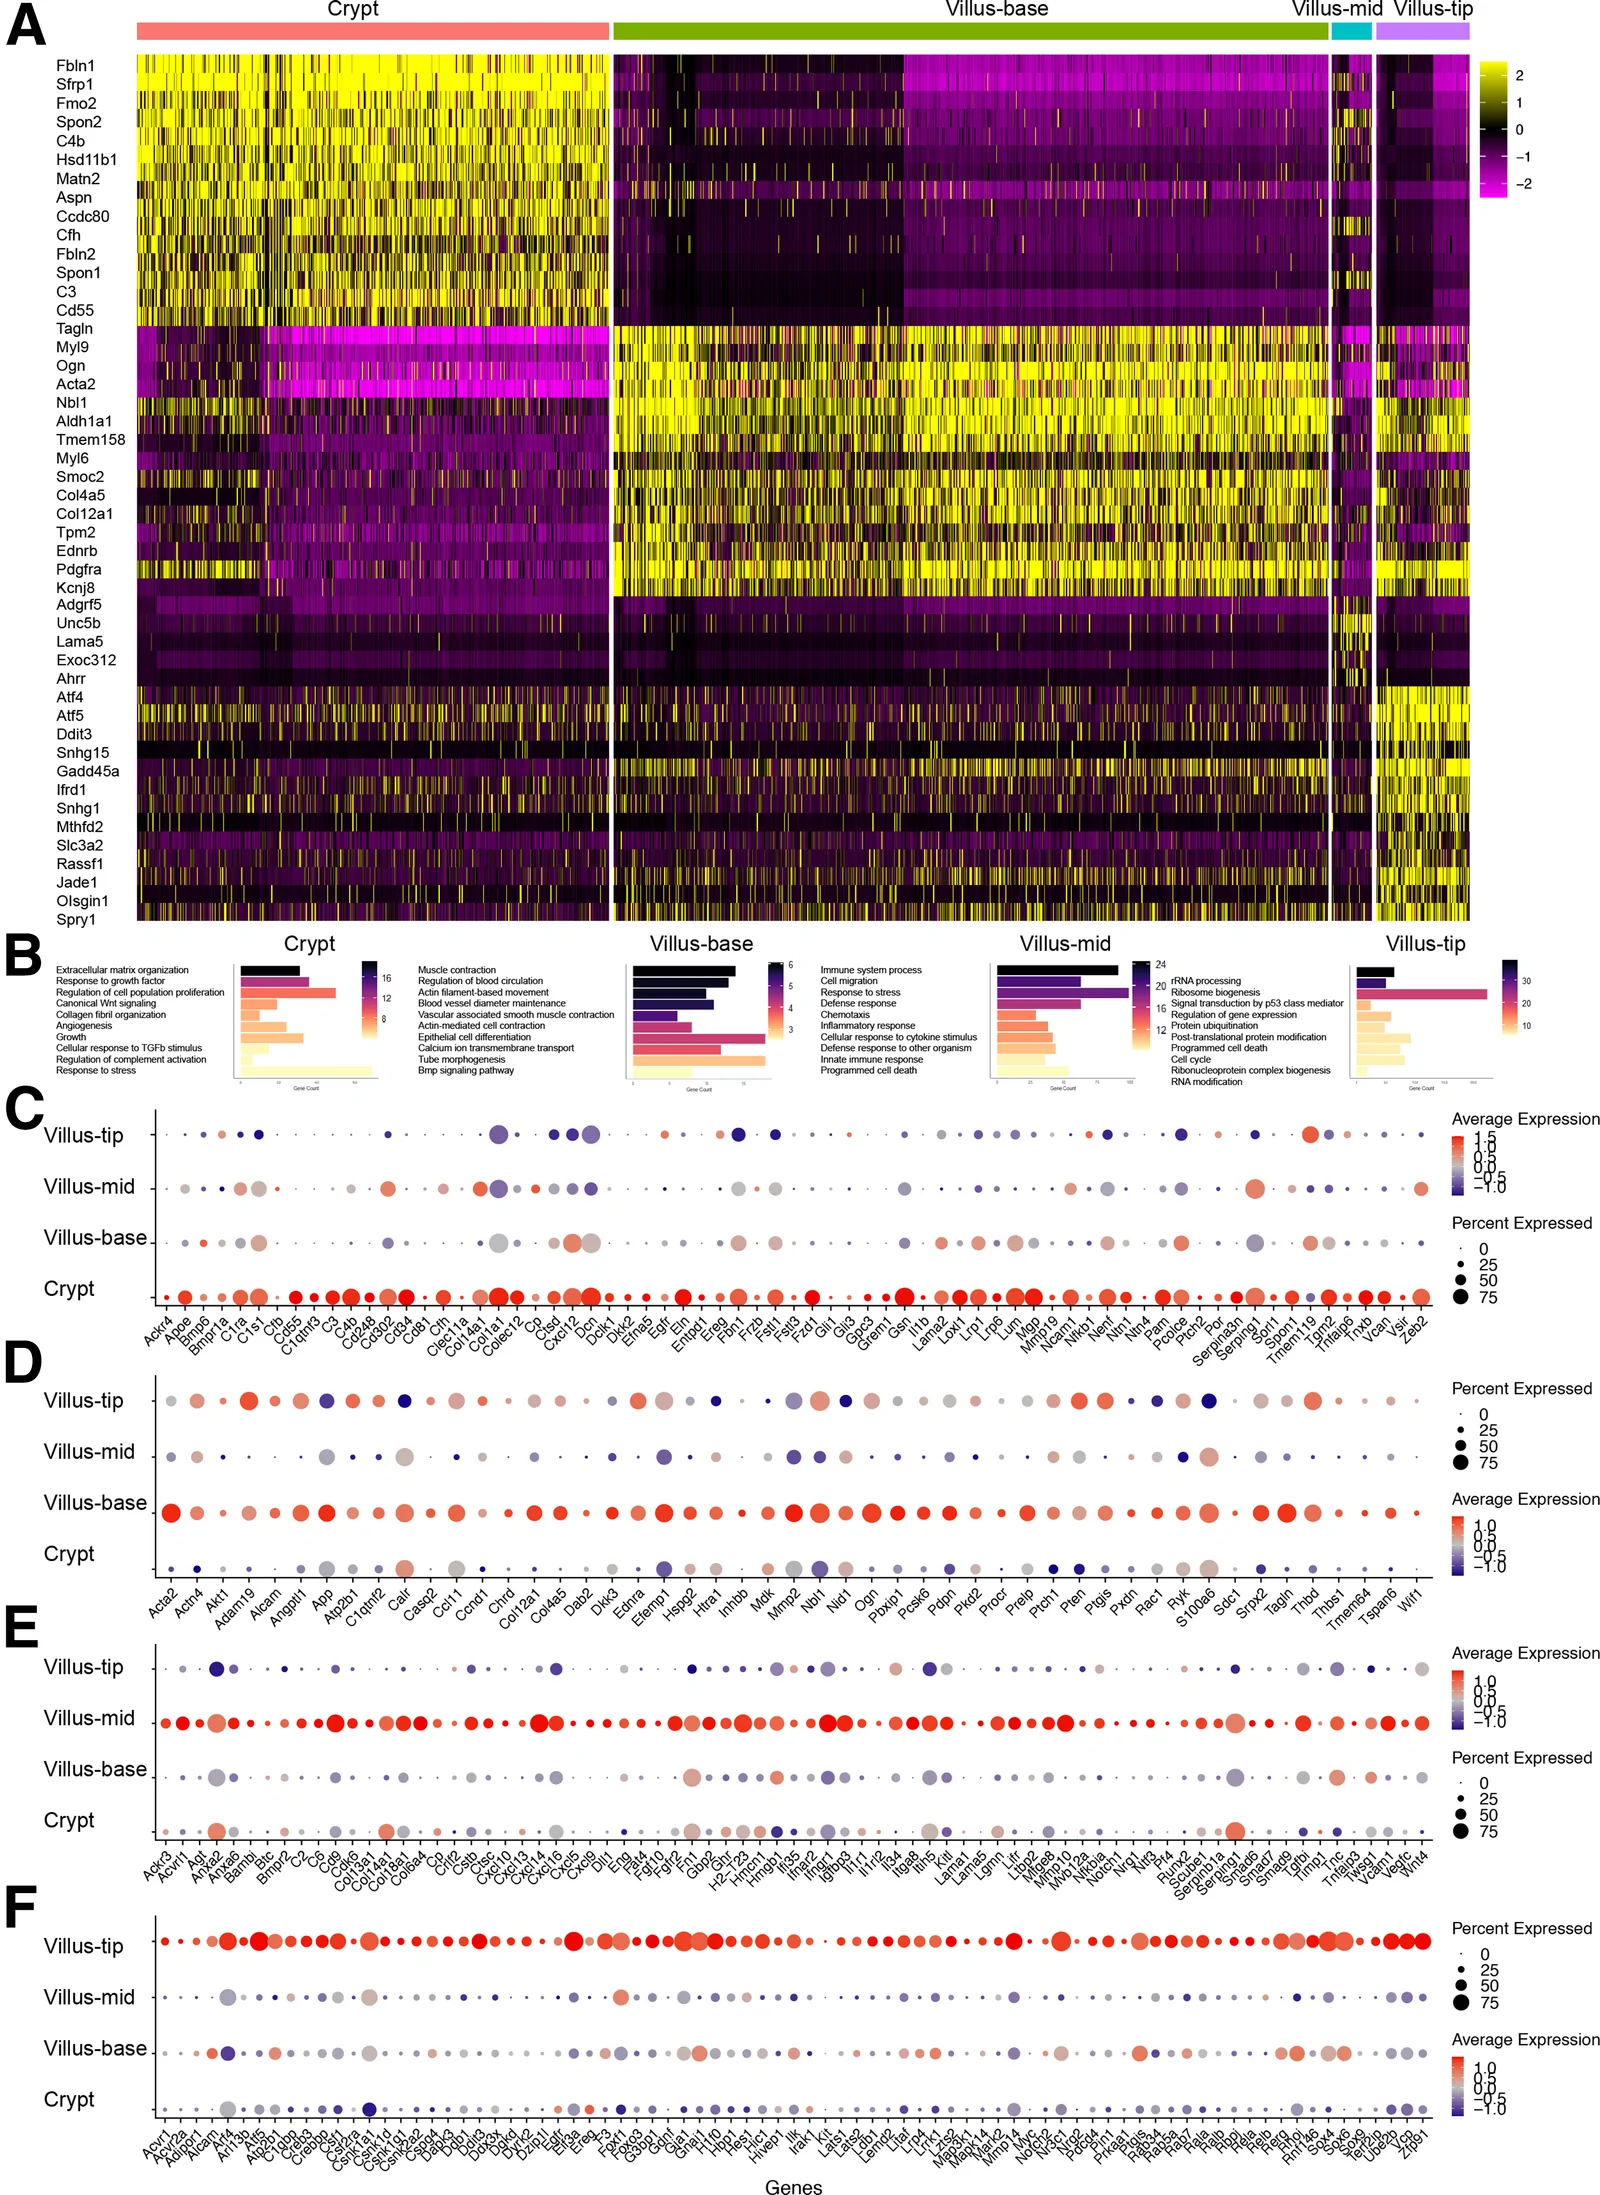
**Differential gene expression analysis suggests distinct functions of Foxl1-lineage cells along the crypt-villus axis.** (*A*) Heatmap showing the main differentially expressed genes in Foxl1-lineage subtypes located at the crypt, villus–base, villus–mid, and villus–tip. Each *column* represents a single cell, and each *row* represents a gene. (*B*) Gene Ontology pathway enrichment analyses of differentially expressed genes in Foxl1-lineage subtypes at the crypt, villus–base, villus–mid, and villus–tip (biological process). Scale bars are −Log_10_ (adjusted *P* value). (*C−F*) Dot plots showing the expression of unique genes in Foxl1-lineage cells located at the crypt, villus–base, villus–mid, and villus–tip. Each *dot* represents a gene, with *dot size* indicating the percentage of Foxl1-lineage cells expressing that gene, and *color* reflecting the expression level within each Foxl1-lineage subtype. This visualization highlights the spatial heterogeneity of gene expression among Foxl1-lineage populations along the crypt–villus axis.

Crypt-associated Foxl1-lineage cells expressed multiple components of canonical Wnt signaling together with inhibitors of Wnt and BMP pathways (including Sfrp1 and Grem1), Hedgehog-interacting protein, and elements of the transforming growth factor β (TGFβ) pathway (Figure 6*A–C*). These cells showed low PDGFRα expression, consistent with a specialized niche role. 

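Sfrp1, a secreted Wnt antagonist (ENSMUSG00000031548, chromosome 8 from 23411502 to 23449632 of GRCm38), was the most abundant inhibitor, at 3404 ± 934 (SD, n = 7) CPM in crypt-like, 524 ± 207 (SD, n = 4) in villus-mid-like, 69.8 ± 73.7 (SD, n = 7) in villus-base-like and 8.60 ± 19.1 (SD, n = 6) in villus-tip-like cells. It rose in crypt-like cells by a log2 fold change of 5.47 (standard error 0.25, adjusted p = 5.8e-17, higher in 7 of 7 libraries) from edgeR. Hhip, which binds Hedgehog ligands (ENSMUSG00000064325, chromosome 8 from 79965851 to 80058006 of GRCm38), lay at 92.5 ± 42.0 CPM in crypt-like cells and rose by 3.55 (standard error 0.38, adjusted p = 1.0e-08, higher in 7 of 7 libraries). Dact1, an intracellular Wnt antagonist, rose by 1.90 (adjusted p = 4.8e-11, higher in 7 of 7 libraries). Grem1 had 0 UMIs in villus-tip-like cells, at least 179-fold lower than in crypt-like cells, where it had 2461. Of the inhibitors that the study named, 3 of the 4 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in crypt-like cells (camera adjusted p = 7.8e-06, and adjusted p = 0.011 with an estimated correlation), which is not independent evidence. The exception, Chrd, was highest in villus-base-like cells.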

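Apoe, an apolipoprotein (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188 of GRCm38), lay at 1077 ± 223 (SD, n = 7) CPM in crypt-like, 749 ± 789 (SD, n = 4) in villus-mid-like, 297 ± 216 (SD, n = 7) in villus-base-like and 16.1 ± 17.5 (SD, n = 6) in villus-tip-like cells, and rose in crypt-like cells by a log2 fold change of 2.87 (standard error 0.23, adjusted p = 3.0e-11, higher in 7 of 7 libraries) from edgeR. Ptger4, a receptor of prostaglandin E2 (ENSMUSG00000039942, chromosome 15 from 5206661 to 5244187 of GRCm38), lay at 62.3 ± 32.9 CPM and rose by 1.34 (standard error 0.26, adjusted p = 1.7e-04, higher in 7 of 7 libraries). Ptges, which makes prostaglandin E2 (ENSMUSG00000050737, chromosome 2 from 30889471 to 30929863 of GRCm38), rose in crypt-like cells by 1.61 (standard error 0.25, adjusted p = 7.6e-06, higher in 7 of 7 libraries) but rose more in villus-mid-like cells, by 3.78 (standard error 0.28, adjusted p = 2.1e-11, higher in 4 of 4 libraries), with levels of 131 ± 60.1 and 356 ± 109 CPM. The receptor gene Ptger1 and the reductase gene Ptgr1 were below the low-count filter, at 32.8 ± 20.9 and 35.7 ± 12.9 CPM in crypt-like cells against 10.1 ± 10.5 and 10.5 ± 6.40 in villus-base-like cells. Ptger1 was higher in 6 of 7 libraries, exact sign-flip p = 0.047, and Ptgr1 higher in 6 of 7 libraries, exact sign-flip p = 0.031, with log2 fold changes of 2.82 and 2.40 with no filter. Of the prostaglandin genes that the study named, 2 of the 2 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in crypt-like cells, without a passing camera test (camera adjusted p = 0.092, and adjusted p = 0.21 with an estimated correlation) in the main setting but with adjusted p of 0.0083 with at least 10 cells per sum, 0.044 without library GFP, 0.0047 without GFPF10 and 1.4e-04 with no low-count filter, and 1 higher and 0 lower (2 and 0 adjusted over the list alone) in villus-mid-like cells (camera adjusted p = 5.4e-04, and adjusted p = 0.029 with an estimated correlation).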

Crypt-associated Foxl1-lineage cells were also enriched for genes involved in extracellular matrix (ECM) remodeling,^33^ cell–substrate adhesion, and filament organization, as well as enzymes linked to stress resistance, xenobiotic detoxification, lipoprotein assembly (ApoE), and prostaglandin signaling (Ptger1, Ptger4, Ptgr1 and Ptges (Supplementary Table 2).

At the crypt–villus interface, villus–base Foxl1-lineage cells displayed a transcriptional program enriched for contractility-related genes, including Acta2 (αSMA), myosin light chain, tropomyosin, and endothelin receptors A and B^34^ (Figure 6*A*, *B*, and *D*), consistent with a structural contribution to crypt–villus architecture. These cells also expressed genes involved in actin cytoskeleton regulation, tube morphogenesis, and control of blood vessel diameter. 

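Myl9, a myosin light chain, lay at 1353 ± 291 (SD, n = 7) CPM in villus-base-like cells against 152 ± 89.4 (SD, n = 7) in crypt-like cells and rose by a log2 fold change of 2.64 (standard error 0.16, adjusted p = 1.5e-12, higher in 7 of 7 libraries) from edgeR. Tpm2, a tropomyosin, rose by 1.69 (standard error 0.16, adjusted p = 1.8e-09, higher in 7 of 7 libraries) and the actin regulator gene Cald1 by 0.90 (adjusted p = 1.4e-06, higher in 7 of 7 libraries). The endothelin receptor genes Ednra (ENSMUSG00000031616, chromosome 8 from 77663031 to 77724464 of GRCm38) and Ednrb (ENSMUSG00000022122, chromosome 14 from 103814625 to 103844402 of GRCm38) lay at 593 ± 72.9 and 966 ± 220.4 CPM and rose by 2.63 (standard error 0.18, adjusted p = 5.6e-12, higher in 7 of 7 libraries) and 3.82 (standard error 0.40, adjusted p = 1.6e-08, higher in 7 of 7 libraries). Ednra was nearly as high in villus-tip-like cells, at 458 ± 164 CPM (log2 fold change 2.02, adjusted p = 4.4e-09, higher in 6 of 6 libraries). Across contractile genes, 15 of the 16 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in villus-base-like cells (camera adjusted p = 6.3e-26, and adjusted p = 0.0058 with an estimated correlation), and 0 higher and 12 lower in crypt-like cells (camera adjusted p = 8.1e-07, and adjusted p = 0.12 with an estimated correlation). Pericyte genes, which stray pericyte transcripts would raise, had a median log2 fold change of 0.33 and did not pass as a list (2 higher and 0 lower; camera adjusted p = 0.26, and adjusted p = 0.32 with an estimated correlation), but had an adjusted p of 0.042 with no low-count filter, so stray pericyte transcripts are not excluded.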

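Aldh1a1, which makes retinoic acid (ENSMUSG00000053279, chromosome 19 from 20492715 to 20643465 of GRCm38), lay at 1383 ± 216 (SD, n = 7) CPM in villus-base-like and 955 ± 168 (SD, n = 6) in villus-tip-like cells against 287 ± 157 (SD, n = 7) in crypt-like cells, and rose in villus-base-like cells by a log2 fold change of 1.88 (standard error 0.17, adjusted p = 1.4e-09, higher in 7 of 7 libraries) from edgeR. Aldh1a2, of the same activity, rose by 0.91 (standard error 0.15, adjusted p = 4.2e-05, higher in 7 of 7 libraries) and the aldehyde dehydrogenase gene Aldh2 by 0.51 (standard error 0.12, adjusted p = 0.0023, higher in 6 of 7 libraries), but neither was confined to these cells. Crypt-like cells held 319 ± 46.8 CPM of Aldh1a2 and 1038 ± 124 of Aldh2, with log2 fold changes of 0.43 (adjusted p = 0.038, higher in 6 of 7 libraries) and 0.48 (adjusted p = 0.0024, higher in 5 of 7 libraries) there. That of Aldh1a2 was lost without library GFP (0.45), N1 (0.43), GFPF24 (0.40) or MAY25M (0.37) (adjusted p from 0.0032 to 0.13 over 20 other settings). The BMP ligand genes Bmp3 (ENSMUSG00000029335, chromosome 5 from 98854415 to 98884396 of GRCm38) and Bmp7 (ENSMUSG00000008999, chromosome 2 from 172868012 to 172940321 of GRCm38) lay at 361 ± 75.2 and 352 ± 63.0 CPM in villus-base-like cells and Bmp3 at 381 ± 72.1 in villus-tip-like cells. In villus-base-like cells they rose by 3.64 (standard error 0.23, adjusted p = 1.8e-12, higher in 7 of 7 libraries) and 3.33 (standard error 0.27, adjusted p = 1.8e-10, higher in 7 of 7 libraries), and with a Cell Ranger-style UMI minimum Bmp3 rose by 5.59. Bmp6 lay at 104 ± 24.4 CPM in villus-base-like and 112 ± 31.3 in crypt-like cells, with log2 fold changes of 0.60 (adjusted p = 0.015, higher in 6 of 7 libraries) and 0.58 (adjusted p = 0.017, higher in 6 of 7 libraries). The former was lost without library MAY25M (0.53) or MAY25N (0.52) (adjusted p from 0.0017 to 0.17 over 20 other settings), and the latter without library GFP (0.54) or M1 (0.46). Of the retinoic acid enzymes that the study named, 3 of the 3 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in villus-base-like cells (camera adjusted p = 1.2e-05, and adjusted p = 0.0083 with an estimated correlation), which is not independent evidence.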

Notably, villus–base Foxl1-lineage cells were enriched for genes in retinoic acid metabolism and BMP signaling (Aldh1a1, Aldh1a2, Aldh2, Bmp3, Bmp5, Bmp6, Bmp7), suggesting that they may contribute to the villus-to-crypt BMP gradient that shapes epithelial differentiation.

Villus–mid Foxl1-lineage cells, although small in number, showed a profile indicative of immune surveillance and inflammatory regulation, with increased expression of genes involved in chemokine and cytokine signaling, host defense, and both innate and adaptive immunity (Figure 6*A*, *B*, and *E*). 

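Cxcl14, a chemokine of monocytes and dendritic cells, lay at 2805 ± 1345 (SD, n = 4) CPM in villus-mid-like cells against 187 ± 38.5 (SD, n = 7) in villus-base-like and 68.0 ± 45.0 (SD, n = 7) in crypt-like cells, and rose by a log2 fold change of 4.43 (standard error 0.25, adjusted p = 3.5e-14, higher in 4 of 4 libraries) from edgeR. The neutrophil chemokine gene Cxcl5 rose by 6.08 (standard error 0.47, adjusted p = 9.9e-11, higher in 4 of 4 libraries), and the interferon-induced chemokine genes Cxcl9 and Cxcl10 by 5.66 (standard error 0.77, adjusted p = 2.9e-06, higher in 4 of 4 libraries) and 4.07 (standard error 0.51, adjusted p = 6.5e-07, higher in 3 of 4 libraries). Il34, a growth factor of macrophages, rose by 2.54 (standard error 0.22, adjusted p = 4.9e-10, higher in 4 of 4 libraries). Cxcl9 also passed in crypt-like cells (log2 fold change 3.42, adjusted p = 0.0058, higher in 4 of 7 libraries), but without library MAY25M its log2 fold change there was -0.04 (adjusted p = 1, against 2.4e-30 to 1 over 20 other settings). It was 0.02 with at least 500 genes per cell, -0.13 with a mitochondrial limit of 10% and -0.12 without cells of 2 or more endothelial UMIs, the latter a setting chosen after seeing the data. Across chemokines and cytokines, 7 of the 13 genes measured were higher and 1 lower (8 and 1 adjusted over the list alone) in villus-mid-like cells (camera adjusted p = 9.9e-07, and adjusted p = 0.03 with an estimated correlation). Stray immune or endothelial transcripts would raise other lists as well. Immune genes gave 1 higher and 1 lower of 2 (camera adjusted p = 0.98, and adjusted p = 0.99 with an estimated correlation) and endothelial genes 4 higher and 2 lower (4 and 3 adjusted over the list alone) of 7 (camera adjusted p = 0.68, and adjusted p = 0.73 with an estimated correlation). With so few genes and the naming markers left out, these lists cannot exclude stray transcripts.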

Pathway analysis highlighted signatures related to interferon responses, interleukin6/Janus kinase/signal transducer and activator of transcription 3, and TGFβ signaling, consistent with a role in modulating inflammatory cues and tissue homeostasis.

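Gbp2, an interferon-induced GTPase, lay at 638 ± 253 (SD, n = 4) CPM in villus-mid-like cells against 204 ± 67.0 (SD, n = 7) in crypt-like and 132 ± 29.7 (SD, n = 7) in villus-base-like cells, and rose by a log2 fold change of 2.70 (standard error 0.22, adjusted p = 1.0e-10, higher in 4 of 4 libraries) from edgeR. The immunoproteasome gene Psmb8 rose by 1.69 (standard error 0.16, adjusted p = 2.3e-09, higher in 4 of 4 libraries), B2m, a subunit of class I antigen presentation, by 1.68 (standard error 0.17, adjusted p = 1.1e-08, higher in 4 of 4 libraries), and H2-K1, of the same complex, by 1.68 (adjusted p = 8.5e-11, higher in 4 of 4 libraries). Across interferon genes, 19 of the 27 genes measured were higher and 0 lower (21 and 0 adjusted over the list alone) in villus-mid-like cells (camera adjusted p = 1.6e-21, and adjusted p = 0.029 with an estimated correlation). For the TGFβ pathway, the ligand gene Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077 of GRCm38) rose in villus-mid-like cells by 1.74 (standard error 0.34, adjusted p = 2.9e-04, higher in 3 of 4 libraries), on 39 UMIs.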

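Nop58 and Gnl3, nucleolar proteins of ribosome assembly, lay at 203 ± 71.5 (SD, n = 6) and 176 ± 42.5 (SD, n = 6) CPM in villus-tip-like cells against 81.9 ± 19.9 (SD, n = 7) and 52.8 ± 15.0 (SD, n = 7) in crypt-like cells. They rose by log2 fold changes of 1.57 (standard error 0.16, adjusted p = 3.0e-09, higher in 6 of 6 libraries) and 1.45 (standard error 0.14, adjusted p = 3.3e-09, higher in 6 of 6 libraries) from edgeR, and the nucleolar gene Nolc1 by 1.01 (adjusted p = 6.4e-05, higher in 5 of 6 libraries). The autophagy receptor gene Sqstm1 rose by 1.55 (standard error 0.15, adjusted p = 1.1e-09, higher in 6 of 6 libraries), the autophagosome gene Gabarapl1 by 0.65 (adjusted p = 1.9e-04, higher in 6 of 6 libraries), and Rragc, which couples amino acids to mTOR, by 0.93 (adjusted p = 5.3e-05, higher in 5 of 6 libraries). Across ribosome biogenesis genes, 15 of the 21 genes measured were higher and 1 lower (15 and 2 adjusted over the list alone, camera adjusted p = 0.0011, and adjusted p = 0.2 with an estimated correlation), and across autophagy and nutrient sensing genes, 7 of the 12 genes measured were higher and 1 lower (the same counts adjusted over the list alone, camera adjusted p = 0.023, and adjusted p = 0.2 with an estimated correlation). The ribosomal proteins themselves fell. Of these, 1 of the 71 genes measured were higher and 69 lower (the same counts adjusted over the list alone) in villus-tip-like cells, with a median log2 fold change of -1.24 (camera adjusted p = 8.2e-47, and adjusted p = 0.082 with an estimated correlation). In crypt-like cells 61 were higher (camera adjusted p = 2.8e-15, and adjusted p = 0.21 with an estimated correlation). Over all genes tested, the median log2 fold change in villus-tip-like cells was 0.122, so a small part of each increase there may be a shift of the whole scale.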

Villus–tip Foxl1-lineage cells exhibited a distinct transcriptional landscape enriched for genes involved in ribonucleoprotein complexes, ribosome biogenesis, nutrient sensing, and autophagy (Figure 6*A*, *B*, and *F*). They also expressed high levels of transcription factors such as Foxf1 (closely associated with Foxl1),^35^^,^^36^ nuclear factor κB and p53, together with genes linked to the tumor necrosis factor α, mechanistic target of rapamycin, and Wnt/β-catenin signaling, suggesting functions in metabolic adaptation and stress responses. In addition, villus–tip Foxl1-lineage cells were enriched for components of chromatin-remodeling and polycomb complexes, as well as genes involved in protein ubiquitination and other post-translational modifications, pointing to potential roles in regulating gene and protein activity and supporting epithelial integrity.

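Foxf1, a forkhead transcription factor next to Foxl1 in the genome (ENSMUSG00000042812, chromosome 8 from 121084386 to 121088144 of GRCm38), lay at a mean of 444 CPM in villus-tip-like, 442 ± 279 (SD, n = 4) in villus-mid-like, 371 ± 86.0 (SD, n = 7) in villus-base-like and 207 ± 58.5 (SD, n = 7) in crypt-like cells. It was low in crypt-like cells (log2 fold change -0.94, standard error 0.18, adjusted p = 1.1e-04, lower in 7 of 7 libraries, edgeR). In villus-tip-like cells, where its mean was highest, it did not pass (log2 fold change 0.37, standard error 0.19, adjusted p = 0.095, higher in 6 of 6 libraries). Without library MAY25N it passed there, at 0.56 (adjusted p = 0.034, against 0.034 to 0.63 over 20 other settings). Of the nuclear factor κB subunits, Nfkb1 (ENSMUSG00000028163, chromosome 3 from 135584655 to 135691547 of GRCm38) did not change in villus-tip-like cells (log2 fold change 0.04, standard error 0.19, adjusted p = 0.87, higher in 3 of 6 libraries), and Rela (ENSMUSG00000024927, chromosome 19 from 5637483 to 5648130 of GRCm38) rose by 0.81 (standard error 0.23, adjusted p = 0.0042, higher in 5 of 6 libraries), or 0.69 (adjusted p = 0.071, against 2.3e-04 to 0.071 over 20 other settings) without library MAY25M. Trp53, which encodes p53 (ENSMUSG00000059552, chromosome 11 from 69580359 to 69591873 of GRCm38), rose by 0.41 (standard error 0.16, adjusted p = 0.028, higher in 5 of 6 libraries), but not without library GFP (0.36), GFPF10 (0.37), MAY25M (0.41) or MAY25N (0.43) (adjusted p from 0.024 to 0.6 over 20 other settings). Asns, which makes asparagine, rose by 3.63 (standard error 0.43, adjusted p = 9.5e-08, higher in 5 of 6 libraries), the tRNA synthetase gene Aars by 1.78 (adjusted p = 2.3e-09, higher in 6 of 6 libraries), the transcription factor gene Cebpg by 1.33 (adjusted p = 2.5e-08, higher in 5 of 6 libraries) and the phosphatase subunit gene Ppp1r15a by 1.56 (adjusted p = 4.6e-07, higher in 6 of 6 libraries). Across genes of the integrated stress response, 10 of the 12 genes measured were higher and 1 lower (the same counts adjusted over the list alone, camera adjusted p = 1.3e-05, and adjusted p = 0.086 with an estimated correlation). Immediate-early genes, which dissociation of tissue raises, did not pass as a list (6 higher and 1 lower; camera adjusted p = 0.15, and adjusted p = 0.45 with an estimated correlation), except without library MAY25N (adjusted p = 0.031). Of these, Egr1 rose by 1.50 (adjusted p = 6.8e-04, higher in 5 of 6 libraries), and by 3.03 without library MAY25N. Atf4, Atf5, Ddit3 and other stress genes that named the cluster were left out of the counts, but genes of the same response are raised together, so the rise of the rest is partly built in and not independent evidence.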

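Suz12, a core subunit of polycomb repressive complex 2, lay at 109 ± 21.2 (SD, n = 6) CPM in villus-tip-like cells against 46.2 ± 21.5 (SD, n = 7) in crypt-like and 58.1 ± 8.42 (SD, n = 7) in villus-base-like cells, and rose by a log2 fold change of 1.08 (standard error 0.19, adjusted p = 3.9e-05, higher in 6 of 6 libraries) from edgeR. Rnf2, the ubiquitin ligase of polycomb complex 1, rose by 1.20 (standard error 0.32, adjusted p = 0.003, higher in 5 of 6 libraries), the histone demethylase gene Kdm6b by 1.07 (standard error 0.21, adjusted p = 1.1e-04, higher in 5 of 6 libraries) and Arid1a, of the SWI/SNF remodeling complex, by 0.76 (adjusted p = 1.7e-04, higher in 5 of 6 libraries). Smarca2, an ATPase of the same remodeling complex, fell, with a log2 fold change of -0.57 (adjusted p = 0.0058, lower in 6 of 6 libraries). Across chromatin remodeling and polycomb genes, 12 of the 22 genes measured were higher and 1 lower (13 and 1 adjusted over the list alone) in villus-tip-like cells (camera adjusted p = 0.014, and adjusted p = 0.27 with an estimated correlation). The increases were mostly below a log2 fold change of 1 and sit beside a slightly positive median change over all genes in this cluster.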

### Spatially Zonated Potential Functions of Intestinal Foxl1-Lineage Cells: Growth, Matrix, and Immune Regulation Along the Crypt–Villus Axis

Foxl1-lineage subtypes showed distinct ECM gene expression profiles (Figure 7*A*). 

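Col14a1, a collagen of fibril surfaces, lay at 732 ± 371 (SD, n = 7) CPM in crypt-like cells against 70.5 ± 18.0 (SD, n = 7) in villus-base-like and 14.7 ± 22.3 (SD, n = 6) in villus-tip-like cells, but was higher still in villus-mid-like cells, at 1368 ± 434 (SD, n = 4) CPM. In crypt-like cells it rose by a log2 fold change of 2.75 (standard error 0.21, adjusted p = 5.7e-12, higher in 7 of 7 libraries) from edgeR, elastin (Eln) by 4.41 (standard error 0.22, adjusted p = 4.6e-16, higher in 7 of 7 libraries), and the collagen crosslinking gene Lox by 1.64 (adjusted p = 1.5e-06, higher in 7 of 7 libraries). Across genes of fibrillar collagen and fiber assembly, 18 of the 24 genes measured were higher and 1 lower (19 and 1 adjusted over the list alone) in crypt-like cells (camera adjusted p = 8.5e-21, and adjusted p = 0.0049 with an estimated correlation). The cluster was named from other matrix genes, so this rise is partly built in. In villus-tip-like cells, 1 higher and 18 lower were found (camera adjusted p = 5.3e-08, and adjusted p = 0.082 with an estimated correlation). Of the basement membrane genes, the collagen IV gene Col4a6 rose in villus-base-like cells by 3.13 (standard error 0.34, adjusted p = 3.0e-08, higher in 7 of 7 libraries), and by 4.74 without library MAY25M, the laminin gene Lama4 by 1.23 (standard error 0.15, adjusted p = 2.2e-07, higher in 7 of 7 libraries), Lamb1 by 0.86 (adjusted p = 4.4e-07, higher in 7 of 7 libraries) and the perlecan gene Hspg2 by 1.16 (adjusted p = 1.8e-06, higher in 7 of 7 libraries). As a list, 6 of the 12 genes measured were higher and 0 lower (7 and 0 adjusted over the list alone) in villus-base-like cells (camera adjusted p = 2.9e-06, and adjusted p = 0.052 with an estimated correlation), but 1 higher and 8 lower (2 and 8 adjusted over the list alone) in villus-tip-like cells (camera adjusted p = 0.011, and adjusted p = 0.2 with an estimated correlation). Laminin Lama2 was highest in crypt-like cells (log2 fold change 1.84, adjusted p = 2.8e-08, higher in 7 of 7 libraries).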

Crypt-associated Foxl1-lineage cells were enriched for genes involved in collagen Ι synthesis and filamentous network assembly, whereas villus Foxl1-lineage cells preferentially expressed basement-membrane components. Immune-related genes also followed a zonated pattern (Figure 7*B*): villus–tip Foxl1-lineage cells were enriched for genes mediating pathogen recognition and innate immune activation, villus–mid Foxl1-lineage cells for chemokine and cytokine signaling, and crypt-associated Foxl1-lineage cells for complement cascade components that support antibody- and phagocyte-mediated clearance of pathogens and damaged cells. These patterns suggest that Foxl1-lineage cells contribute to region-specific immune functions, including protection of the crypt stem cell compartment.

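Serping1, an inhibitor of complement C1, lay at 2979 ± 657 (SD, n = 7) CPM in crypt-like and 2793 ± 621 (SD, n = 4) in villus-mid-like cells against 844 ± 146 (SD, n = 7) in villus-base-like and 188 ± 91.8 (SD, n = 6) in villus-tip-like cells. It rose in crypt-like cells by a log2 fold change of 2.00 (standard error 0.13, adjusted p = 1.3e-13, higher in 7 of 7 libraries) from edgeR. The protease gene C1ra rose by 1.22 (standard error 0.15, adjusted p = 1.8e-07, higher in 7 of 7 libraries) and the collectin gene Colec12 by 1.81 (standard error 0.15, adjusted p = 4.4e-11, higher in 7 of 7 libraries). Across complement genes, 7 of the 11 genes measured were higher and 0 lower (8 and 0 adjusted over the list alone) in crypt-like cells (camera adjusted p = 5.2e-07, and adjusted p = 0.066 with an estimated correlation), and in villus-tip-like cells 0 higher and 10 lower (camera adjusted p = 1.3e-06, and adjusted p = 0.082 with an estimated correlation). The crypt-like cluster was named in part from other genes of this kind, so the rise there is partly built in. No list of pathogen recognition genes was tested. Interferon genes, some of which act in innate defense, fell in villus-tip-like cells (1 higher and 20 lower, camera adjusted p = 7.4e-10, and adjusted p = 0.12 with an estimated correlation), as did chemokines and cytokines (3 higher and 9 lower, camera adjusted p = 0.048, and adjusted p = 0.28 with an estimated correlation).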

**Figure 7:**
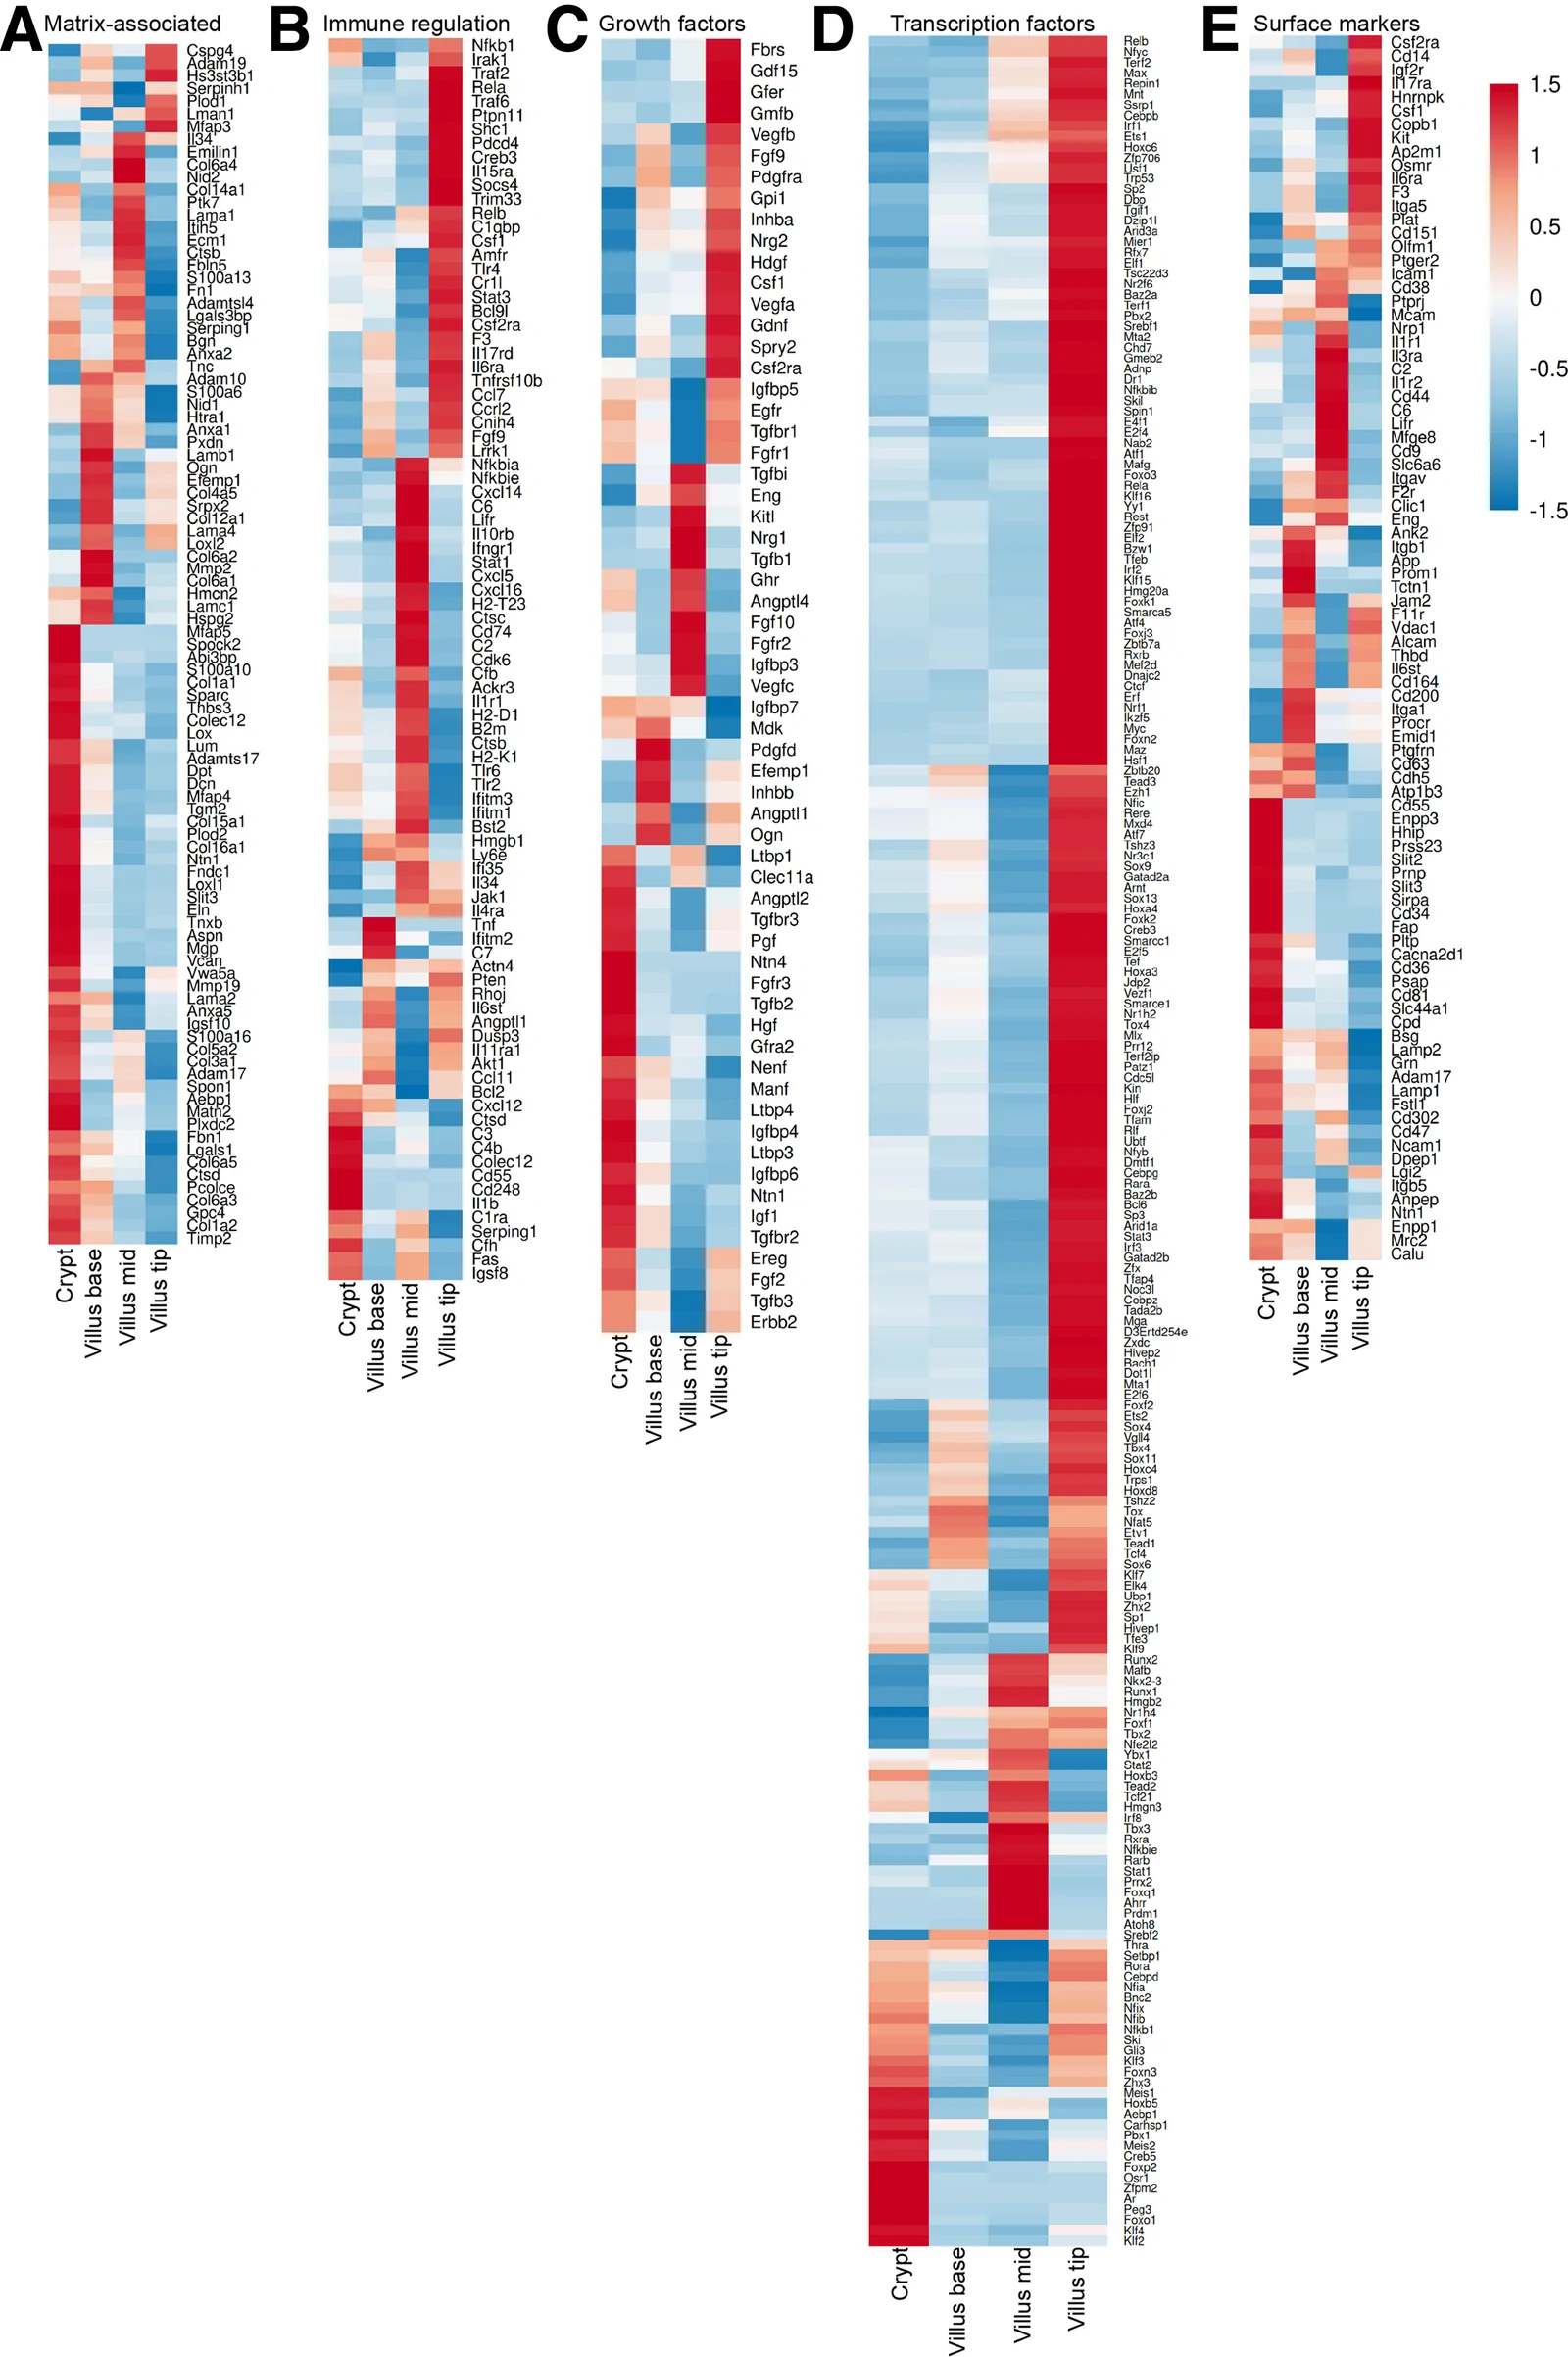
**Spatially zonated potential functions of intestinal Foxl1-lineage cells: growth, matrix, and immune regulation along the crypt-villus axis.** (*A–E*) Heatmaps of scRNA-seq data show expression patterns of matrix-associated genes (*A*), immune-regulatory genes (*B*), growth factors (*C*), transcription factors (*D*), and surface markers (*E*) in Foxl1-lineage subtypes located at the crypt, villus–base, villus–mid, and villus–tip.

Growth factor expression further emphasized functional specialization (Figure 7*C*). 

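Egfr, the EGF receptor (ENSMUSG00000020122, chromosome 11 from 16752203 to 16918158 of GRCm38), and its ligand gene Ereg (ENSMUSG00000029377, chromosome 5 from 91074622 to 91093646 of GRCm38) were highest in crypt-like cells, at 104 ± 33.3 (SD, n = 7) and 289 ± 94.9 (SD, n = 7) CPM, with log2 fold changes of 0.75 (standard error 0.17, adjusted p = 0.0012, higher in 5 of 7 libraries) and 1.40 (standard error 0.20, adjusted p = 1.8e-06, higher in 6 of 7 libraries) from edgeR. In villus-tip-like cells neither changed, with 0.20 (adjusted p = 0.43, higher in 4 of 6 libraries) and 0.23 (adjusted p = 0.46, higher in 2 of 6 libraries). Ereg passed there with a Cell Ranger-style UMI minimum (log2 fold change 0.76, adjusted p = 0.02, against 0.02 to 1 over 20 other settings). Igf1, a growth factor of epithelium and muscle (ENSMUSG00000020053, chromosome 10 from 87858265 to 87937042 of GRCm38), lay at 434 ± 79.4 CPM in crypt-like and 160.3 ± 71.7 in villus-tip-like cells. It rose in the former by 1.21 (standard error 0.20, adjusted p = 1.8e-05, higher in 7 of 7 libraries) and fell in the latter, with a log2 fold change of -0.90 (standard error 0.26, adjusted p = 0.0048, lower in 5 of 6 libraries). The TGFβ genes Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989 of GRCm38) and Tgfb3 (ENSMUSG00000021253, chromosome 12 from 86056745 to 86079041 of GRCm38) rose in crypt-like cells by 1.78 (standard error 0.19, adjusted p = 1.3e-08, higher in 7 of 7 libraries) and 1.55 (standard error 0.21, adjusted p = 7.6e-07, higher in 7 of 7 libraries), while Tgfb1 did not (log2 fold change -0.25, adjusted p = 0.51, lower in 3 of 7 libraries). In villus-tip-like cells Tgfb1 and Tgfb2 fell, with -0.95 (adjusted p = 0.015, lower in 5 of 6 libraries) and -1.37 (adjusted p = 3.3e-04, lower in 6 of 6 libraries), and Tgfb3 did not pass (log2 fold change 0.62, adjusted p = 0.057, higher in 4 of 6 libraries). Tgfb1 and Tgfb2 were set against a mean that includes the clusters where they rose, villus-mid-like for Tgfb1 and crypt-like for Tgfb2. The call for Tgfb1 was lost without library MAY25M (-0.96) and that for Tgfb2 without library MAY25N (-1.02), while Tgfb3 passed with the UMI minimum (log2 fold change 0.82, adjusted p = 0.038, against 0.038 to 0.51 over 20 other settings). Erbb2, a receptor that pairs with Egfr (ENSMUSG00000062312, chromosome 11 from 98412470 to 98437716 of GRCm38), was below the low-count filter, at 15.9 ± 9.29 CPM in crypt-like and 12.9 ± 8.00 in villus-tip-like cells (higher in 3 of 6 libraries, exact sign-flip p = 0.69). Across the growth factor genes that the study named, 5 of the 9 genes measured were higher and 1 lower (the same counts adjusted over the list alone) in crypt-like cells (camera adjusted p = 0.12, and adjusted p = 0.21 with an estimated correlation), and 1 higher and 4 lower (2 and 4 adjusted over the list alone) in villus-tip-like cells (camera adjusted p = 0.8, and adjusted p = 0.83 with an estimated correlation).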

Crypt and villus–tip Foxl1-lineage cells were prominent sources of epidermal growth factor receptor, epiregulin, erb-b2 receptor tyrosine kinase 2, insulin-like growth factor 1, and TGFβ, factors known to regulate epithelial growth, proliferation, and differentiation.^37^, ^38^, ^39^, ^40^, ^41^, ^42^, ^43^, ^44^, ^45^, ^46^, ^47^, ^48^, ^49^, ^50^, ^51^ In contrast, villus–base and villus–mid Foxl1-lineage cells mainly expressed growth factors predicted to act on mesenchymal, endothelial, and immune cells. 

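Vegfa, which drives growth and permeability of blood vessels (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369 of GRCm38), lay at 211 ± 126 (SD, n = 6) CPM in villus-tip-like cells against 119 ± 24.3 (SD, n = 7) in villus-base-like, 87.8 ± 33.2 (SD, n = 4) in villus-mid-like and 51.0 ± 37.4 (SD, n = 7) in crypt-like cells, and rose by a log2 fold change of 1.09 (standard error 0.21, adjusted p = 1.4e-04, higher in 6 of 6 libraries) from edgeR. Vegfb, a weaker relative (ENSMUSG00000024962, chromosome 19 from 6982473 to 6987651 of GRCm38), lay at 81.8 ± 38.7 CPM in villus-tip-like and 88.1 ± 41.6 in villus-mid-like cells and did not change in the former (log2 fold change 0.36, standard error 0.19, adjusted p = 0.11, higher in 5 of 6 libraries). It passed with a Cell Ranger-style UMI minimum, at 0.47 (adjusted p = 0.049, against 0.039 to 0.84 over 20 other settings), and without library M1, at 0.44. Vegfc, a growth factor of lymphatic vessels (ENSMUSG00000031520, chromosome 8 from 54077606 to 54187096 of GRCm38), lay at 132 ± 59.7 CPM in villus-mid-like cells against 57.9 ± 18.1 in crypt-like and 12.0 ± 14.7 in villus-tip-like cells, and rose in villus-mid-like cells by 1.97 (standard error 0.33, adjusted p = 3.7e-05, higher in 4 of 4 libraries), on 71 UMIs.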

Villus–tip Foxl1-lineage cells were uniquely enriched for the angiogenic factors vascular endothelial growth factor (VEGF)a and VEGFb, consistent with roles in modulating villus–tip vascular fenestration,^28^ whereas VEGFc, linked to lymphagiogenesis,^52^^,^^53^ was most abundant in villus–mid Foxl1-lineage cells.

Villus–tip Foxl1-lineage cells also showed particularly high expression of transcription factors (Figure 7*D*), including Myc/Max, Maf, Mta1, Mta2, Atf1, Etv1, and Bcl6. This population expressed genes associated with pluripotency programs, cell–cycle control, and chromatin remodeling, consistent with a dynamically regulated state with potential progenitor-like features.

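Etv1 and Bcl6, an activator and a repressor of transcription (ENSMUSG00000004151, chromosome 12 from 38779380 to 38870484 of GRCm38; ENSMUSG00000022508, chromosome 16 from 23965052 to 23988852 of GRCm38), rose in villus-tip-like cells by log2 fold changes of 0.94 (standard error 0.21, adjusted p = 4.5e-04, higher in 5 of 6 libraries) and 1.28 (standard error 0.33, adjusted p = 0.0023, higher in 4 of 6 libraries) from edgeR. The call for Etv1 was lost without library MAY25N (0.61) (adjusted p from 3.1e-06 to 0.062 over 20 other settings). Etv1 was higher in villus-base-like cells, at 411 ± 122 (SD, n = 7) against 246 ± 111 (SD, n = 6) CPM. Mta1 and Mta2, of the NuRD repressor complex, rose by 1.02 (standard error 0.24, adjusted p = 0.0011, higher in 6 of 6 libraries) and 0.68 (standard error 0.24, adjusted p = 0.017, higher in 5 of 6 libraries), and Max, the partner of Myc, by 0.44 (standard error 0.18, adjusted p = 0.048, higher in 4 of 6 libraries). The call for Mta2 was lost without library MAY25M (0.63) or MAY25N (0.66) and that for Max without library GFP (0.45), N1 (0.41), GFPF10 (0.39), GFPF24 (0.33), MAY25M (0.46) or MAY25N (0.40) (adjusted p from 0.017 to 0.53 over 20 other settings). Atf1 did not pass (log2 fold change 0.38, adjusted p = 0.16, higher in 3 of 6 libraries). Myc, a growth regulator (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374 of GRCm38), was below the low-count filter, with 86 UMIs in villus-tip-like, 46 in villus-base-like, 28 in crypt-like and 3 in villus-mid-like cells, the last all in libraries with fewer than 5 villus-mid-like cells and so outside the sums. It lay at 39.3 ± 26.2 CPM in villus-tip-like cells and was higher in 5 of 6 libraries, exact sign-flip p = 0.062, with a log2 fold change of 4.33 with no filter. Maf (ENSMUSG00000055435, chromosome 8 from 115682942 to 115707794 of GRCm38) had the reverse pattern. It had 0 UMIs in villus-tip-like cells, at least 80.3-fold lower than in crypt-like cells, where it lay at 212 ± 115 CPM and rose by 5.27 (adjusted p = 3.2e-13, higher in 7 of 7 libraries). Of the transcription factors that the study named, 7 of the 11 genes measured were higher and 1 lower (the same counts adjusted over the list alone) in villus-tip-like cells (camera adjusted p = 0.22, and adjusted p = 0.45 with an estimated correlation), which is not independent evidence.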

To facilitate translation to human studies and practical identification of Foxl1-lineage subsets, we analyzed surface-marker expression across Foxl1-lineage clusters (Figure 7*E*). Overall, these data reveal pronounced spatial zonation in Foxl1-lineage gene-expression programs along the crypt–villus axis, supporting specialized roles in ECM remodeling, epithelial morphogenesis, immune regulation, and regional growth factor signaling.

### Computational Ligand-Receptor Analysis Supports Major Signaling Pathways Between Foxl1-Lineage Cells and Epithelial Cells

To investigate how Foxl1-lineage cells communicate with the epithelium along the crypt–villus axis, we first examined expression of core Wnt and BMP pathway components (Figure 8*A*), which are central to intestinal zonation.^54^, ^55^, ^56^, ^57^, ^58^ Villus–tip Foxl1-lineage cells were the main source of BMP ligands. 

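In villus-tip-like cells Bmp3 and Bmp7 rose by log2 fold changes of 3.65 (standard error 0.26, adjusted p = 4.2e-12, higher in 6 of 6 libraries) and 3.08 (standard error 0.32, adjusted p = 5.2e-09, higher in 6 of 6 libraries) from edgeR (5.59 for Bmp3 with a Cell Ranger-style UMI minimum), and Bmp2, with 335 ± 119.7 (SD, n = 6) CPM against 167 ± 42.1 (SD, n = 7) in villus-base-like cells, by 1.28 (standard error 0.20, adjusted p = 6.3e-06, higher in 6 of 6 libraries). Bmp6 fell there, with a log2 fold change of -0.78 (adjusted p = 0.009, lower in 5 of 6 libraries), and was -0.37 (adjusted p = 0.26, against 0.0031 to 0.26 over 20 other settings) without library MAY25M. Of the BMP ligand genes, 4 of the 6 genes measured were higher and 1 lower (the same counts adjusted over the list alone) in villus-tip-like cells (camera adjusted p = 0.0011, and adjusted p = 0.082 with an estimated correlation) and 4 higher and 0 lower in villus-base-like cells (camera adjusted p = 4.9e-08, and adjusted p = 0.0083 with an estimated correlation). In crypt-like and villus-mid-like cells together, 0 higher and 4 lower were found (camera adjusted p = 1.3e-06, and adjusted p = 0.032 with an estimated correlation). Bmp5 and Bmp7 lay at means of 614 and 328 CPM in villus-tip-like cells and of 738 and 352 in villus-base-like cells. These 2 clusters were not tested against each other.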

Unexpectedly, they also showed strong enrichment of Wnt pathway components, including the β-catenin-Tcf complex, Rnf146, and Tnks, consistent with potential activation of Wnt signaling via Axin-dependent mechanisms.^59^ 

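Rnf146, a ubiquitin ligase that marks Axin for destruction (ENSMUSG00000038876, chromosome 10 from 29344176 to 29362442 of GRCm38), lay at 182 ± 98.3 (SD, n = 6) CPM in villus-tip-like cells against 83.1 ± 8.32 (SD, n = 7) in villus-base-like, 71.2 ± 14.3 (SD, n = 7) in crypt-like and 50.3 ± 11.3 (SD, n = 4) in villus-mid-like cells, and rose by a log2 fold change of 1.45 (standard error 0.16, adjusted p = 2.6e-08, higher in 5 of 6 libraries) from edgeR. Tnks, the tankyrase that prepares Axin for this ligase (ENSMUSG00000031529, chromosome 8 from 34826460 to 34965690 of GRCm38), lay at 39.9 ± 24.8 CPM in villus-tip-like and 40.3 ± 10.2 in villus-base-like cells, below the low-count filter (higher in 3 of 6 libraries, exact sign-flip p = 0.72). Ctnnb1, which encodes β-catenin (ENSMUSG00000006932, chromosome 9 from 120929216 to 120960507 of GRCm38), did not change (log2 fold change -0.22, standard error 0.14, adjusted p = 0.19, lower in 5 of 6 libraries). Of the Tcf factors that bind it, Tcf7l2 gave 0.29 (adjusted p = 0.24, higher in 4 of 6 libraries), and Tcf7, Tcf7l1 and Lef1 had 35, 50 and 0 UMIs. Transcript levels of these genes do not measure the activity of the pathway.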

Villus–tip Foxl1-lineage cells additionally expressed casein kinases required for canonical Wnt signaling in intestinal stem cells,^60^^,^^61^ as well as multiple subunits of the β-catenin destruction complex (Gsk3a/b, Apc, Ctnnb1, Axin1, Axin2). 

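Csnk1d and Csnk1e, casein kinases of the Wnt pathway, rose in villus-tip-like cells by log2 fold changes of 0.80 (standard error 0.16, adjusted p = 1.9e-04, higher in 5 of 6 libraries) and 0.71 (standard error 0.16, adjusted p = 6.5e-04, higher in 5 of 6 libraries) from edgeR. Csnk1g1, which acts at the receptor, rose by 0.90 (adjusted p = 0.004, higher in 6 of 6 libraries), or 0.78 (adjusted p = 0.057, against 0.001 to 0.057 over 20 other settings) without library MAY25M. Of the β-catenin destruction complex, the scaffold gene Axin1 (ENSMUSG00000024182, chromosome 17 from 26138688 to 26195811 of GRCm38) rose by 1.13 (standard error 0.31, adjusted p = 0.0033, higher in 4 of 6 libraries). Smaller changes passed for Gsk3a (log2 fold change 0.61, adjusted p = 0.015, higher in 4 of 6 libraries), Gsk3b (log2 fold change 0.35, adjusted p = 0.037, higher in 3 of 6 libraries) and Apc (log2 fold change 0.60, adjusted p = 0.022, higher in 5 of 6 libraries), and each was lost in other settings, Gsk3a without library GFPF10 (0.53), MAY25M (0.61) or MAY25N (0.56), Gsk3b without library GFPF10 (0.34), GFPF24 (0.25), MAY25M (0.32) or MAY25N (0.31) and Apc without library GFPF10 (0.50), MAY25M (0.62) or MAY25N (0.69). Over 20 settings their adjusted p reached 0.25, 0.68 and 0.24. Gsk3b lay at 292 ± 77.0 CPM in villus-tip-like and 232 ± 48.0 in crypt-like cells, so that all clusters carry this kinase. Across the intracellular Wnt components that the study named, 9 of the 15 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in villus-tip-like cells (camera adjusted p = 0.041, and adjusted p = 0.34 with an estimated correlation), which is not independent evidence.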

The upstream Wnt source for this pathway in villus–tip Foxl1-lineage cells remains unclear, but villus–mid Foxl1-lineage cells represent a plausible candidate based on their expression of canonical or dual Wnt ligands.

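Wnt2b, a canonical Wnt ligand (ENSMUSG00000027840, chromosome 3 from 104945272 to 104961921 of GRCm38), lay at 47.8 ± 39.0 (SD, n = 4) CPM in villus-mid-like and 29.5 ± 17.8 (SD, n = 7) in crypt-like cells (21 and 219 UMIs) against 4.41 ± 5.40 (SD, n = 7) in villus-base-like and 2.08 ± 5.10 (SD, n = 6) in villus-tip-like cells. It was below the low-count filter. In villus-mid-like cells it was higher in 3 of 4 libraries, exact sign-flip p = 0.25, with a log2 fold change of 3.35 with no filter, and in crypt-like and villus-mid-like cells together against the other pair it was higher in 6 of 7 libraries, exact sign-flip p = 0.031, with 4.59. The latter test takes crypt-like cells alone in libraries without a villus-mid-like sum. In villus-tip-like cells Wnt2b had 1 UMI. Rspo3 alone of the 12 canonical Wnt ligand and R-spondin genes passed the low-count filter, and it rose in villus-mid-like cells by a log2 fold change of 1.90 (standard error 0.37, adjusted p = 3.2e-04, higher in 3 of 4 libraries) from edgeR. The call was lost without library MAY25N (1.77) (adjusted p from 4.4e-07 to 0.095 over 20 other settings). With 1 gene the list could not be tested. Where more of its genes passed that filter, the camera adjusted p in villus-mid-like cells was 0.02 without library GFPF10, 0.14 without GFP and 0.11 with at least 10 cells per sum, and in crypt-like and villus-mid-like cells together 0.0033, 0.0037 and 0.0021, all with positive medians. With no filter it was 0.13 and 0.064.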

**Figure 8:**
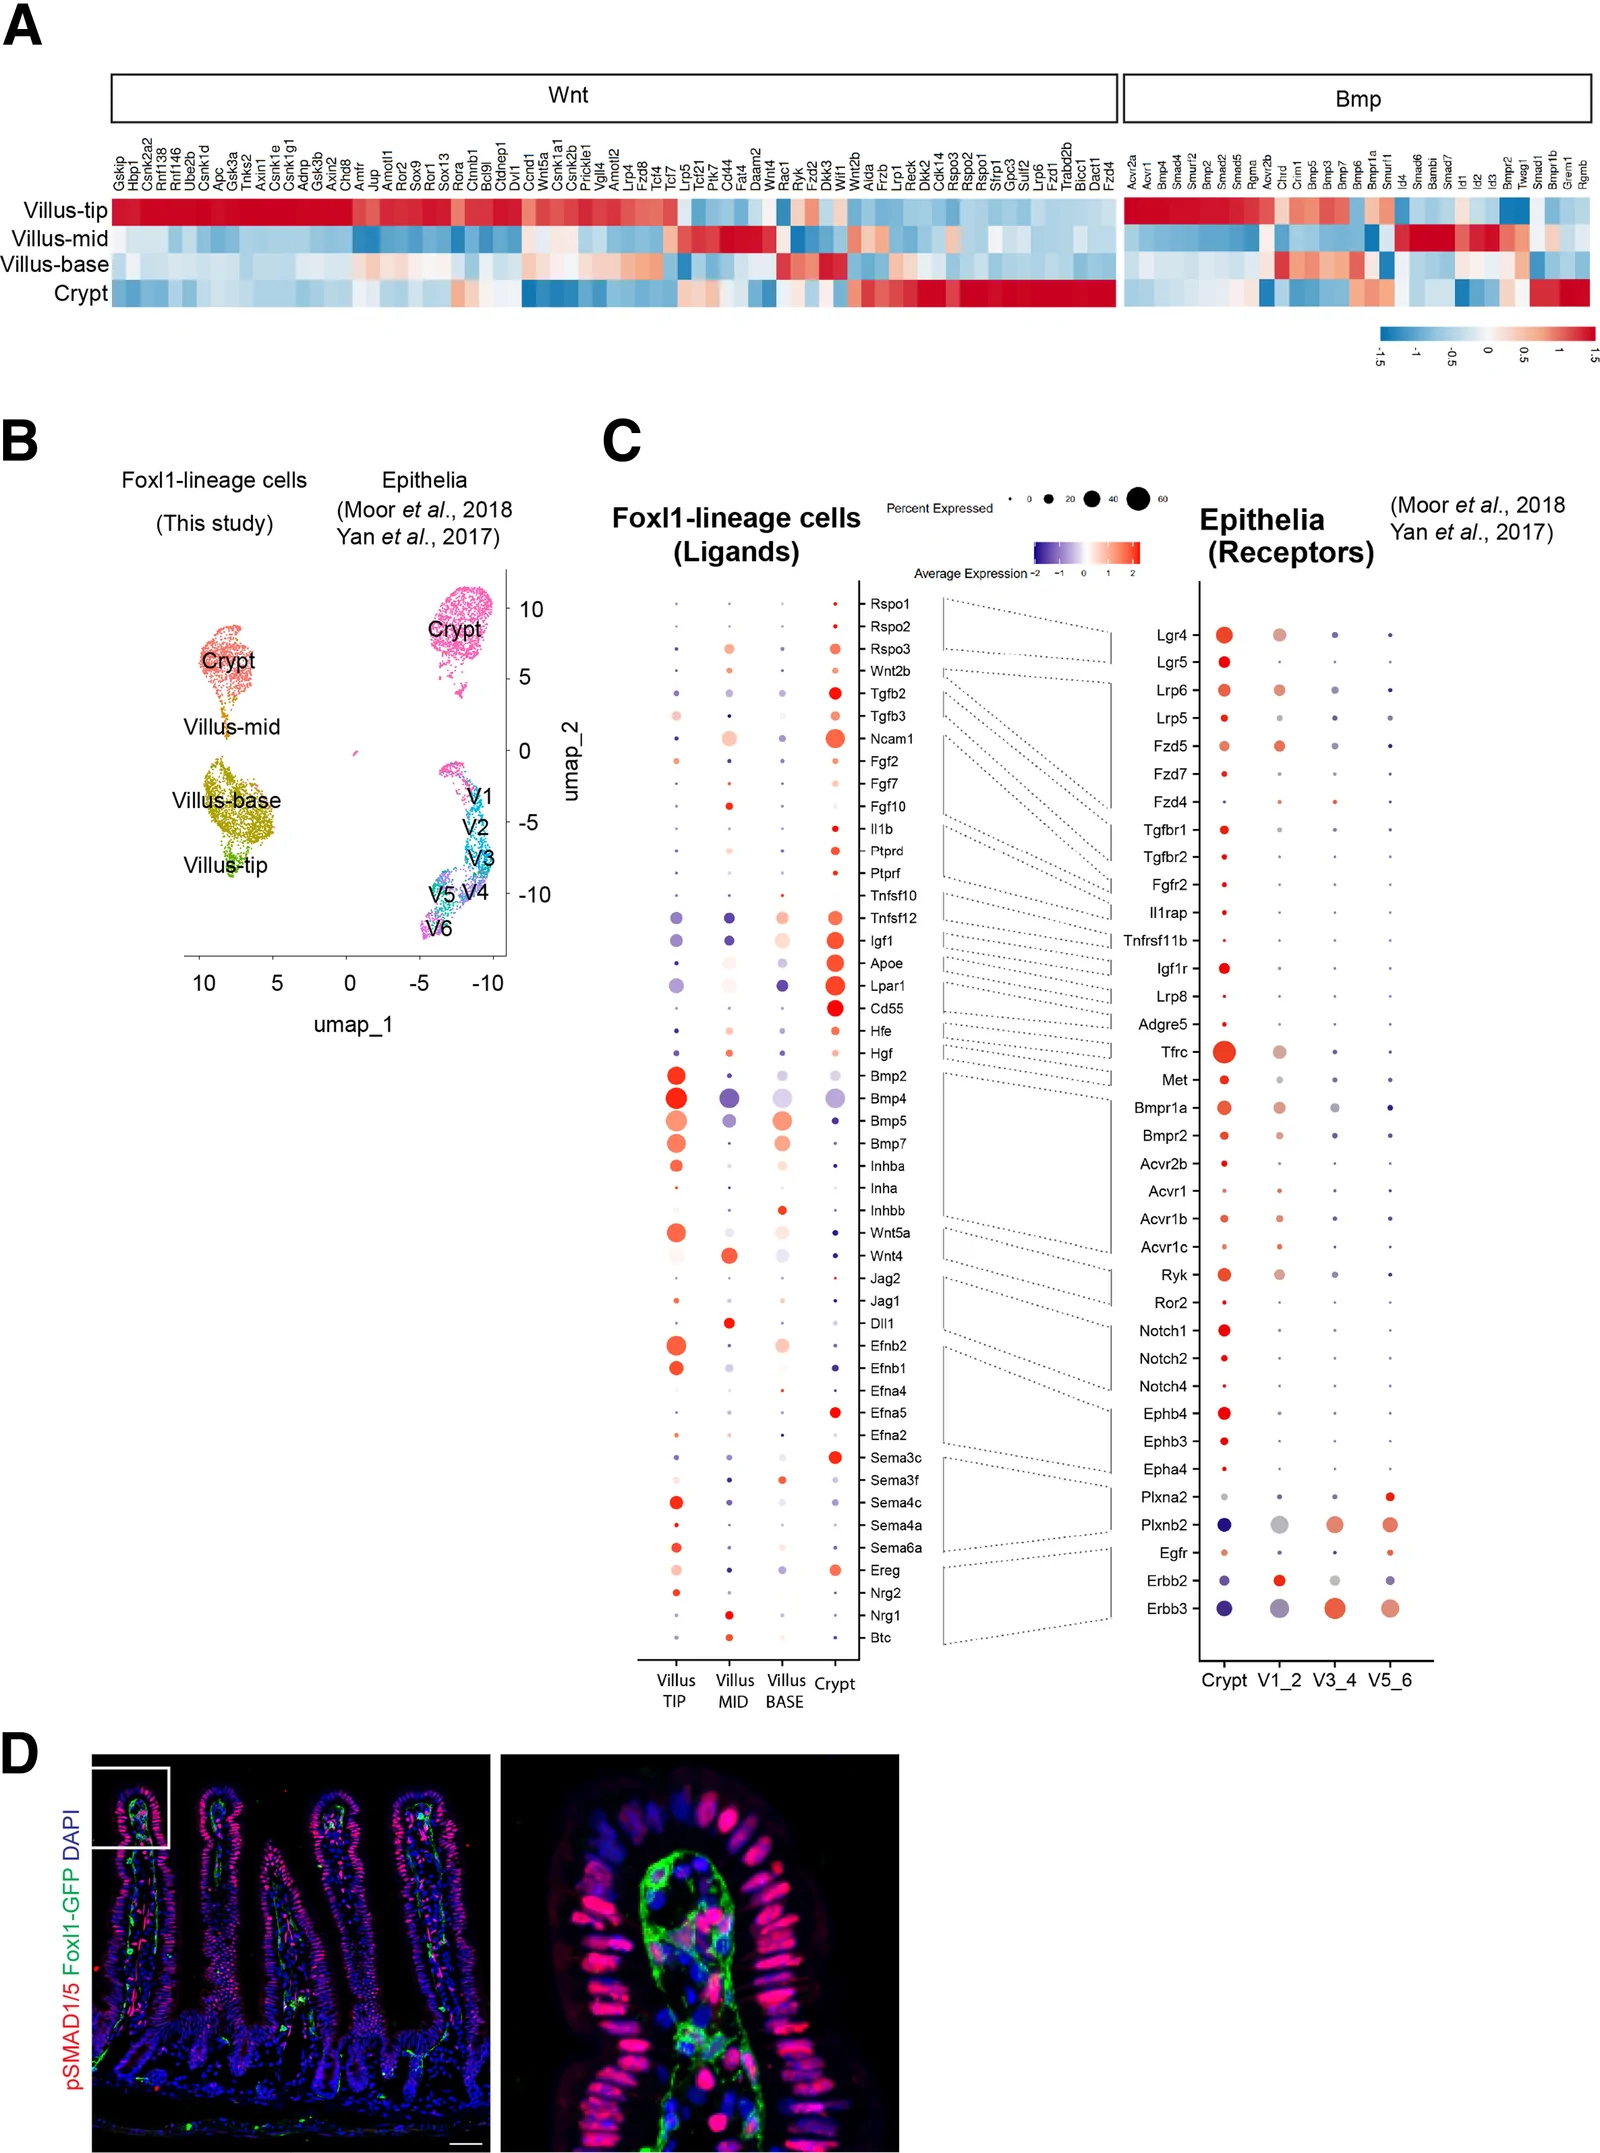
**Computational ligand-receptor analysis supports major signaling pathways between Foxl1-lineage cells and epithelial cells.** (*A*) Heatmaps of scRNA-seq data illustrate gene expression patterns in the Wnt and BMP pathways in Foxl1-lineage subtypes located at the crypt, villus–base, villus–mid, and villus–tip. (*B*) UMAP projection showing the spatial organization of Foxl1-lineage cells and epithelial cells, with each point representing a single cell color-coded by its assigned cluster. V1 to V6 correspond to epithelial regions along the villus axis from villus–base to villus–tip. (*C*) Dot plot illustrating predicted ligand–receptor interactions between Foxl1-lineage cells (ligands) and epithelia (receptors) across the crypt–villus axis. *Dashed lines* connect ligands to their corresponding receptors, indicating potential signaling interactions. (*D*) Immunofluorescence of mouse jejunum sections from Foxl1Cre; Rosa-mTmG stained for GFP and phosphorylated SMAD1/5, indicating BMP signaling activity, reveals a gradient of BMP signaling from the villus tip to crypt epithelium, with BMP activity in GFP+ villus–tip Foxl1-lineage cells. DAPI, 4′,6-diamidino-2-phenylindole.

To systematically evaluate ligand–receptor relationships, we applied CellphoneDB^62^ ligand–receptor interaction analysis to Foxl1-lineage cells and jejunal epithelial cells^27^^,^^63^ (Figure 8*B* and *C*). 

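Fgf7, a fibroblast growth factor of epithelium, lay at 44.3 ± 29.7 (SD, n = 7) CPM in crypt-like cells against 1.71 ± 2.73 (SD, n = 7) in villus-base-like and 0.263 ± 0.644 (SD, n = 6) in villus-tip-like cells, and rose by a log2 fold change of 3.81 (standard error 0.45, adjusted p = 6.5e-08, higher in 7 of 7 libraries) from edgeR. The TNF family ligand gene Tnfsf12 rose by 0.69 (standard error 0.12, adjusted p = 2.5e-05, higher in 7 of 7 libraries) and the iron regulator gene Hfe (ENSMUSG00000006611, chromosome 13 from 23702034 to 23710854 of GRCm38) by 1.21 (standard error 0.21, adjusted p = 2.7e-05, higher in 7 of 7 libraries). Hgf, a growth factor of epithelium, gave 0.64 (adjusted p = 0.035, higher in 6 of 7 libraries), and its call was lost without library GFP (0.50), M1 (0.62), GFPF10 (0.58) or MAY25N (0.85) (adjusted p from 0.0077 to 0.13 over 19 other settings). Fgf10 and Il1b were below the low-count filter. Fgf10 lay at 23.6 ± 11.3 CPM in crypt-like cells (higher in 7 of 7 libraries, exact sign-flip p = 0.016) and Il1b at 45.0 ± 19.5 (higher in 7 of 7 libraries, exact sign-flip p = 0.016). Across crypt ligands, 8 of the 8 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in crypt-like cells (camera adjusted p = 2.4e-05, and adjusted p = 0.038 with an estimated correlation). Receptors on crypt epithelium were not compared, since the 331 cells of the epithelial cluster were too few to divide along the axis.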

Ligands enriched in crypt-associated Foxl1-lineage cells paired with receptors that were preferentially expressed in crypt epithelium, including R-spondins, Wnts, TGFβ, fibroblast growth factors, interleukin1, tumor necrosis factor, insulin-like growth factor, hepatocyte growth factor, and the iron regulator Hfe. In contrast, many ligands enriched in villus Foxl1-lineage cells had their highest matching receptor expression in crypt rather than villus epithelial cells, particularly for BMP, non-canonical Wnt, Notch, and Eph-ephrin pathways. Semaphorin and epidermal growth factor receptor signaling showed more closely matched zonated expression in both villus Foxl1-lineage cells and villus epithelium (Figure 8*C*).

To test these computational predictions, we assessed phosphorylation of SMAD1/5 as readout of BMP pathway activation. Although BMP receptors were most abundant in crypt epithelial cells and decreased toward the villus epithelium, phospho-SMAD1/5 signal was highest at the villus tip, indicating that pathway activation is primarily driven by ligand availability rather than receptor abundance. Notably, villus–tip Foxl1-lineage cells themselves displayed a graded pattern of SMAD1/5 phosphorylation (Figure 8*D*), suggesting spatially organized BMP signaling within the Foxl1-lineage network as well as in the overlying epithelium.

In summary, single-cell transcriptomics combined with spatial mapping and reporter analysis delineates 4 Foxl1-lineage populations along the crypt–villus axis, each with distinct transcriptional, matrix, immune, and growth factor signatures. Crypt-associated Foxl1-lineage cells are enriched for canonical Wnt, BMP antagonists, and niche-associated ECM programs, and show strongest predicted signaling to the crypt epithelium. Villus–base and villus–tip Foxl1-lineage cells instead exhibit higher PDGFRα, contractility-related and BMP programs, and region-specific growth factor and angiogenic profiles, whereas villus–mid Foxl1-lineage cells display immune-modulatory and inflammatory signatures. Computational ligand–receptor analyses, together with phosphor-SMAD1/5 staining, support a model in which Foxl1-lineage cells form spatially organized signaling domains that may coordinate BMP, Wnt, and other pathways between mesenchyme and epithelium along the crypt–villus axis.

## Discussion

A continuous subepithelial fibroblast network, referred as the “pericryptal mesenchymal syncytium,” has been recognized since the 1980s, based on detailed electron microscopy studies that revealed its 3-dimensional architecture.^18^^,^^64^, ^65^, ^66^, ^67^, ^68^ Despite these foundational observations, the specific cell types within this network, and their roles in regulating stem cell activity and intestinal regeneration, have remained poorly defined.

This study delineates the molecular signatures of subepithelial Foxl1-lineage populations, previously identified as telocytes, along the crypt–villus axis and suggests that they act as important coordinators of cellular growth and differentiation in the intestine. Telocytes are distinguished by their unique structural features, especially long, thin extensions (telopodes) that form an interconnected 3-dimensional meshwork beneath the epithelium.^2^^,^^4^^,^^69^, ^70^, ^71^, ^72^, ^73^, ^74^, ^75^, ^76^, ^77^ This network is not homogeneous: Foxl1-lineage telocyte populations show marked transcriptional heterogeneity, resolving into 4 spatially distinct subpopulations that group into 2 molecularly related pairs. Crypt and villus–mid Foxl1-lineage cells are enriched for canonical Wnt signaling components, whereas villus–base and villus–tip Foxl1-lineage cells predominantly express noncanonical Wnt and BMP ligands. This alternating arrangement suggests that neighboring Foxl1-lineage subtypes are interconnected and may help establish and maintain signaling gradients along the crypt–villus axis, thereby influencing epithelial cell–fate decisions and contributing to intestinal homeostasis.

The close transcriptomic similarity between villus–mid and crypt Foxl1-lineage cells, particularly their shared enrichment for canonical Wnt components, likely reflects parallel roles in supporting proliferative and protective functions within their respective epithelial territories. Although the crypt is the principal proliferative zone, villus–mid Foxl1-lineage cells may maintain a Wnt-responsive state that positions them to support rapid epithelial regeneration following injury. Because Wnt signaling intersects with major inflammatory and regenerative pathways,^78^, ^79^, ^80^, ^81^ villus–mid Foxl1-lineage cells may function as a reserve niche capable of engaging regenerative programs when tissue damage requires enhanced repair.

Our ligand–receptor analyses revealed a notable spatial pattern: ligands enriched in villus Foxl1-lineage cells often had their corresponding receptors more highly expressed in crypt epithelium than in villus epithelium. This apparent spatial separation does not necessarily imply direct villus-to-crypt signaling; rather, it highlights that receptor expression alone does not determine where pathway activity is realized. Instead, effective signaling depends on the combined distribution of ligands, inhibitors, and intersecting pathways.

BMP signaling illustrates this principle. BMP receptors are most abundant in crypt epithelial cells, yet phosphorylated SMAD1/5, the active readout of BMP signaling, shows a steep gradient with highest levels at the villus tip (Figure 8*D*). This divergence between receptor abundance and pathway activation is consistent with the zonated distribution of ligands and inhibitors: BMP ligands are enriched in villus–tip Foxl1-lineage cells, whereas BMP antagonists (Grem1, Chrd, Bambi) are concentrated in crypt, villus–base, and villus–mid Foxl1-lineage cells. 

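Chrd, which binds BMP ligands (ENSMUSG00000006958, chromosome 16 from 20733127 to 20742384 of GRCm38), lay at 129 ± 42.5 (SD, n = 7) CPM in villus-base-like, 73.0 ± 37.4 (SD, n = 6) in villus-tip-like, 37.2 ± 16.0 (SD, n = 7) in crypt-like and 5.11 ± 7.88 (SD, n = 4) in villus-mid-like cells. It rose in villus-base-like cells by a log2 fold change of 2.65 (standard error 0.22, adjusted p = 2.8e-10, higher in 7 of 7 libraries) from edgeR. In villus-tip-like cells it also passed (log2 fold change 1.13, adjusted p = 0.0057, higher in 4 of 6 libraries), though not without library MAY25N, at 0.96 (adjusted p = 0.12, against 0.0043 to 0.12 over 20 other settings). Bambi, a decoy receptor of BMP (ENSMUSG00000024232, chromosome 18 from 3507923 to 3516404 of GRCm38), lay at 94.1 ± 52.0 (SD, n = 4) CPM in villus-mid-like cells on 50 UMIs against 17.2 ± 8.96 (SD, n = 7) in crypt-like, 5.51 ± 4.54 (SD, n = 7) in villus-base-like and 1.44 ± 2.83 (SD, n = 6) in villus-tip-like cells. It was below the low-count filter and higher in 4 of 4 libraries, exact sign-flip p = 0.12, with a log2 fold change of 3.58 with no filter.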

Inputs from additional pathways, such as retinoic acid signaling,^82^, ^83^, ^84^, ^85^ likely further shape this landscape. Together, these features suggest that Foxl1-lineage–derived signals help establish functional BMP gradients that cannot be inferred from receptor expression alone.

Previous scRNA-seq studies of intestinal stroma typically described telocytes as a relatively uniform Foxl1+ population. However, Foxl1 is expressed at low levels and is often recorded as “zero” in droplet-based scRNA-seq, which captures only a fraction of cellular transcripts. Combined with transcriptomic similarity between telocytes and other stromal cells, this limitation has made telocytes difficult to identify without structural context. By integrating scRNA-seq with Foxl1Cre-based reporter lines and smFISH, we define 4 subepithelial Foxl1-lineage telocyte subtypes with distinct, spatially restricted expression of signaling molecules.

Our data further indicate that crypt-associated Foxl1-lineage cells, although structurally distinct, are molecularly close to neighboring mesenchymal populations such as Ackr4+ trophocytes, suggesting potential developmental or functional relationships between these stromal cell types. One possibility is that telocytes arise from other mesenchymal cells in response to local cues, acquiring characteristic morphology and signaling programs to fulfill specialized roles in tissue maintenance and regeneration.

Future work dissecting how telocytes operate as an integrated network, and how individual telocyte subtypes contribute to stem cell regulation, injury responses, and disease states, will be essential for uncovering additional mechanisms of intestinal homeostasis and regeneration.

## Materials and Methods

### Human Samples

The study on human subjects was approved by the Helsinki Institutional Review Board of the Hadassah Medical Center (HMO-0165-19). All patients signed an informed consent.

### Mice

Foxl1-Cre mice^16^ or Foxl1CreERT2 mice^19^ were crossed with the following lines:

Rosa-membrane-targeted dimer tomato protein (mT) or membrane targeted green fluorescent protein (mG) (Rosa-mTmG)^17^ (Jackson Laboratories; #007676) or Rosa-Rainbow.^22^ This produced the Foxl1Cre; Rosa-mTmG, Foxl1CreERT2; Rosa-mTmG and Foxl1CreERT2; Rosa-Rainbow.

The Ackr4-CreERT2 mouse model was generated by the Shanghai Model Organisms Center Inc using CRISPR/Cas9-mediated homologous recombination to insert a CreERT2-WPRE-polyA cassette immediately upstream of the ATG start codon of the Ackr4 gene. Ackr4-CreERT2 mice were then crossed with the Rosa-ZsGreen reporter mice (Jackson Laboratories; ME #007906) to produce Ackr4-CreERT2; Rosa-ZsGreen mice.

All animal experiments were approved by the Animal Care and Use Committee of the Hebrew University of Jerusalem.

### Tamoxifen Treatment

To induce Foxl1-CreERT2; Rosa-mTmG, Foxl1-CreERT2; Rosa-Rainbow or Ackr4-CreERT2; Rosa-ZsGreen mice, tamoxifen (Sigma-Aldrich; #10540-29-1) was dissolved in corn oil at a concentration of 30 mg/mL by shaking overnight at 37 °C. The solution was then administered intraperitoneally at a dose of 150 mg/kg body weight. Mice were injected once daily for the designated consecutive days and sacrificed for analysis.

### Tissue Fixation by Transcardiac Perfusion

Mice were anesthetized by intraperitoneal injection of ketamine/xylazine mixture (7.5% ketamine, 42.5% xylazine, v/v in saline). The thoracic cavity was opened to expose the heart, and a 23 G needle connected to a peristaltic pump was inserted into the left ventricle, followed by an incision of the right atrium to allow outflow. Phosphate-buffered saline (PBS; 10–20 mL) was first perfused to remove blood, after which 4% paraformaldehyde (PFA) in PBS was perfused at a constant flow rate. Each mouse received approximately 30 mL of fixative. Following perfusion, the jejunum or colon was dissected and post-fixed in 4% PFA at 4 °C overnight.

### Histology

Tissues were embedded in optimum cutting temperature compound (Tissue-Tek; #4586) for cryosectioning. For the Ackr4CreERT2; Rosa-ZsGreen mouse model, jejunum tissue was embedded in paraffin, and antigen retrieval was performed prior to immunostaining.

### Clearing of Human and Mouse Intestines

Intestinal tissues from both humans and mice were fixed in 4% PFA overnight at 4 °C and subsequently washed in PBS overnight at 4 °C. Tissues were then cleared for 6 hours using X-Clarity Electrophoretic Tissue Clearing (ETC) system (LOGOS Biosystems), following the manufacturer’s protocol, as previously described.^7^

### Immunofluorescence of Cleared Whole Tissue

Prior to staining, cleared intestine was blocked with 10% fetal bovine serum in PBS for 1 hour. Primary and secondary antibodies were diluted in a blocking solution containing 0.3% Triton X-100 and incubated for 48 hours at 4 °C each. Finally, the tissue was mounted en bloc on an image slide using 0.5-mm thick adhesive silicon isolator mounted in Histodenz solution (88% Histodenz [w/v] in 0.02 M PBS).

### Immunofluorescence Staining

Tissues were embedded in optimum cutting temperature compound, and antibodies were diluted in CAS-Block (Invitrogen; 008,120). Antigen retrieval for Foxl1 and C3 was performed in citrate buffer (pH 6.0; Vector; H3300) using a pressure cooker (Electron Microscopy Science). All primary and secondary antibodies were diluted in CAS-Block (Invitrogen; 008,120). For 100-μm thick sections, tissues were incubated with primary antibodies for 48 hours at 4 °C in a staining dish. Foxl1 immunostaining was performed as previously described.^9^ Antibody information is listed in Table 1.

**Table 1:** Antibody Information

Antibody	Catalogue#	Company	Dilution
Alcam	AF656-SP	Novus Biological	1:300
C3	21337-1-AP	Thermo Fisher	1:50
CD302	LS-C801732	LS Bio	1:100
CD31	557355	BD Pharmingen	1:100
CD34	14-0341-82	Thermo Fisher	1:100
CD45-APC	103112	ABCAM	1:100
CD81-APC	104909	Bio Legend	1:50
Dclk1	62257	Cell Signaling	1:300
E-Cad	610182	DB Biosciences	1:300
EpCAM	ab71916	ABCAM	1:500
Foxl1	Kind gift from Prof. Klaus Kaestner	References^7^^,^^9^	1:1500
GFP	ab6673	ABCAM	1:500
GFP	NB100-1614	Novus Biological	1:250
H3K9me3	Ab8898	ABCAM	1:100
Lyve1	MAB2125	R&D Systems	1:100
pSMAD1/5	MAB9516	Cell Signaling	1:500
mPDGFRα	AF1062	R&D Systems	1:100
hPDGFRα	AF-307-NA	R&D Systems	1:200
Postn	AF2955	R&D Systems	1:400
PDPN-APC	127418	Bio Legend	1:100
RFP	600-401-379	Thermo Fisher	1:500
αSMA	ab5694	ABCAM	1:250
Spon1 (F-Spon) R4	Kind gift from Prof. Avihu Klar	References^86^^,^^87^	1:1000
TNC	AB19011	Merck	1:300
Tuj1	BLG-801201	Bio Legend	1:500
H3K9me3	ab8898	ABCAM	1:100

### Quantification of Epithelial Cells Contacted by a Single Foxl1-Lineage Cell

To quantify the number of epithelial cells contacted by a single Foxl1-lineage cell, we analyzed jejunal sections from both Foxl1CreERT2; Rosa-mTmG mice induced with a single tamoxifen injection and Foxl1CreERT2; Rosa-Rainbow mice induced with 3 tamoxifen injections. For each reporter line, an individual Foxl1-lineage cell was identified by continuous reporter signal. For crypt region analyses, sections including the basal crypt surface were selected. The intestinal epithelium was labeled by EpCAM immunostaining. Epithelial cells were considered to be in contact with a Foxl1-lineage cell if any portion of a reporter-positive cell process made contact with an EpCAM+ epithelial cell. The total number of contacted epithelial cells for each Foxl1-lineage cell was then counted.

### Single-Molecule RNA Fluorescence In Situ Hybridization

We employed Foxl1Cre; Rosa-mTmG mice 6 to 8 weeks of age. Tissue fixation was performed in 4% PFA. Custom probe libraries, designed using the Stellaris FISH probe designer software, were utilized to hybridize with a desired coding RNA (Bio Search Technologies, Inc) and coupled to Cy5, TMR, or Alexa 594.

Cryosections (7-μm thickness) were collected on poly-L-lysine-coated slides (Sigma; #P8920) and prepared for hybridization according to the protocol^88^ with some adaptations. Briefly, tissue sections were digested with proteinase K (10 μg/mL; Ambion; AM2546) for 10 minutes and washed twice in 2× saline-sodium citrate (SSC; Ambion; AM9765). Sections were then washed in wash buffer (20% formamide [Ambion; AM9342], 2× SSC) for 5 minutes before hybridization with smFISH probes diluted 1:3000 in hybridization buffer (10% dextran sulfate [Sigma; D8906], 20% formamide, 1 mg/ml *E coli* transfer RNA (Sigma; R1753), 2× SSC, 0.02% bovine serum albumin (Ambion; AM2616), 2 mM vanadyl-ribonucleoside complex (NEB; S1402S) at 30 °C overnight. Following hybridization, sections were washed with wash buffer containing 100 ng/mL 4′,6-diamidino-2-phenylindole (Sigma-Aldrich; D9542) at 30 °C for 30 minutes. GFP antibody was diluted in the hybridization buffer, and Alexa 488 secondary antibody was diluted in the GLOX buffer (10 mM TRIS pH8.0 [Ambion; #M9856], 2× SSC, 0.4% glucose [Sigma; #G8270]) for 20 minutes at room temperature. Imaging was performed on a Nikon-A1R HD25 microscope with a 100× oil-immersion objective.

### Single-Molecule RNA Fluorescence In Situ Hybridization Quantification

The crypt–villus axis of the jejunum was divided into 4 distinct regions: crypt, villus–base (including the crypt–villus junction), villus–mid, and villus–tip, which comprises the upper one-third of the villus. Cell segmentation and automatic transcript quantification were performed in the MATLAB program (MATLAB release R2020b, MathWorks) using TransQuant transcript as described previously.^89^

### Microscopy

Microscopes used in the study:

• Nikon Eclipse Ti2 Confocal System (Nikon).
• Nikon TI2-LA-FL EPI-FL module for smFISH technology (Nikon).

Image processing was performed using Fiji, Imaris v10.0, or NIS Elements software packages.

### Single-Cell Isolation of Foxl1-Lineage Cells

Jejunum tissues were dissected from 7-8-week-old male Foxl1-Cre; Rosa-mTmG mice. Mesenchymal cells were isolated as previously described.^7^ GFP+ cells were then isolated by FACS sorting. Viable cells were gated using 4′,6-diamidino-2-phenylindole exclusion, and doublets were removed based on forward and side scatter profiles. Sorting was performed using Aria III UPG sorter. Epithelial and immune cells were excluded using EpCAM-APC and CD45-APC antibodies.

### Computational Methods

#### Single-cell RNA sequencing analysis

GFP+ sorted cells were loaded onto a Chromium single-cell 3′ v2 chip (10x Genomics) or Chromium Next GEM Single Cell Gene Expression v3.1 (3′) (10x Genomics) and libraries were prepared according to the manufacturer’s protocol. The scRNA-seq libraries were sequenced on the Illumina NextSeq500 sequencing system in a 28-bp and 56-bp as paired-ended. Seven single-cell datasets (Chromium; 10x Genomics) were filtered, retaining cells with less than 5% mitochondrial gene transcripts, more than 200 but fewer than 6000 detected genes, and 60,000 unique molecular identifiers. The resulting dataset included 256, 638, 326, 711, 253, 1204, and 4222 cells per sample. Data were normalized using the Seurat SCTransform (v2) function. Integration was performed using the IntegrateData function in Suerat, generating an integrated object comprising 7610 cells and 20,292 genes. Principal component analysis (PCA) and Uniform Manifold Approximation and Projection (UMAP) were used for dimensionality reduction. Clustering identified 18 clusters at a resolution of 0.4, using the first 50 PCA dimensions and 3000 integration features. Differentially expressed genes were identified by comparing each Foxl1-lineage cluster with the other 3 clusters. The resulting gene lists were analyzed for functional enrichment analysis using the ggplot2 R package to identify unique Gene Ontology terms. The Gene Ontology annotation displayed in the figure was selected manually to ensure a diverse representation of biological processes and to minimize repetitive or redundant terms. This approach was taken to provide a clearer and more informative summary of the functional enrichment analysis results.

#### Comparing this study dataset with that of McCarthy et al

Mouse small intestine whole-mesenchyme scRNA-seq datasets (GEO samples GSM4196131 and GSM4196132) were processed following the approach of McCarthy et al. Cells were retained if they showed less than 10% mitochondrial transcript content, contained more than 1500 detected transcripts, and included genes expressed in ≥100 single cells. Sequencing data were analyzed using Seurat (version 5.2.1) in R (version 4.4.3). After individual filtering, datasets were merged, normalized, log-transformed, and scaled. Clustering was performed using the first 50 principal components at a resolution of 0.4, yielding 20 clusters. Clusters expressing the hematopoietic marker Cd45 (Ptprc) were excluded. This resulted in 14 clusters comprising 3803 cells, 6 of which were identified as Foxl1-lineage populations based on marker gene expression. These clusters were further subsetted, and module scores for this study clusters 2, 0, 15, and 11 were calculated using Seurat’s AddModuleScore function. For each Foxl1-lineage cluster, the top 50 differentially expressed genes (compared with the other 3 Foxl1-lineage clusters) were identified, and their module scores visualized using Seurat’s RidgePlot function.

#### Foxl1-lineage cells–epithelia ligand–receptor analysis

scRNA-seq datasets of Lgr5-eGFP-negative cells (Chromium, 10x Genomics; accessions GSM2644349 and GSM2644350)^63^ were merged using the Seurat “merge” function. Based on zonation profiles reconstructed as described by Moor et al,^27^ 1383 cells were assigned to either the crypt or 1 of 6 villus zones (V; from villus–base to villus–tip): crypt (235 cells), V1 (247), V2 (168), V3 (68), V4 (312), V5 (209), and V6 (144).

The Lgr5-eGFP-positive compartment of these datasets (Chromium; 10x Genomics; accessions GSM2644349 and GSM2644350) was filtered to retain only cells with less than 10% mitochondrial gene transcripts and more than 100 but fewer than 5000 detected genes. After filtering, 638 and 778 cells from each dataset were added to the 235 Lgr5-eGFP-negative cells annotated as crypt.

The Foxl1-lineage clusters (2, 0, 15, and 11) were combined with the Lgr5-eGFP-negative and the 2 Lgr5-eGFP-positive epithelial cells into a single Seurat object (totaling 5608 cells). The data were normalized using Seurat SCTransform (v2), and PCA and UMAP were performed using the first 30 principal components.

Visualization in low-dimensional space (UMAP), as well as dot plots, violin plots, and heatmaps, were performed using Seurat’s built-in visualization functions. Figures were further customized using the ggplot2 R package6 as needed. For bulk RNA-seq analysis, scaled data were retrieved from the data layer of the dot plot objects. Heatmaps of these scaled counts were created using a custom wrapper script for the pheatmap R function. Differentially expressed genes between selected clusters were identified using Seurat’s FindMarkers function, which applies the Wilcoxon rank-sum test by default. Single-cell analysis was performed using Seurat version 5.2.0^90^, ^91^, ^92^ in R version 4.4.3.

#### CellphoneDB predicted ligand–receptor interactions

Relevant cell–cell interactions were classified into T|E, involving Foxl1-lineage cells/telocytes and epithelial clusters. For each group, dot plots were generated based on either significant mean expression (mean values are shown only if *P* < .05).

### Statistics

Statistical and graphical data analyses were conducted using GraphPad Prism 9.5.1. The number of replicates for each experiment and the statistical tests performed are detailed in figure legends.

## Supplementary Material

Supplementary Table 2

Supplementary Video 1 **A single Foxl1-lineage cell contacts the crypt base epithelium.** Immunofluorescence of a 30-μm longitudinal section from the jejunum of a Foxl1CreERT2; Rosa-mTmG mouse, following a single, low-efficiency tamoxifen induction, highlights the structure and spatial distribution of individual Foxl1-lineage cells at the crypt region.

Supplementary Video 2 **Foxl1-lineage cells contact the villus epithelium.** Immunofluorescence of a 30-μm longitudinal section from the jejunum of a Foxl1CreERT2; Rosa-mTmG mouse, following a single, low-efficiency tamoxifen induction, highlights the structure and spatial distribution of Foxl1-lineage cells along the villus region.

Supplementary Video 3 **Foxl1-lineage cells interconnect along the villus epithelium.** Immunofluorescence of a 30-μm longitudinal section from the jejunum of a Foxl1CreERT2; Rosa-Rainbow mouse, following 3 tamoxifen inductions, highlights the interconnected subepithelial network of Foxl1-lineage cells along the villus region.

## References

[1] Popescu L.M., Faussone-Pellegrini M.S. (2010). TELOCYTES - a case of serendipity: the winding way from Interstitial Cells of Cajal (ICC), via Interstitial Cajal-Like Cells (ICLC) to TELOCYTES. J Cell Mol Med.

[2] Cretoiu S.M., Popescu L.M. (2014). Telocytes revisited. Biomol Concepts.

[3] Dragos C., Maria Giuliana V., Yihua B., Zvi L. (2019). Innovations in Cell Research and Therapy.

[4] Vannucchi M.-G., Traini C., Manetti M. (2013). Telocytes express PDGFRα in the human gastrointestinal tract. J Cell Mol Med.

[5] Kondo A., Kaestner K.H. (2019). Emerging diverse roles of telocytes. Development.

[6] Shoshkes-Carmel M. (2024). Telocytes in the Luminal GI Tract. Cell Mol Gastroenterol Hepatol.

[7] Shoshkes-Carmel M., Wang Y.J., Wangensteen K.J. (2018). Subepithelial telocytes are an important source of Wnts that supports intestinal crypts. Nature.

[8] Bahar Halpern K., Massalha H., Zwick R.K. (2020). Lgr5+ telocytes are a signaling source at the intestinal villus tip. Nat Commun.

[9] Aoki R., Shoshkes-Carmel M., Gao N. (2016). Foxl1-expressing mesenchymal cells constitute the intestinal stem cell niche. Cell Mol Gastroenterol Hepatol.

[10] Kolev H.M., Kaestner K.H. (2023). Mammalian intestinal development and differentiation-the state of the art. Cell Mol Gastroenterol Hepatol.

[11] McCarthy N., Manieri E., Storm E.E. (2020). Distinct mesenchymal cell populations generate the essential intestinal BMP signaling gradient. Cell Stem Cell.

[12] Kraiczy J., McCarthy N., Malagola E. (2023). Graded BMP signaling within intestinal crypt architecture directs self-organization of the Wnt-secreting stem cell niche. Cell Stem Cell.

[13] Degirmenci B., Valenta T., Dimitrieva S. (2018). GLI1-expressing mesenchymal cells form the essential Wnt-secreting niche for colon stem cells. Nature.

[14] Paerregaard S.I., Wulff L., Schussek S. (2023). The small and large intestine contain related mesenchymal subsets that derive from embryonic Gli1(+) precursors. Nat Commun.

[15] Lemmetyinen T.T., Viitala E.W., Wartiovaara L. (2024). Mesenchymal GDNF promotes intestinal enterochromaffin cell differentiation. iScience.

[16] Sackett S.D., Fulmer J.T., Friedman J.R. (2007). Foxl1-Cre BAC transgenic mice: a new tool for gene ablation in the gastrointestinal mesenchyme. Genesis.

[17] Muzumdar M.D., Tasic B., Miyamichi K. (2007). A global double-fluorescent Cre reporter mouse. Genesis.

[18] Furuya S., Furuya K. (2007). Subepithelial fibroblasts in intestinal villi: roles in intercellular communication. Int Rev Cytol.

[19] Kolev H.M., Tian Y., Kim M.S. (2021). A FoxL1-CreERT-2A-tdTomato mouse labels subepithelial telocytes. Cell Mol Gastroenterol Hepatol.

[20] Sumigray K.D., Terwilliger M., Lechler T. (2018). Morphogenesis and compartmentalization of the intestinal crypt. Dev Cell.

[21] Srinivas S., Watanabe T., Lin C.S. (2001). Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. BMC Dev Biol.

[22] Red-Horse K., Ueno H., Weissman I.L. (2010). Coronary arteries form by developmental reprogramming of venous cells. Nature.

[23] Perreault N., Katz J.P., Sackett S.D. (2001). Foxl1 controls the Wnt/beta-catenin pathway by modulating the expression of proteoglycans in the gut. J Biol Chem.

[24] Katz J.P., Perreault N., Goldstein B.G. (2004). Foxl1 null mice have abnormal intestinal epithelia, postnatal growth retardation, and defective intestinal glucose uptake. Am J Physiol Gastrointest Liver Physiol.

[25] Perreault N., Sackett S.D., Katz J.P. (2005). Foxl1 is a mesenchymal modifier of min in carcinogenesis of stomach and colon. Genes Dev.

[26] Takano-Maruyama M., Hase K., Fukamachi H. (2006). Foxl1-deficient mice exhibit aberrant epithelial cell positioning resulting from dysregulated EphB/EphrinB expression in the small intestine. Am J Physiol Gastrointest Liver Physiol.

[27] Moor A.E., Harnik Y., Ben-Moshe S. (2018). Spatial reconstruction of single enterocytes uncovers broad zonation along the intestinal villus axis. Cell.

[28] Bernier-Latmani J., Mauri C., Marcone R. (2022). ADAMTS18(+) villus tip telocytes maintain a polarized VEGFA signaling domain and fenestrations in nutrient-absorbing intestinal blood vessels. Nat Commun.

[29] Luan Y., Tang N., Yang J. (2022). Deficiency of ribosomal proteins reshapes the transcriptional and translational landscape in human cells. Nucleic Acids Res.

[30] Stzepourginski I., Nigro G., Jacob J.M. (2017). CD34+ mesenchymal cells are a major component of the intestinal stem cells niche at homeostasis and after injury. Proc Natl Acad Sci U S A.

[31] Deng M., Guerrero-Juarez C.F., Sheng X. (2022). Lepr(+) mesenchymal cells sense diet to modulate intestinal stem/progenitor cells via Leptin-Igf1 axis. Cell Res.

[32] Greicius G., Kabiri Z., Sigmundsson K. (2018). PDGFRalpha(+) pericryptal stromal cells are the critical source of Wnts and RSPO3 for murine intestinal stem cells in vivo. Proc Natl Acad Sci U S A.

[33] Iqbal S., Andersson S., Nesta E. (2025). Fetal-like reversion in the regenerating intestine is regulated by mesenchymal asporin. Cell Stem Cell.

[34] Furuya S., Naruse S., Nakayama T. (1990). 125I-endothelin binds to fibroblasts beneath the epithelium of rat small intestine. J Electron Microsc (Tokyo).

[35] Kaestner K.H., Bleckmann S.C., Monaghan A.P. (1996). Clustered arrangement of winged helix genes fkh-6 and MFH-1: possible implications for mesoderm development. Development.

[36] Madison B.B., McKenna L.B., Dolson D. (2009). FoxF1 and FoxL1 link hedgehog signaling and the control of epithelial proliferation in the developing stomach and intestine. J Biol Chem.

[37] Childs C.J., Holloway E.M., Sweet C.W. (2023). EPIREGULIN creates a developmental niche for spatially organized human intestinal enteroids. JCI Insight.

[38] Childs C.J., Poling H.M., Chen K. (2025). Coordinated differentiation of human intestinal organoids with functional enteric neurons and vasculature. Cell Stem Cell.

[39] Depeille P., Roose J.P. (2015). Flavors of EGFR-Ras signals impacting intestinal homeostasis. Cell Cycle.

[40] Dube P.E., Forse C.L., Bahrami J. (2006). The essential role of insulin-like growth factor-1 in the intestinal tropic effects of glucagon-like peptide-2 in mice. Gastroenterology.

[41] Dunker N., Schmitt K., Schuster N. (2002). The role of transforming growth factor beta-2, beta-3 in mediating apoptosis in the murine intestinal mucosa. Gastroenterology.

[42] Gough N.R., Xiang X., Mishra L. (2021). TGF-beta signaling in liver, pancreas, and gastrointestinal diseases and cancer. Gastroenterology.

[43] Kuemmerle J.F. (2012). Insulin-like growth factors in the gastrointestinal tract and liver. Endocrinol Metab Clin North Am.

[44] Laforest A., Aparicio T., Zaanan A. (2014). ERBB2 gene as a potential therapeutic target in small bowel adenocarcinoma. Eur J Cancer.

[45] Lee D., Pearsall R.S., Das S. (2004). Epiregulin is not essential for development of intestinal tumors but is required for protection from intestinal damage. Mol Cell Biol.

[46] Miguel J.C., Maxwell A.A., Hsieh J.J. (2017). Epidermal growth factor suppresses intestinal epithelial cell shedding through a MAPK-dependent pathway. J Cell Sci.

[47] Van Landeghem L., Santoro M.A., Mah A.T. (2015). IGF1 stimulates crypt expansion via differential activation of 2 intestinal stem cell populations. FASEB J.

[48] Zhang C., Jin Y., Marchetti M. (2022). EGFR signaling activates intestinal stem cells by promoting mitochondrial biogenesis and beta-oxidation. Curr Biol.

[49] Zhang X., Bandyopadhyay S., Araujo L.P. (2020). Elevating EGFR-MAPK program by a nonconventional Cdc42 enhances intestinal epithelial survival and regeneration. JCI Insight.

[50] Zhang Y., Dube P.E., Washington M.K. (2012). ErbB2 and ErbB3 regulate recovery from dextran sulfate sodium-induced colitis by promoting mouse colon epithelial cell survival. Lab Invest.

[51] Zheng Y., Song Y., Han Q. (2018). Intestinal epithelial cell-specific IGF1 promotes the expansion of intestinal stem cells during epithelial regeneration and functions on the intestinal immune homeostasis. Am J Physiol Endocrinol Metab.

[52] Nurmi H., Saharinen P., Zarkada G. (2015). VEGF-C is required for intestinal lymphatic vessel maintenance and lipid absorption. EMBO Mol Med.

[53] D'Alessio S., Correale C., Tacconi C. (2014). VEGF-C-dependent stimulation of lymphatic function ameliorates experimental inflammatory bowel disease. J Clin Invest.

[54] Qi Z., Li Y., Zhao B. (2017). BMP restricts stemness of intestinal Lgr5(+) stem cells by directly suppressing their signature genes. Nat Commun.

[55] Kosinski C., Li V.S., Chan A.S. (2007). Gene expression patterns of human colon tops and basal crypts and BMP antagonists as intestinal stem cell niche factors. Proc Natl Acad Sci U S A.

[56] Haramis A.P., Begthel H., van den Born M. (2004). De novo crypt formation and juvenile polyposis on BMP inhibition in mouse intestine. Science.

[57] Bonis V., Rossell C., Gehart H. (2021). The intestinal epithelium - fluid fate and rigid structure from crypt bottom to villus tip. Front Cell Dev Biol.

[58] Beumer J., Puschhof J., Yengej F.Y. (2022). BMP gradient along the intestinal villus axis controls zonated enterocyte and goblet cell states. Cell Rep.

[59] Callow M.G., Tran H., Phu L. (2011). Ubiquitin ligase RNF146 regulates tankyrase and Axin to promote Wnt signaling. PLoS One.

[60] Morgenstern Y., Das Adhikari U., Ayyash M. (2017). Casein kinase 1-epsilon or 1-delta required for Wnt-mediated intestinal stem cell maintenance. EMBO J.

[61] Swiatek W., Tsai I.C., Klimowski L. (2004). Regulation of casein kinase I epsilon activity by Wnt signaling. J Biol Chem.

[62] Troule K., Petryszak R., Cakir B. (2025). CellPhoneDB v5: inferring cell-cell communication from single-cell multiomics data. Nat Protoc.

[63] Yan K.S., Gevaert O., Zheng G.X.Y. (2017). Intestinal enteroendocrine lineage cells possess homeostatic and injury-inducible stem cell activity. Cell Stem Cell.

[64] Desaki J., Shimizu M. (2000). A re-examination of the cellular reticulum of fibroblast-like cells in the rat small intestine by scanning electron microscopy. J Electron Microsc (Tokyo).

[65] Desaki J., Fujiwara T., Komuro T. (1984). A cellular reticulum of fibroblast-like cells in the rat intestine: scanning and transmission electron microscopy. Arch Histol Jpn.

[66] Deane H.W. (1964). Some electron microscopic observations on the lamina propria of the gut, with comments on the close association of macrophages, plasma cells, and eosinophils. Anat Rec.

[67] Takahashi-Iwanaga H., Fujita T. (1985). Lamina propria of intestinal mucosa as a typical reticular tissue. A scanning electron-microscopic study of the rat jejunum. Cell Tissue Res.

[68] Toyoda H., Ina K., Kitamura H. (1997). Organization of the lamina propria mucosae of rat intestinal mucosa, with special reference to the subepithelial connective tissue. Acta Anat (Basel).

[69] Faussone-Pellegrini M.S., Gherghiceanu M. (2016). Telocyte's contacts. Semin Cell Dev Biol.

[70] Pieri L., Vannucchi M.G., Faussone-Pellegrini M.S. (2008). Histochemical and ultrastructural characteristics of an interstitial cell type different from ICC and resident in the muscle coat of human gut. J Cell Mol Med.

[71] Vannucchi M.-G., Traini C., Guasti D. (2014). Telocytes subtypes in human urinary bladder. J Cell Mol Med.

[72] Creţoiu S.M., Creţoiu D., Popescu L.M. (2012). Human myometrium – the ultrastructural 3D network of telocytes. J Cell Mol Med.

[73] Popescu L.M., Manole C.G., Gherghiceanu M. (2010). Telocytes in human epicardium. J Cell Mol Med.

[74] Hinescu M.E., Gherghiceanu M., Suciu L. (2011). Telocytes in pleura: two- and three-dimensional imaging by transmission electron microscopy. Cell Tissue Res.

[75] POPESCU L.M., CIONTEA S.M., CRETOIU D. (2007). Interstitial Cajal-like cells in human uterus and fallopian tube. Ann N Y Acad Sci.

[76] Hinescu M.E., Popescu L.M., Gherghiceanu M. (2008). Interstitial Cajal-like cells in rat mesentery: an ultrastructural and immunohistochemical approach. J Cell Mol Med.

[77] Rusu M.C., Loreto C., Mănoiu V.S. (2014). Network of telocytes in the temporomandibular joint disc of rats. Acta Histochem.

[78] Moparthi L., Koch S. (2019). Wnt signaling in intestinal inflammation. Differentiation.

[79] You J., Nguyen A.V., Albers C.G. (2008). Wnt pathway-related gene expression in inflammatory bowel disease. Dig Dis Sci.

[80] Hao J., Liu C., Gu Z. (2024). Dysregulation of Wnt/beta-catenin signaling contributes to intestinal inflammation through regulation of group 3 innate lymphoid cells. Nat Commun.

[81] de Vries M.H., Kuijk E.W., Nieuwenhuis E.E.S. (2025). Innate immunity of the gut epithelium: Blowing in the WNT?. Mucosal Immunol.

[82] Sheng N., Xie Z., Wang C. (2010). Retinoic acid regulates bone morphogenic protein signal duration by promoting the degradation of phosphorylated Smad1. Proc Natl Acad Sci U S A.

[83] Naylor R.W., Skvarca L.B., Thisse C. (2016). BMP and retinoic acid regulate anterior-posterior patterning of the non-axial mesoderm across the dorsal-ventral axis. Nat Commun.

[84] Miyauchi H., Ohta H., Nagaoka S. (2017). Bone morphogenetic protein and retinoic acid synergistically specify female germ-cell fate in mice. EMBO J.

[85] Bernheim S., Meilhac S.M. (2020). Mesoderm patterning by a dynamic gradient of retinoic acid signalling. Philos Trans R Soc Lond B Biol Sci.

[86] Burstyn-Cohen T., Tzarfaty V., Frumkin A. (1999). F-Spondin is required for accurate pathfinding of commissural axons at the floor plate. Neuron.

[87] Zisman S., Marom K., Avraham O. (2007). Proteolysis and membrane capture of F-spondin generates combinatorial guidance cues from a single molecule. J Cell Biol.

[88] Farack L., Itzkovitz S. (2020). Protocol for Single-Molecule Fluorescence In Situ Hybridization for Intact Pancreatic Tissue. STAR Protoc.

[89] Bahar Halpern K., Itzkovitz S. (2016). Single molecule approaches for quantifying transcription and degradation rates in intact mammalian tissues. Methods.

[90] Butler A., Hoffman P., Smibert P. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol.

[91] Satija R., Farrell J.A., Gennert D. (2015). Spatial reconstruction of single-cell gene expression data. Nat Biotechnol.

[92] Stuart T., Butler A., Hoffman P. (2019). Comprehensive Integration of Single-Cell Data. Cell.

How the deposited data were processed for this re-analysis (not part of the article)

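Single-cell RNA-seq counts of 7 mouse jejunum libraries were processed. Each is labeled as GFP+ sorted cells of Foxl1Cre; Rosa-mTmG mice, in 1 condition. For M1 and N1, whose cells hold 0 EYFP UMIs, this rests on the labels alone. The libraries were named GFP, M1, N1, GFPF10, GFPF24, MAY25M and MAY25N as in their labels. Each library was taken as 1 replicate. The labels do not state that each comes from 1 mouse. The Methods give male mice of 7 to 8 weeks and the labels an age of 8 weeks, and neither says which library used which chip chemistry. No library of GFP− cells was available.

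The authors' files are raw matrices of UMI counts per gene and barcode from Cell Ranger 3.0.2 on GRCm38, with all barcodes of the list and before any cell filter. The annotation release and the treatment of introns are not stated. Values were checked to be whole numbers of at least 1. A row for the transgene EYFP was left out of clustering and of the tests. The tables of cells, clusters and differential expression behind the figures of the paper were not used.

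Barcodes were kept with more than 200 and fewer than 6000 genes, at most 60000 UMIs and under 5% mitochondrial UMIs, as the Methods state. Clustering used Seurat 5.3.0 in R 4.3.3 with sctransform 0.4.2: SCTransform per library, 3000 integration features, anchor integration, 50 principal components and resolution 0.4. No doublet caller was used, as in the Methods. A cluster was given a class when the mean log2 fold of its marker list over the median of the clusters was at least 1, with at least 3 markers detected at 10 CPM, and the class of the highest list was taken. Of the 13 marker lists, those of the 4 Foxl1-lineage subtypes came from gene labels of Figure 6A that the text of the paper does not discuss. A subepithelial cluster whose share of ribosomal protein UMIs was below 0.5 times that of the others was named low-ribosomal. A cluster was left unnamed when no list met these limits, when more of its top 10 genes were markers of another class, or when its UMIs per cell were below 0.333 of its libraries' medians and no marker was among its top 10 genes. The 2 unnamed clusters had blood endothelium as their highest list and were left out by the last rule.

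For tests, raw counts were summed per library and cluster where at least 5 cells were present. Sums of the 4 subtypes were compared with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F-test, library as a block, Benjamini-Hochberg over all genes tested, threshold 0.05). Each subtype was compared with the mean of the other 3, and crypt-like and villus-mid-like cells with villus-base-like and villus-tip-like cells. Counts of libraries in a direction use the sums that a library holds. Villus-mid-like sums exist in 4 libraries, so elsewhere their pair is crypt-like cells alone. The block was chosen because subtypes of 1 library share their preparation. After removing the mean of each subtype, sums of 1 library correlated by 0.161 on average (31 pairs) and sums of different libraries by -0.026 (182 pairs). Standard errors come from the same fit. Clusters were formed from the same counts that were then compared.

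Genes below the low-count filter were given an exact sign-flip test over libraries of log2 CPM, a choice made after seeing the data. The p values of that test were not adjusted for the number of genes. In the passages, folds of the subtypes without the filter are shown without p values, because the prior degrees of freedom of that fit are infinite, against 14.8 with the filter. For a gene with no UMI in a cluster, a lower bound of the fold was set at 3 UMIs over the sums of that cluster.

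The 34 gene lists were tested by counts of members past the threshold, adjusted over all genes and over the list alone, and by camera of limma 3.58.1 at its preset correlation of 0.01 and at an estimated correlation. Markers used to name clusters were left out of the lists. Similarity of subtypes was the Pearson correlation of log2(CPM + 1) within a library after thinning the sums to the same number of UMIs. Shares of cells with a UMI of a gene carry exact 95% binomial intervals. They were repeated with cells thinned to 1500 UMIs, leaving out cells with fewer.

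Genes named in the passages were drawn from every gene that the results text of the paper names for these data, members of the lists as examples, and, for each subtype, the 10 genes with the largest increase and 5 with the largest decrease among those past the threshold, changed the same way in every library, and with a mean of at least 20 CPM. Genes outside this rule are said to be so.

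Depth was 3213 to 5342 median UMIs per cell. Villus-mid-like cells could be compared in 4 libraries only. Precision was tested on simulated data at the depth and dispersion of the sums, with 200 genes changed. DESeq2 1.42.0 was run as an alternative to edgeR. Counting used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and figures matplotlib 3.10.9.

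Alternatives were a UMI minimum per library in the manner of Cell Ranger, a minimum of 500 genes, a mitochondrial limit of 10%, removal of Scrublet calls, clustering without the genes and lists that the tests concern, no integration, resolutions of 0.2 and 0.8, at least 10 cells per sum, no block, DESeq2, RLE size factors, no low-count filter, each library left out in turn, Spearman correlation, genes outside the integration features, thinned cells and camera with an estimated correlation. Chosen after seeing the data were leaving out M1 and N1, leaving out subtype cells with 2 or more endothelial UMIs, leaving immune clusters out of the comparison of Foxl1 and Gli1, and giving the integration features in alphabetical order. The imaging, the human cells and the ligand and receptor pairing with epithelium were not analyzed, since the counts hold no data for them.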

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

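The tests of EYFP in M1 and N1, of free Foxl1 RNA, of 1 scaling factor and of dissociation were chosen after their results were seen.

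Of 19 measures over 7 libraries, 4 had a library far from the others, past the 95% critical value for the ratio of gap to range. Chance gives such a value in about 1 of 20 groups. Library MAY25N had the highest total of UMIs, 25058142 against 11597489 in the next (gap over range 0.587), and the most cells, 4747 against 1336 in the next (gap over range 0.764). Library GFP had the highest share of myofibroblasts or smooth muscle, 25.3 against 10.1 in the next (gap over range 0.672), and of pericytes, 11.0 against 5.63 in the next (gap over range 0.709), both in percent.

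EYFP, the row of the reporter transcript, is not analyzed in the paper, and with no reporter-negative library its level was set against a count of 0. It was found at 5449 ± 3333 CPM (SD over libraries) in villus-tip-like, 4568 ± 3441 in villus-base-like, 3432 ± 2994 in villus-mid-like and 2465 ± 2205 in crypt-like cells, at 3735 ± 2820 in blood endothelium, 4267 ± 2649 in the lymphocyte-like cluster and 1054 ± 1385 in the epithelial cluster. These means include M1 and N1, which are at 0 and are not both in every class. Without them, a choice made after seeing the data, the level was 6539 ± 2231 in villus-tip-like and 6395 ± 1776 in villus-base-like cells, a gap smaller than the spread, 4576 ± 2365 in villus-mid-like and 3451 ± 1744 in crypt-like cells, 5230 ± 1469 in blood endothelium, 5334 ± 1331 in the lymphocyte-like and 1476 ± 1449 in the epithelial cluster. Stray EYFP transcripts were not separated from those of the cells.

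Libraries M1 and N1 held 1 and 3 EYFP UMIs over all barcodes, 4 in all, and 0 in their cells. Lower depth is argued against, since the lowest rate of the other 5 libraries calls for 63793 UMIs there. Fewer cells that carry the reporter are argued against as well, since 0 of 79 villus-base-like cells of the 2 libraries held EYFP (95% upper bound 4.56%), against 86.1% in the lowest other library. Another sort gate or mice without the reporter stay open. Mesenchymal cells were 36.3% of M1 and 38.7% of N1, within the range of the others, 26.2% to 70.1%, so the shares decide neither way and the 2 cannot be told apart. No biological explanation was tested, since the labels give 1 condition.

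Foxl1 was found in 10.3% of cells of a lymphocyte-like cluster, more often than in blood endothelium in 3 of 5 libraries, with a mean difference of 7.13 percentage points (SD 8.69, exact sign-flip p = 0.25). In M1 and MAY25N both shares were 0%, so no smaller p was possible and the test could not pass. Free RNA from mesenchymal cells is argued against, since the cluster held 0 Gli1 UMIs (95% upper bound 3.69) where its Foxl1 UMIs call for 25.3. Doublets with mesenchymal cells are argued against, since its 37 cells with a Foxl1 UMI carried 0.0404% of UMIs on fibroblast and myofibroblast markers (upper bound 0.0886%) against 0.453% for 1 part in 4 of mesenchymal RNA. Reads of another transcript placed on Foxl1 were not tested. No biological explanation was tested.

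Ribosomal protein genes fell in villus-tip-like cells while genes of the integrated stress response rose. Both lists passed with the preset correlation only (adjusted p = 0.082 and 0.086 with an estimated one). The cluster was named from other genes of that response, so its rise is partly built in. A single scaling factor is argued against, since the median log2 fold change was -1.24 for ribosomal protein genes (SD over genes 0.38) and 0.122 for all genes. Shallow cells, and damage that raises the mitochondrial share, are argued against. In 5 of 6 libraries villus-tip-like cells held more UMIs per cell than the other 3 subtypes, with ratios of 0.734 in GFP to 2.45 in GFPF24. Their median mitochondrial share was lower in each library, at 0.139% against 0.841% in MAY25M and 0.92% against 1.573% in M1. Damage that lowers this share was not tested. A response to dissociation stays open, since immediate-early genes had a median of 0.57 against 0.122 for all genes, with a camera adjusted p of 0.15, which decides neither way, and of 0.031 without library MAY25N, which fits it in that setting alone. A stress response in the tissue may also account for the pattern and was not tested apart from dissociation.

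The number of changed genes in each comparison was set against draws of the cluster names. Of 100 draws of the cluster names within libraries, the real one included, 1 reached the real count in each. The real counts and the highest of the other draws were 1833 and 435 for crypt-like, 1070 and 10 for villus-base-like, 1126 and 98 for villus-mid-like and 3000 and 17 for villus-tip-like cells, and 2170 and 1 for the 2 pairs. Since the clusters were formed from these counts, lower counts in the draws are largely built in. The draws cannot tell whether the clusters themselves arose by chance. Names were drawn apart in each library, so no other pairing of whole clusters was tried.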

How the results depend on the processing

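Leaving out M1 and N1, leaving out subtype cells with 2 or more endothelial UMIs, leaving out immune clusters, and the alphabetical order of integration features were chosen after seeing the data.

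Over settings other than leaving out 1 library, all 65 counts of changed genes stayed within 1.5 times. Without 1 library each, they ran from 1144 to 1897 for crypt-like, 609 to 1157 for villus-base-like, 497 to 1284 for villus-mid-like and 2089 to 3340 for villus-tip-like cells and 1359 to 2257 for the pairs, lowest without MAY25N except in villus-tip-like cells (MAY25M). MAY25N gave 4747 of 8549 cells, so leaving it out leaves fewer counts. Cells kept ran from 3802 to 8265.

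The list tests passed 68 times, and 18 times with camera at an estimated correlation, which widens its test. Of 2210 list values in other settings, 2087 stayed on the same side of the threshold, 73 lost their call and 50 gained one. Of 11700 single gene values, 11135 stayed on the same side, 393 lost and 168 gained a call. Without 1 library, 5851 of 6205 stayed. A change of sign without a call in either setting counts as staying, so direction was not always kept. DESeq2 has no list tests.

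Some results reversed, and the cause was not tested. With a Cell Ranger-style UMI minimum, Tagln in villus-tip-like cells was 0.63 on the log2 scale and Bmp2 in villus-base-like cells 0.59. Cxcl9 in crypt-like cells was -0.13 with a mitochondrial limit of 10%, -0.04 without MAY25M (5.06 without MAY25N) and -0.12 without subtype cells of 2 or more endothelial UMIs. Egr1 in crypt-like and villus-mid-like cells together was -2.05 without MAY25N and 0.38 without MAY25M.

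Foxl1 in mesenchymal cells passed only with no low-count filter (1.36, adjusted p = 0.029, against 0.029 to 0.41 over 21 settings). It fell below that filter without GFPF24, without MAY25M and without immune clusters, so these gave no value. Gli1, Acta2 and Tagln passed in every setting.

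The low share of ribosomal protein UMIs in the low-ribosomal cluster (-4.65 points) was -4.09 with a UMI minimum, -3.93 with 500 genes, -3.95 with no integration, -4.37 with 10 cells per sum, -3.98 without M1 and N1, and -4.83 to -4.37 without 1 library each. Its p stayed at 0.031 without GFP, which had too few such cells, and could not reach 0.05 in the rest, on 5 or fewer libraries. The similarity of villus-mid-like cells stayed between 0.002 and 0.027, on at most 4 libraries, where no p below 0.125 is possible. Closeness of villus-tip-like to villus-base-like over crypt-like cells (0.066, exact sign-flip p = 0.031) ran from 0.061 to 0.074 without 1 library each, where its p was 0.062 except without N1, was 0.043 over genes outside the integration features (p = 0.031), and was no longer past the threshold, on fewer libraries, with Cell Ranger-style UMI minimum (0.087), at least 500 genes per cell (0.072), mitochondrial limit of 10% (0.068), integration features placed in alphabetical order (0.061), at least 10 cells per sum (0.078) and without M1 and N1 (0.068).

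The epithelial share of cells was 1.78% with a UMI minimum, 1.30% with 500 genes, 0.77% with no integration, 2.68% at resolution 0.8, 3.51% without Scrublet calls and 12.5% with a mitochondrial limit of 10%, against 7.63%. With that limit, GFPF24 went from 43 to 126 epithelial and from 122 to 40 immune cells, and GFP from 51 to 25 and from 5 to 32. The rise thus lies partly in how these classes were divided. The immune share ran from 5.06% with that limit to 15.0% with 500 genes, against 9.32%. Unnamed cells were 15.67% when clustered without the paper-named genes and lists, against 7.73%. The mixed epithelial cluster was divided otherwise in some of these. It gave 83.0% of an unnamed cluster of 395 cells in the last, and with 500 genes 62.0% of an immune cluster of 216.

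No villus-tip-like cluster was named when clustered without those genes, with no integration or at resolution 0.2, nor a villus-mid-like one in the first and last, so the 5 comparisons gave no value there. Thinning cells to 1500 UMIs, with shallower cells left out, moved 35 of 84 shares of cells with a UMI, so such shares depend on depth.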

Differences from the paper's values

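The stated filter kept 8549 cells, against 7610 in the paper, with 4747 against 4222 in the largest library. Clusters numbered 17, against 18 in the paper. A minimum of 500 genes per cell kept 7460 cells and a Cell Ranger-style UMI minimum 6507. What lies behind the gap was not tested. Fig. 2E of the paper shows about 120 epithelial cells, read by eye, and 331 were counted here. Among the alternatives chosen before the data were examined, the count was near the paper's, at 135 at resolution 0.8, and was not at 45 with a Cell Ranger-style UMI minimum, 51 with at least 500 genes per cell, 577 with a mitochondrial limit of 10%, 186 with Scrublet calls removed, 26 with no integration and 331 at resolution 0.2. No epithelial cluster was named when clustered without the paper-named genes and lists. The cluster of 331 is mixed, since at resolution 0.8 196 of its cells formed an immune cluster, so it was counted as epithelial as a whole and the gap lies at least partly in the clustering. The paper's clusters were named by its authors and these by marker lists, which also limits the comparison.

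The statements below were tested with libraries as replicates. The paper states that Foxl1 and Gli1 are enriched in mesenchymal cells. Gli1 was enriched (5.86 on the log2 scale, adjusted p = 5.7e-06, higher in 7 of 7 libraries). Foxl1 did not pass (1.26, adjusted p = 0.14, higher in 5 of 7 libraries), with 40 of the 53 Foxl1 UMIs outside the mesenchyme in the lymphocyte-like cluster, and did with no low-count filter, where p values may be too small (1.36, adjusted p = 0.029, against 0.029 to 0.41 over 21 settings).

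The paper states that villus-mid cells resemble crypt cells. The correlation with crypt-like cells exceeded that with villus-base-like cells by 0.018 (SD 0.027), higher in 2 of 4 libraries (exact sign-flip p = 0.5). No p below 0.125 is possible with 4 libraries, so this test could not pass and does not go against the paper. Genes higher in both clusters numbered 257, against 116.1 if the 2 comparisons were independent. Other pairs of clusters ran from 8 against 177.7 (villus-mid-like and villus-tip-like) to 235 against 183.9 (villus-base-like and villus-tip-like). The comparisons of crypt-like and villus-mid-like cells share villus-base-like and villus-tip-like cells as reference, and each cluster is also part of the other's reference. The value of 116.1 is thus not the one expected without resemblance, which was not estimated. The count thus decides neither way. Spon1, Rspo3 and Cd302, the paper's own shared genes, were higher in the 2 clusters than in the other pair, with log2 fold changes of 7.05 (adjusted p = 1.1e-16, higher in 7 of 7 libraries), 2.98 (adjusted p = 2.1e-09, higher in 7 of 7 libraries) and 2.11 (adjusted p = 7.2e-13, higher in 7 of 7 libraries) from edgeR. Libraries without a villus-mid-like sum enter these counts with crypt-like cells alone.

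The paper places the highest Bmp4 at the villus tip and calls villus-tip cells the main source of BMP ligands. The mean of Bmp4 was highest there but did not pass (log2 fold change 0.06, adjusted p = 0.77, higher in 2 of 6 libraries). Of the BMP ligand list, 4 higher and 1 lower were found in villus-tip-like and 4 higher and 0 lower in villus-base-like cells. Bmp2 was higher in villus-tip-like cells (log2 fold change 1.28, adjusted p = 6.3e-06, higher in 6 of 6 libraries). Bmp3 rose in both, by 3.65 (adjusted p = 4.2e-12, higher in 6 of 6 libraries) and 3.64 (adjusted p = 1.8e-12, higher in 7 of 7 libraries). In villus-base-like cells Bmp5 and Bmp7 rose by 1.73 (adjusted p = 2.2e-07, higher in 7 of 7 libraries) and 3.33 (adjusted p = 1.8e-10, higher in 7 of 7 libraries), against 1.29 (adjusted p = 6.6e-05, higher in 6 of 6 libraries) and 3.08 (adjusted p = 5.2e-09, higher in 6 of 6 libraries) in villus-tip-like cells. Bmp6 was lower in villus-tip-like cells (log2 fold change -0.78, adjusted p = 0.009, lower in 5 of 6 libraries), and -0.37 (adjusted p = 0.26, against 0.0031 to 0.26 over 20 other settings) without MAY25M.

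Among transcription factors the paper calls high in villus-tip cells, 7 higher and 1 lower were found of 11 measured, with a camera adjusted p of 0.22 (0.45 with an estimated correlation). The increases go with the paper, but those of Rela, Trp53, Etv1, Mta2 and Max lost their call without at least 1 of the libraries, and Etv1 had a higher mean in villus-base-like cells (411 against 246 CPM). Foxf1 (log2 fold change 0.37, adjusted p = 0.095, higher in 6 of 6 libraries), Nfkb1 (log2 fold change 0.04, adjusted p = 0.87, higher in 3 of 6 libraries) and Atf1 (log2 fold change 0.38, adjusted p = 0.16, higher in 3 of 6 libraries) did not pass, which decides neither way. Maf goes against it, with 0 UMIs in villus-tip-like and 1105 in crypt-like cells. Foxf1 was called without MAY25N, at 0.56 (adjusted p = 0.034, against 0.034 to 0.63 over 20 other settings).

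The paper names crypt and villus-tip cells as sources of EGF receptor, epiregulin, ErbB2, IGF1 and TGFβ. Of its list of growth factor genes, 5 higher and 1 lower were found in crypt-like and 1 higher and 4 lower (2 and 4 adjusted over the list alone) in villus-tip-like cells. In the latter, the log2 fold change was 0.20 (adjusted p = 0.43, higher in 4 of 6 libraries) for Egfr, 0.23 (adjusted p = 0.46, higher in 2 of 6 libraries) for Ereg, and for Igf1 -0.90 (adjusted p = 0.0048, lower in 5 of 6 libraries), Tgfb1 -0.95 (adjusted p = 0.015, lower in 5 of 6 libraries), Tgfb2 -1.37 (adjusted p = 3.3e-04, lower in 6 of 6 libraries) and Tgfb3 0.62 (adjusted p = 0.057, higher in 4 of 6 libraries), while Erbb2 was below the low-count filter (higher in 3 of 6 libraries, exact sign-flip p = 0.69). With a Cell Ranger-style UMI minimum Ereg was called, at 0.76 (adjusted p = 0.02, against 0.02 to 1 over 20 other settings), and so was Tgfb3, at 0.82 (adjusted p = 0.038, against 0.038 to 0.51 over 20 other settings). Tgfb1 was highest in villus-mid-like cells (log2 fold change 1.74, adjusted p = 2.9e-04, higher in 3 of 4 libraries). These are part of the mean that villus-tip-like cells were set against, which adds to the fall of Tgfb1 there.

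The paper places Vegfa and Vegfb in villus-tip cells. Vegfa was higher there (log2 fold change 1.09, adjusted p = 1.4e-04, higher in 6 of 6 libraries). Vegfb was not (log2 fold change 0.36, adjusted p = 0.11, higher in 5 of 6 libraries), and was called with a Cell Ranger-style UMI minimum, at 0.47 (adjusted p = 0.049, against 0.039 to 0.84 over 20 other settings), and without M1, at 0.44.

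The paper states that the β-catenin and Tcf complex, Rnf146 and Tnks are enriched in villus-tip cells. Rnf146 was enriched (log2 fold change 1.45, adjusted p = 2.6e-08, higher in 5 of 6 libraries). Ctnnb1 (log2 fold change -0.22, adjusted p = 0.19, lower in 5 of 6 libraries) and Tcf7l2 (log2 fold change 0.29, adjusted p = 0.24, higher in 4 of 6 libraries) were not, and Tnks, below the low-count filter, was higher in 3 of 6 libraries, exact sign-flip p = 0.72.

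Several genes that the paper names lay below the low-count filter and had no edgeR call. The exact sign-flip tests in the passages had p below 0.05 for Axin2, Wnt2b in the pair, Ptger1, Ptgr1, Rspo2, Il1b and Fgf10. These p values were not adjusted for the number of genes, so they are not calls like those of edgeR. For Dll1, Bambi, Myc and Rspo1 the sign-flip p was above 0.05. With no low-count filter these had adjusted p values below 0.05, which are not shown because that fit shares 1 variance among all genes and its p values are too small: Wnt2b in crypt-like and villus-mid-like cells together (log2 fold change 4.59, higher in 6 of 7 libraries), Dll1 (log2 fold change 4.67, higher in 4 of 4 libraries) and Bambi (log2 fold change 3.58, higher in 4 of 4 libraries) in villus-mid-like cells, Axin2 (log2 fold change 1.40, higher in 6 of 6 libraries) and Myc (log2 fold change 4.33, higher in 5 of 6 libraries) in villus-tip-like cells, and Ptger1 (log2 fold change 2.82, higher in 6 of 7 libraries), Ptgr1 (log2 fold change 2.40, higher in 6 of 7 libraries), Rspo1 (log2 fold change 3.94, higher in 4 of 7 libraries), Rspo2 (log2 fold change 5.87, higher in 6 of 7 libraries), Il1b (log2 fold change 3.86, higher in 7 of 7 libraries) and Fgf10 (log2 fold change 2.72, higher in 7 of 7 libraries) in crypt-like cells.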

Other observations

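The ratios of endothelial UMIs and the levels of Plvap per library were computed after the villus-mid-like profile was seen.

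BMP target genes were high in villus-mid-like cells, which the text of the paper does not mention. Id1 and Id3, helix-loop-helix repressors induced by BMP, gave log2 fold changes of 2.11 (standard error 0.28, adjusted p = 1.0e-06, higher in 4 of 4 libraries) and 2.39 (standard error 0.24, adjusted p = 1.1e-08, higher in 4 of 4 libraries) from edgeR, and Smad7, an inhibitor in the same pathway, 1.89 (standard error 0.26, adjusted p = 2.6e-06, higher in 4 of 4 libraries). Id2 gave 1.55 (adjusted p = 0.0079, higher in 4 of 4 libraries), lost without library MAY25N (0.84) (adjusted p from 3.8e-07 to 0.47 over 20 other settings). Of the list, 4 of the 4 genes measured were higher and 0 lower (the same counts adjusted over the list alone, camera adjusted p = 1.4e-05, and adjusted p = 0.03 with an estimated correlation). In crypt-like cells Id1 and Id3 were lower, at -2.91 (adjusted p = 5.0e-10, lower in 7 of 7 libraries) and -0.85 (adjusted p = 0.0032, lower in 5 of 7 libraries). In villus-tip-like cells the list had a median of -0.80, with 0 higher and 2 lower (0 and 3 adjusted over the list alone, camera adjusted p = 0.15, and adjusted p = 0.34 with an estimated correlation). Over 20 other settings the median ran from -1.58 to -0.60, and the adjusted p was 0.03 without M1, 0.026 without M1 and N1, 0.03 with a Cell Ranger-style UMI minimum, 1.0e-04 with no low-count filter and above 0.05 in the rest.

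Plvap, a protein of endothelial fenestrae and 1 of the genes that named blood endothelium, lay in villus-mid-like cells at 1123 CPM in GFP, 138 in M1, 689.7 in MAY25M and 807 in MAY25N, with a log2 fold change of 4.88 (standard error 0.34, adjusted p = 5.0e-12, higher in 4 of 4 libraries). If its UMIs came from endothelial cells, 53.6 UMIs of Cdh5, 59.5 of Cldn5, 126 of Flt1, 84.4 of Kdr and 79.3 of Pecam1 would be called for, and 0, 1, 4, 4 and 11 were found.

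Defa24, a gene of Paneth cells, was the 1 epithelial gene beyond the naming markers that rose in villus-base-like cells (log2 fold change 2.11, adjusted p = 0.029, higher in 5 of 7 libraries), and was 1.09 (adjusted p = 0.43, against 3.4e-09 to 0.43 over 16 other settings) without library MAY25M. The list gave 1 higher and 0 lower of 3 measured in villus-base-like and 0 higher and 0 lower in villus-tip-like cells (camera adjusted p = 0.72 and 0.98, or 0.88 and 0.98 with an estimated correlation). Of the sex genes, 1 of the 2 genes measured were higher and 0 lower (the same counts adjusted over the list alone) in villus-tip-like cells (camera adjusted p = 0.45, and adjusted p = 0.5 with an estimated correlation), where Ddx3y, a Y-linked helicase gene, gave 0.89 (adjusted p = 7.5e-06, higher in 6 of 6 libraries).

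Erythrocyte transcripts differed between libraries. Hemoglobin genes took 16.5% of all UMIs in M1 and 8.57% in N1, against 0.49% to 4.14% in the other 5.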
